# Direct comparison of spatial transcriptional heterogeneity across diverse *Bacillus subtilis* biofilm communities

**DOI:** 10.1038/s41467-023-43386-w

**Published:** 2023-11-20

**Authors:** Yasmine Dergham, Dominique Le Coq, Pierre Nicolas, Elena Bidnenko, Sandra Dérozier, Maxime Deforet, Eugénie Huillet, Pilar Sanchez-Vizuete, Julien Deschamps, Kassem Hamze, Romain Briandet

**Keywords:** Biofilms, Bacterial genes, Bacterial physiology, Cellular microbiology, Microbial communities

## Abstract

*Bacillus subtilis* can form various types of spatially organised communities on surfaces, such as colonies, pellicles and submerged biofilms. These communities share similarities and differences, and phenotypic heterogeneity has been reported for each type of community. Here, we studied spatial transcriptional heterogeneity across the three types of surface-associated communities. Using RNA-seq analysis of different regions or populations for each community type, we identified genes that are specifically expressed within each selected population. We constructed fluorescent transcriptional fusions for 17 of these genes, and observed their expression in submerged biofilms using time-lapse confocal laser scanning microscopy (CLSM). We found mosaic expression patterns for some genes; in particular, we observed spatially segregated cells displaying opposite regulation of carbon metabolism genes (*gapA* and *gapB*), indicative of distinct glycolytic or gluconeogenic regimes coexisting in the same biofilm region. Overall, our study provides a direct comparison of spatial transcriptional heterogeneity, at different scales, for the three main models of *B. subtilis* surface-associated communities.

## Abstract (web summary)

The bacterium *Bacillus subtilis* can form various types of surface-associated communities, such as colonies, pellicles and submerged biofilms. Here, Dergham et al. provide a direct comparison of spatial transcriptional heterogeneity across the three types of surface-associated communities, revealing mosaic expression patterns for genes involved in various pathways.

## Introduction

Spatially organised communities, such as biofilms, are embedded in a self-produced extracellular matrix and exhibit microbial emergent properties^1,2^. As these multicellular communities develop, bacteria adapt and respond differently to local chemical environmental conditions (i.e., gradients of nutrients, oxygen, waste products and bacterial signalling compounds), resulting in subpopulations of cells with considerable physiological heterogeneity across spatial and temporal scales^3^.

*Bacillus subtilis* has long been used as a model organism for genetic studies of the formation of different types of structured communities^4–7^. This gram-positive, motile, spore-forming ubiquitous bacterium is often found in the rhizosphere in close proximity to plants, as well as in extremely diverse environments^8–10^. It is used commercially to produce proteins, fermented foods, biocontrol agents, and probiotics^11–14^. Conversely, it can potentially play a deleterious role, for example, the *B. subtilis* NDmed strain, isolated from a hospital endoscope washer-disinfector, is capable of forming biofilms with complex protruding structures that are hyperresistant to the action of oxidising agents used for endoscope disinfection, thus protecting pathogenic bacteria such as *Staphylococcus aureus* in mixed-species biofilms^15–17^. Understanding how these surface-associated communities form and interact is therefore crucial to the development of appropriate strategies to control them.

Studies of multicellular *B. subtilis* communities are typically based on the development of a floating pellicle at the air-liquid interface, a submerged biofilm at the solid‒liquid interface, or the development of a complex colony at the solid-air interface^4,5,18^. Under certain conditions, such as on a semisolid surface, colony-forming *B. subtilis* cells can become highly motile and swarm across the surface in an organised collective movement while proliferating and consuming nutrients^19^. On a synthetic minimal medium, *B. subtilis* swarms from the mother colony in a branched, monolayer, dendritic pattern that continues to grow up to 1.5 cm from the swarm front. A transition from a monolayer swarm to a multilayer biofilm occurs from the base of the dendrite, and the biofilm spreads outwards in response to environmental cues^20–24^. The *B. subtilis* NDmed strain has been well characterised phenotypically by multiculture approaches, revealing its remarkable ability to form 3D structures, including macrocolonies, pellicles and submerged biofilms, as well as to exhibit swarming behaviour^5,7,25^.

In a *B. subtilis* culture forming a biofilm, various cell types coexist^1,26–28^, leading to differential regulation of several genes. This complex gene expression enables the division of labour among cells^26,29–33^. A comprehensive investigation of metabolic changes during pellicle development using metabolomic, transcriptomic and proteomic analyses revealed that metabolic remodelling is predominantly controlled at the transcriptional level^34^. Furthermore, an ontogeny study of *B. subtilis* macrocolonies grown on agar revealed a correlation with evolution, showing a temporal order of expression from older to newer genes^35^. Recently, we conducted a transcriptional study of the *B. subtilis* NDmed strain using a static liquid model in a microplate well. The study involved sampling well content over a temporal scale, providing valuable insight into the expression profiles during the first 7 h of submerged biofilm development. In addition, after 24 h of incubation, we examined mixtures of different localised populations, including submerged biofilm cells, detached cells and pellicles^36^.

In the present study, our main objective was to identify the differential expression of genes specifically associated with different populations formed on solid, semisolid or liquid surfaces. To achieve this, we performed a spatial transcriptional analysis at the mesoscopic scale, focusing on seven different localised populations: four selected from a swarming model and three selected from a static liquid model. Additionally, we selected two more populations from a planktonic culture. Through this approach, we obtained a comprehensive and global landscape characterisation of gene expression for each population. This enabled us to pinpoint genes of interest, whose expression was subsequently reported using live-cell fluorescent imaging through time-lapse CLSM. Particular attention was given to understanding the single-cell scale dynamics within the submerged biofilm population.

## Results

### RNA sequencing reveals spatially resolved populations with distinct patterns of gene expression

RNA-seq was used to compare transcriptomic profiles between populations selected from the different multicellular models formed by *B. subtilis* NDmed; these populations are schematised in Fig. 1a. 

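RNA was sequenced from 27 samples of *B. subtilis* NDmed, 3 biological replicates for each of 9 populations. The exponential (EX) and stationary (ST) cultures were grown at 37 °C and collected at an OD600 of 0.6 and 2.8. The swarming populations, which are the mother colony (MC), the base of the dendrites (BS), the dendrites (DT) and the tips (TP), were collected after 24 h at 30 °C on plates with 0.7% agar, with 16 plates per sample. The static liquid populations, which are the submerged biofilm (SB), the detached cells (DC) and the pellicle (PL), were collected after 24 h at 30 °C with 6 wells per sample. The authors trimmed and mapped the single-end reads of a stranded total RNA library to the NDmed genome, and deposited for 4028 genes the number of reads counted on each gene and log2(fpkm + 5) values. Between 11319895 and 26679232 reads per sample were counted on genes, with a median of 17402916. The lowest and highest totals were 16557293 and 20694253 in EX, 11319895 and 17687310 in ST, 14824343 and 17328970 in MC, 12109473 and 26679232 in BS, 18699752 and 20984830 in DT, 17186977 and 23286934 in TP, 13721002 and 21324680 in SB, 16019583 and 17563202 in DC, and 16756888 and 22465353 in PL. The 10 most abundant genes took between 20.5% and 23.9% of the counts in the ST samples, between 7.41% and 8.69% in the MC samples, and between 10.4% and 14.5% in the others.

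Differential expression was computed here from the counts with edgeR, with TMM normalisation and its quasi-likelihood test, in one fit of all 27 samples to the 9 populations. The filter on low counts kept 4009 of the 4028 genes. P values were adjusted by the Benjamini-Hochberg method over these genes, and a gene was called differentially expressed (DEG) at an adjusted p of at most 0.05 and a log2 fold change of at least 1 in size. The fit's common dispersion was 0.095, a coefficient of variation between replicates of 30.8%. Expression levels of gene lists are means of the deposited log2(fpkm + 5) over the genes of the list, given as the mean and SD of the 3 replicates. Levels of single genes are given as CPM after the same normalisation. The gene lists and operons used below are lists drawn up for the re-analysis, not the complete regulons behind the paper's counts. Where a list is compared between groups of populations, the populations of each group count equally. The comparisons, the thresholds, 56 list comparisons and most of the alternative settings were chosen before the data were examined. The paper's results from the same samples were known by then.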

We considered a 24-h static liquid model from which we separately collected the submerged biofilm (SB), floating pellicle (PL) and free detached cells (DC). Furthermore, from a swarming model, four differently localised populations were collected: the mother colony (MC), the base of the dendrites (BS), the dendrites (DT) and the tips (TP); the latter three corresponded to the swarmers (Supplementary Movie 1, Supplementary Movie 2, Supplementary Movie 3). From the planktonic culture, the exponential (EX) and stationary (ST) phases were collected, the latter being used as the inoculum to initiate the two models.

**Fig. 1:**
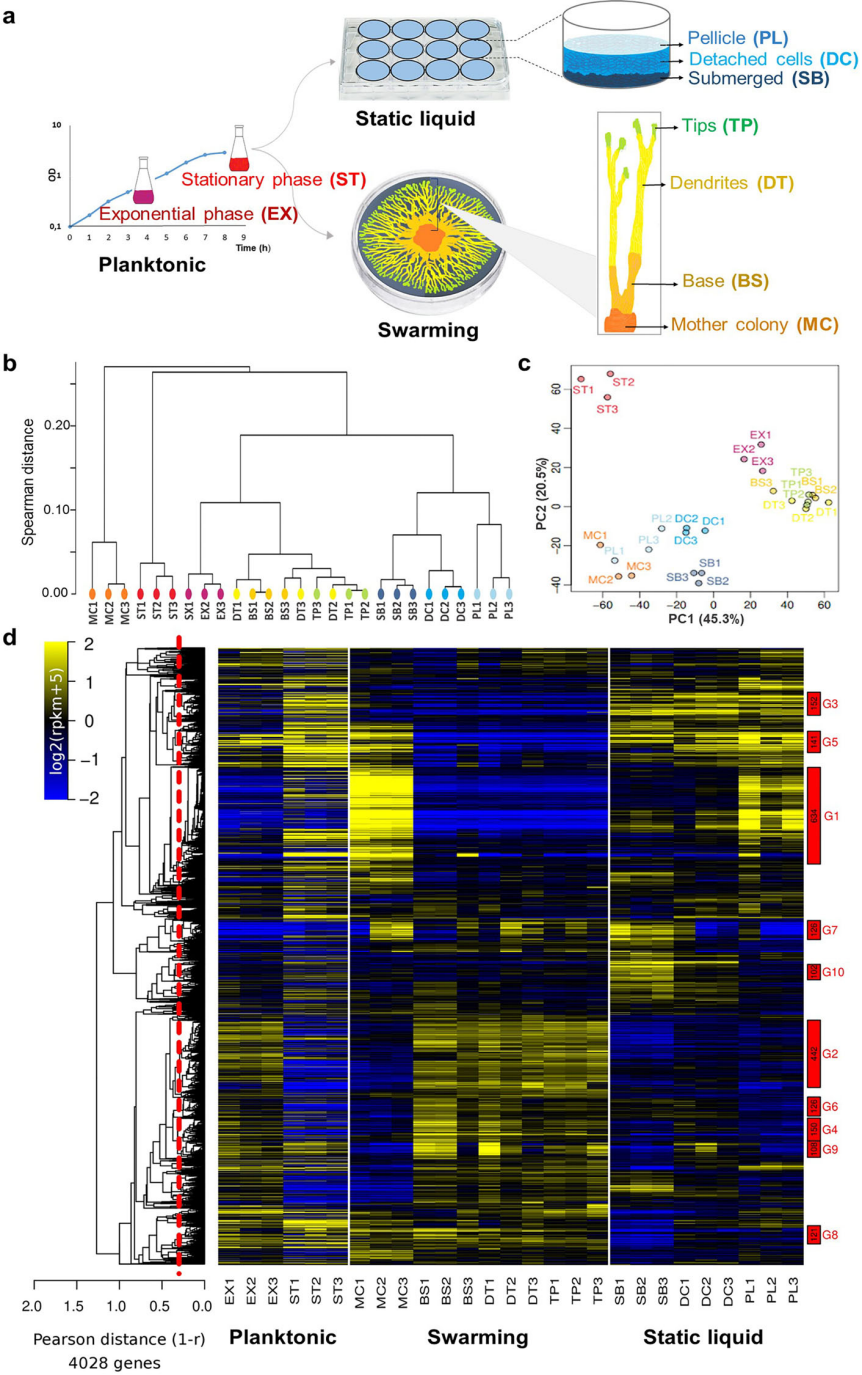
An overview of spatial transcriptome remodelling between the different selected populations of B. subtilis. **a** Schematic illustration of the differently localised spatial populations selected. From the planktonic culture, the exponential (EX) and stationary (ST) phases were selected. From the static liquid model, the pellicle (PL) formed at the liquid-air interface, the submerged biofilm (SB) formed at the solid‒liquid interface, and the free detached cells (DC) between these two populations were collected separately. From the swarming model, four localised populations were collected separately: the mother colony (MC), the inoculation site from which the swarm developed as a mature macrocolony; the base (BS) of the dendrites as an earlier biofilm form; the dendrites (DT), a monolayer of cells ready to later form the biofilm; and the tips (TP) formed by motile and rapidly dividing cells. For each population, distinguished by a specific distinct colour, three independent samples were taken as biological replicates. **(b)** The pairwise distance (Spearman) between RNA-seq profiles is summarised by a hierarchical clustering tree highlighting the divergence of the mother colony (MC) and the stationary phase (ST) between/along other selected populations and the proximity of adjacent spatial populations of either the static liquid model (SB, DC and PL) or the swarmer populations (BS, DT and TP), which share a closer genetic expression profile with the exponential phase (EX). **(c)** Projection of the 27 transcriptomes on the 2 main axes of the principal component analysis (PCA) plot. These axes account for up to 65% of the total variability of the data. **(d)** Global heatmap representation of the 4028 genes present in NDmed across the spatially selected surface-associated populations. The colour code reflects the comparison to the mean calculated for each gene (log2 ratio), taking as reference the mean of all conditions, except the planktonic ones (EX and ST). The hierarchical clustering tree shown on the left side of the heatmap (average link) was cut at an average Pearson correlation of 0.7 (dashed red line) to define the expression clusters shown as rectangles on the right side of the heatmap. Clusters were named by decreasing size (from G1 to G321), and only those containing more than 100 genes are highlighted (number of genes in black, cluster name in red).

A hierarchical clustering analysis of the RNA-seq data was conducted to assess data quality and reproducibility (Fig. 1b). This analysis shows how the three biological replicates were grouped, with the exception of the adjacent swarmer populations, where the clustering displayed a tendency to bring together either base and dendrites or dendrites and tips. This discrepancy could be due to similar physiological characteristics of cells in the dendrites as those in the base or tips. To investigate these global differences, a statistical analysis was conducted to identify differentially expressed genes (DEGs) between the populations of each model (Supplementary Fig. 1). 

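With the Spearman distance between the raw counts of the 4028 genes and average linkage, the 3 replicates formed a branch of their own for 6 of the 9 populations, namely EX, ST, MC, SB, DC and PL. The other three, BS, DT and TP, were mixed. Replicates 1 and 2 of BS joined at a distance of 0.00216 and took in replicate 1 of DT at 0.0170, whereas replicate 3 of BS joined replicate 3 of DT at 0.0190. Replicates 1 and 2 of TP joined at 0.00424 and took in replicate 2 of DT at 0.0110 and replicate 3 of TP at 0.0199. All 9 swarmer samples formed one branch at 0.0473. The number of populations with a branch of their own was also 6 with the Spearman or Pearson distance on log2(fpkm + 5), with complete linkage and with the filter on low counts. Leaving out replicate 3 of BS, replicate 2 of DT or replicate 3 of TP gave 7.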

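Between DT and BS, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 0 genes, and the smallest adjusted p was 0.0637. The unadjusted p was under 0.05 for 307 of the 4009 genes, and the replicates of DT and BS did not overlap for 312 genes, where chance gives 10% for 3 against 3. DESeq2 called 11 genes. The count depended on single samples, since without replicate 3 of BS the edgeR fit called 113 genes (83 higher and 30 lower in DT) and without replicate 3 of DT it called 11 (2 higher and 9 lower).

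Between TP and DT the edgeR fit called 1 gene, IA17_13190, which has no tag in strain 168 and had a log2 fold change of −3.92 (standard error 0.64, adjusted p = 0.018). The unadjusted p was under 0.05 for 335 genes, and the replicates did not overlap for 710. DESeq2 called 22 genes, 8 higher and 14 lower in TP, the one gene included. Every omission of a sample changed the count, to 3 without replicate 1 of DT, 11 without replicate 2, 0 without replicate 3, 2 without replicate 1 of TP, 6 without replicate 2 and 0 without replicate 3. The fit of these 6 samples alone gave 0, as did a fit with the replicate number as a block. Counts were also simulated for all 27 samples, with TP given the levels of DT before some genes were changed. The same test called 25 of 67 genes changed 2-fold, 60 of 67 changed 4-fold and 61 of 66 changed 8-fold. The simulated spread was that of the fit of all populations. What the test detects at the spread of TP and DT themselves was not simulated. A 2-fold change lies at the threshold itself, so the first of these counts does not measure what the test can detect.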

Comparing dendrites to base and tips to dendrites revealed 12 and 24 DEGs, respectively. However, the number of DEGs increased significantly to 304 when comparing the base to the tips, indicating an equivalent physiological proximity of the dendrites to the adjacent swarmer populations.

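Between TP and BS, 187 genes were called, 78 higher and 109 lower in TP. The unadjusted p was under 0.05 for 1171 genes. The replicates of TP and BS did not overlap for 1339 genes, 170 of the 187 called genes among them. DESeq2 called 247 genes, of which 182 were among the 187. At a threshold of 1.5-fold the count was 374, and in a fit of the 6 samples alone it was 6. The count was moved by more than 1.5 times by 5 of the 6 samples. It was 41 without replicate 1 of BS, 39 without replicate 2, 521 without replicate 3, 85 without replicate 1 of TP, 161 without replicate 2 and 27 without replicate 3. From the small numbers of DEGs between adjacent populations and the larger number between base and tips, the paper concludes that the dendrites are physiologically as close to the base as to the tips.

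**Figure D1:**
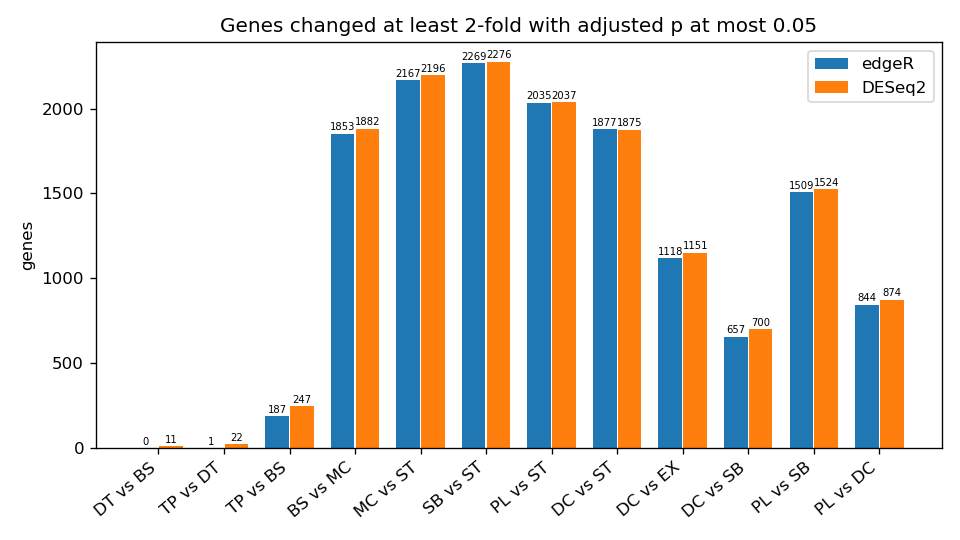
Number of genes called (vertical axis) in each of 12 comparisons of 2 populations (horizontal axis), by edgeR in blue and by DESeq2 in orange, at an adjusted p of at most 0.05 and a change of at least 2-fold. The bars for the 3 pairs of swarmer populations stand at 0, 1 and 187 with edgeR and at 11, 22 and 247 with DESeq2, below those of the other 9 comparisons.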

Moreover, hierarchical clustering demonstrated that both the mother colony and the stationary phase were distinct not only from each other but also from all other selected populations (Fig. 1b). 

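In the same tree, the MC branch joined the rest last, at a distance of 0.270, and the ST branch joined the remaining populations just before, at 0.264. Every other join was at 0.189 or less. MC and ST differed in 2167 genes, or 53.8% of the 4028, with 1356 higher and 811 lower in MC. The median log2 fold change over all genes tested was 0.26 between MC and ST, 0.13 between SB and ST, 0.30 between PL and ST and 0.20 between DC and ST. With DESeq2's size factors in place of TMM these medians moved by −0.18, −0.12, −0.21 and −0.17. The number of genes called between MC and ST was then 2164, of which 2034 were among the 2167.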

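In a PCA of log2(fpkm + 5) with genes centred and not scaled, the first axis held 45.3% and the second 20.5% of the variance. Scaling genes to unit variance lowered the sum of both axes from 65.7% to 55.5%, the largest change among the alternatives. On these axes the centre of PL lay 16.8 units from that of MC, and SB lay 44.3 units from MC. The centres of MC, SB and PL lay 93.7, 112 and 86.3 units from that of ST. SB differed from ST in 2269 genes, 1215 higher and 1054 lower, and PL differed from ST in 2035 genes, 1283 higher and 752 lower. With the comparison of MC and ST, 1217 genes, or 30.2%, changed in the same direction in all 3 biofilm populations against ST, 752 higher and 465 lower. Without regard to direction the overlap was 1234 genes, or 30.6%, and 3073 genes, or 76.3%, changed in at least 1 of the 3.

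The 3 comparisons share the ST samples, so their fold changes go together even where no gene changes. In 20 draws the ST samples and 3 unchanged groups were simulated from the same levels. The correlation of log2 fold changes across genes between 2 of the comparisons averaged 0.769 in the data and 0.535 over the draws. The highest number of genes called in the same direction in all 3 comparisons was 0 over the draws. At most 2 genes were called there in any comparison, so few could be shared. Lists of the genes of lowest p, as long as the numbers called in the data, were therefore compared too. They shared 1217 genes in the same direction in the data and between 647 and 736 in the draws. These lists hold 2035 to 2269 of the 4009 genes, so many are shared through their length alone. Genes are not independent replicates, so these values carry no p.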

A global principal component analysis (PCA) revealed that the three different biofilm populations were grouped together but were still very distant from the stationary phase, with more than 30% of the genome differentially expressed (Fig. 1c, Supplementary Fig. 2).

The RNA-seq data for the 4028 genes of *B. subtilis* NDmed revealed significant alterations in the transcriptional landscape between the different selected populations (Fig. 1d). 

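Over the 21 samples of the 7 surface-associated populations, average-link clustering of the genes by Pearson distance on log2(fpkm + 5), parted at a height of 0.3, gave 321 clusters, as many as the paper numbers. Of these, 11 held more than 100 genes, and together they held 2120 genes, or 52.7% of the 4028. The largest held 647 genes, the next 254, and 111 clusters held 1 gene. Both genes with no variation over these samples were left out. The number of clusters with more than 100 genes was 6 with a pseudocount of 1 and 8 with the tree parted at 0.4. With 1 sample left out the count lay between 5, without replicate 2 of MC or replicate 3 of SB, and 11, without replicate 1 of DT. The count was 8 without replicate 1 of BS, replicate 2 of BS, replicate 3 of TP or replicate 3 of PL. Each of the other 16 samples moved it by more than 1.5 times, to 5, 6 or 7.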

The complete list of statistically significant associations for up- and downregulated genes in the different populations is provided in Supplementary Data 1. A website for interactive online exploration of condition-dependent quantitative expression profiles down to single-nucleotide resolution has been created using Genoscapist^37^; these profiles can be accessed at https://genoscapist.migale.inrae.fr/seb_bsubbiofilm/. Below, we highlight some gene expression changes grouped with respect to known *B. subtilis* regulons and functional categories as defined in the *Subti*Wiki database (http://subtiwiki.uni-goettingen.de)^38^.

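Lists of 10 genes of SigF, 20 of SigE, 16 of SigG, 20 of SigK and 26 of SigB, and the 32 genes of the *fla/che* operon, were followed across the 9 populations as mean log2(fpkm + 5) (mean ± SD, n = 3). The lowest and highest population means were 3.60 ± 0.14 in EX and 8.58 ± 0.12 in MC for SigF, 3.26 ± 0.04 in TP and 8.31 ± 0.07 in MC for SigE, 4.34 ± 0.07 in EX and 7.61 ± 0.17 in MC for SigG and 3.25 ± 0.06 in DT and 8.21 ± 1.64 in PL for SigK. For the SigB list they were 5.46 ± 0.21 in EX and 9.60 ± 0.36 in SB, and for *fla/che* 4.11 ± 0.21 in MC and 6.19 ± 1.20 in BS. Within a population the SD between replicates reached 1.64 for SigK in PL, 1.87 for SigB in MC and 1.69 for *fla/che* in DT. In PL the SigK list stood at 9.91 in replicate 1, and at 6.63 and 8.08 in the others. With a pseudocount of 1 in place of 5 the difference between MC and EX in the SigE list was 6.10 instead of 5.04. Single samples moved this difference in others, for SigB from 3.12 to 4.19 without replicate 1 of MC and 2.46 without replicate 3 of MC, and for SigK from 0.83 to 0.33 without replicate 1 of EX and 1.26 without replicate 2 of EX. No exact permutation test of 3 replicates against 3 can give a p under 0.1.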

The expression levels of genes dependent on the alternative sporulation-specific sigma factors (SigE, SigF, SigG and SigK), the stress-responsive sigma factor SigB as well as most of genes from the functional category “motility and chemotaxis” controlled by sigma factor SigD showed variability in the different selected populations (clusters G1, G4, and G7 in Fig. 1d, Supplementary Fig. 3, Supplementary Data 2). Conversely, genes controlled by the housekeeping sigma factor SigA exhibited stable expression in all selected populations (cluster G2, Supplementary Fig. 3) with the condition-specific variations attributed to activity of transcription factors.

For instance, the majority of genes involved in the various aspects of the “Cell envelope biogenesis and cell division” category (215 in total) were expressed at relatively similar levels in all selected populations. However, genes involved in the biosynthesis of cell wall teichuronic acids (*tuaA-H* operon) or teichoic acids (*tagAB* operon), controlled by the transcriptional regulator PhoP, were up- or downregulated, respectively, in both the mother colony and the stationary phase populations (cluster G1 in Fig. 1d). 

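All 8 genes of the *tuaA-H* operon (IA17_13740 to IA17_13705) were called higher in MC than in the other 6 surface-associated populations together, with log2 fold changes from 4.55 to 5.83, a median of 4.90 and a largest adjusted p of 4.93e-07 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In ST against the same populations all 8 were called, with a median of 6.56. Its mean log2(fpkm + 5) was 9.37 ± 0.54 (SD, n = 3) in MC, 11.14 ± 0.47 in ST, 5.83 ± 1.77 in BS and 5.72 ± 2.63 in PL, where replicate 3 of BS and replicate 1 of PL stood far above the others. Both *tagA* and *tagB* (IA17_13815 to IA17_13820) were called lower, with median log2 fold changes of −1.96 in MC (largest adjusted p = 3.55e-06) and −5.99 in ST (largest adjusted p = 6.12e-12). The numbers called were the same when adjusted over the list alone. Over the 56 comparisons of operons and lists, 389 of 459 members tested were called in the direction the paper gives. The count was 391 when adjusted over the list alone, and 0 were called in the opposite direction. The lists and directions come from the paper's results on these same samples, so this total is no independent evidence. Some genes count in more than 1 comparison. The alternative that moved this total most was the threshold of 1.5-fold, which gave 407. Leaving out 1 sample gave between 375, without replicate 2 or replicate 3 of PL, and 397, without replicate 1 of PL.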

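A list of 17 late competence genes of the *comC*, *comE*, *comF*, *comG* and related operons was compared between EX and ST together and the 7 surface-associated populations together. Of these, 15 were called higher in the planktonic cultures, 15 when adjusted over the list alone, with a median log2 fold change of 3.28 over the list. The largest change was that of *comGC*, 5.21 (standard error 0.26, adjusted p = 1.59e-12). Both uncalled genes, *comEB* and *comEC*, changed by 0.23 and 0.25 (adjusted p = 0.101 and 0.0362). The list had a mean log2(fpkm + 5) of 7.11 ± 0.61 (SD, n = 3) in EX and 7.09 ± 0.61 in ST, and on surfaces its population means ran from 4.24 in BS to 5.19 in PL.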

Almost all genes belonging to the “Genetic competence” functional category displayed similar expression in all biofilm models, with upregulation in only the planktonic populations.

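In SB, DC and PL together against the 4 swarming populations, all 6 genes of *dhbA-ybdZ* (IA17_11865 to IA17_11840) were called higher, with a median log2 fold change of 3.24, a range from 2.29 to 3.47 and a largest adjusted p of 3.98e-07. The 6 genes *hemA*, *hemX*, *hemC*, *hemD*, *hemB* and *hemL* (IA17_01565 to IA17_01590) rose by between 0.66 and 1.16, with a median of 0.88. All 6 had an adjusted p of at most 1.26e-05, but only 2 of them, *hemC* and *hemX*, passed the threshold of 1, and 2 did when adjusted over the list alone. At 1.5-fold 6 were called, and without replicate 2 or replicate 3 of SB 3 were. Taken one population at a time, a comparison added later, 5 of 6 were called in DC with a median of 1.12, and 5 of 6 in PL with a median of 1.23. In SB edgeR called 0 of 6, with a median of 0.27, DESeq2 also called 0, and 3 had an unadjusted p under 0.05. This median was 0.16 without replicate 1 of SB and 0.46 without replicate 2 of SB. SB was compared with DC and with PL over all genes, but the calls for this operon were not drawn out. Its mean log2(fpkm + 5) was 7.62, 6.98 and 7.30 in the SB replicates. Each was below every replicate of DC (7.99, 8.20 and 8.04) and of PL (7.93, 8.27 and 8.02).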

The genes responsible for the biosynthesis of the siderophore bacillibactin (*dhbA-ybdZ* operon, controlled by Fur) and the biosynthesis of heme (*hemA-L* operon, controlled by PerR) were both upregulated in the static liquid model populations (cluster G3 in Fig. 1d). In addition, many genes responsible for the biosynthesis of amino acids, especially histidine, arginine, methionine/S−adenosylmethionine, lysine/threonine and branched−chain amino acids, were downregulated in the submerged biofilm population of the static liquid model (cluster G2).

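SB was compared with the other 6 surface-associated populations together for 5 lists of amino acid biosynthesis genes. For arginine all 9 genes were called lower (median log2 fold change −2.75, largest adjusted p = 0.0224). For histidine 8 of 9 were called lower (median −1.84), all but *hisJ*, which stood at 0.02. Without replicate 2 or without replicate 3 of SB the count for histidine was 5. For the branched-chain amino acids 8 of 11 were called (median −1.20). For lysine and threonine 4 of 12 were called (median −0.78), and 7 at 1.5-fold. For methionine and S-adenosylmethionine 4 of 9 were called (median −0.64), with *metE* which decreased by 4.26 (standard error 0.38, adjusted p = 8.26e-09) on the log2 scale, the most of this list, while *metA* changed by 0.61 in the other direction. *metH* of this list was not found in the table. Adjusted over the list alone, the counts were 9, 8, 8, 4 and 4, and no gene of the 5 lists was called higher.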

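For 14 genes of the *art*, *met* and *tcy* ABC transporters of amino acids, SB and DC together were compared with MC, BS, DT, TP and PL together. Of the 14, 6 were called lower and 0 higher, 6 lower when adjusted over the list alone. The genes of *artPQR* and *metNPQ* fell, with *metQ* at −2.37 (standard error 0.22, adjusted p = 1.38e-08). The 8 *tcy* genes all had small positive changes, from 0.11 for *tcyN* to 0.78 for *tcyL*, so that the median of the list was 0.17. Its sign rested on single samples, as it was −0.09 without replicate 2 of DC, 0.05 without replicate 1 of SB and 0.27 without replicate 3 of SB. As a mean of log2(fpkm + 5) over the 14 genes the list stood at 5.88 ± 0.12 (SD, n = 3) in SB and 5.79 ± 0.02 in DC, the lowest of the surface-associated populations, against 6.09 ± 0.09 in PL, 6.11 ± 0.10 in MC and 6.89 ± 0.10 in TP. In comparisons added later, SB and DC had 4 genes called lower and 0 higher than MC alone (median 0.03, between −0.17 without replicate 2 of DC and 0.17 without replicate 1 of DC when 1 sample was left out), and 7 lower and 3 higher than PL alone (median −0.99), where DESeq2 called 9 lower. All 4 genes of *glnQ-P* (IA17_01965 to IA17_01950) were called higher in MC than in the 6 other surface-associated populations, with a median log2 fold change of 5.72 and a largest adjusted p of 8.51e-14. *glnQ* stood at 327 ± 68.2 CPM (SD, n = 3) in MC, 49.6 ± 18.0 in PL and 1.41 ± 1.20 in BS.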

ABC transporter genes responsible for amino acid uptake were weakly expressed in both detached cells and submerged populations, whereas for glutamine uptake (*glnQ-P* operon), a strong upregulation was found in the mother colony (cluster G3). For the importers of compatible solutes for osmoprotection, downregulation was detected in all static liquid model populations (e.g., the *opuCA-CD* operon; G4 cluster in Fig. 1d). 

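All 4 genes of *opuCA-CD* (IA17_12835 to IA17_12820) were called lower in SB, DC and PL together than in the 4 swarming populations, with log2 fold changes between −2.43 and −1.95, a median of −2.09 and a largest adjusted p of 3.65e-05. A list of the 9 other importer genes, *opuAA-AC*, *opuBA-BD*, *opuD* and *opuE*, had a median of −0.42, all 9 in the same direction. Of these 9, edgeR and DESeq2 each called 0. The unadjusted p was under 0.05 for 5 of them and the adjusted p at most 0.05 for 4, and at 1.5-fold 4 were called. Without replicate 1 of PL 2 were called. The median of these 9 was −0.83 without replicate 1 of PL, −0.70 without replicate 1 of DC, −0.28 without replicate 2 of DC, −0.27 without replicate 2 of PL, −0.26 without replicate 2 of MC and −0.23 without replicate 3 of PL.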

The diversity of expression patterns of transporter-encoding genes is most likely due to the affiliation of these genes to complex metabolic and resistance pathways regulated by different transcription factors.

Respiratory chain genes, mainly activated in response to oxygen limitation by the two-component response regulator ResD, were upregulated in all static liquid model populations (e.g., the *cydA-D* operon encoding cytochrome-bd ubiquinol oxidase; cluster G3 in Fig. 1d). Furthermore, genes ensuring anaerobic (nitrate) respiration (e.g., the *narG-I* and *nasD-F* operons) were specifically upregulated in the submerged biofilm and detached cells (Supplementary Data 1).

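All 4 genes of *cydA-D* (IA17_15375 to IA17_15360) were called higher in SB, DC and PL together than in the 4 swarming populations, with a median log2 fold change of 4.66, a range from 4.03 to 4.98 and a largest adjusted p of 1.97e-08. *cydA* stood at 73.5 ± 25.5 CPM (SD, n = 3) in SB, 419.6 ± 118 in DC and 144 ± 102 in PL, against 9.76 ± 6.24 in MC, 2.91 ± 0.403 in BS and 2.92 ± 0.593 in DT. In TP replicates 1 and 2 stood at 3.68 and 3.19 CPM and replicate 3 at 67.8 CPM.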

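All 4 genes of *narG-I* (IA17_14615 to IA17_14600) were called higher in SB and DC together than in MC, BS, DT, TP and PL together, with a median log2 fold change of 5.47 and a largest adjusted p of 2.43e-14. *narG* stood at 127 ± 60.2 CPM (SD, n = 3) in SB and 184 ± 22.3 in DC, and at 3.71 ± 1.59 in PL. All 3 genes of *nasD-F* (IA17_19080 to IA17_19070) were called higher in the same comparison, with a median of 1.51. In comparisons added later, the median was 2.05 against the 4 swarming populations, with all 3 called, and −0.59 against PL alone. In the latter edgeR and DESeq2 called 0 genes higher, and the unadjusted p was under 0.05 for 1, *nasE*, which was lower in SB and DC. The mean log2(fpkm + 5) of the operon was 7.60, 7.07 and 7.57 in the SB replicates, all below the 8.78, 8.18 and 8.36 of PL, and 8.45, 8.89 and 8.96 in DC, which overlap with PL. *nasD* stood at 258 ± 64.1 CPM in SB, 991 ± 205 in DC and 762 ± 171 in PL.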

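All 12 genes of *purE-D* (IA17_17870 to IA17_17815) and all 10 of *pyrR-E* (IA17_07645 to IA17_07600) were called lower in MC than in the other 6 surface-associated populations together. The log2 fold changes of *purE-D* lay between −2.62 and −1.94 with a median of −2.31 (largest adjusted p = 6.03e-05), and those of *pyrR-E* between −2.25 and −1.15 with a median of −1.66 (largest adjusted p = 0.00803). In MC the mean log2(fpkm + 5) was 6.25 ± 0.07 (SD, n = 3) for *purE-D* and 6.58 ± 0.31 for *pyrR-E*.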

Notably, genes involved in the biosynthesis of purines (the *purE-D* operon) and pyrimidines (the *pyrR-E* operon) were strongly downregulated in the mother colony population compared to all other biofilm populations (cluster G11, Supplementary Data 2). These features are most likely related to the activation of the stringent response mediated by the burst of the alarmone guanosine-(penta)tetra-phosphate ((p)ppGpp) and the decrease in the nucleoside triphosphate GTP.

All biofilm populations exhibited increased expression of several genes encoding extracellular proteases (*aprE, bpr, mpr, nprB, nprE*), which ensure the degradation of cellular and environmental proteins as a source of amino acids and peptides (cluster G1).

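All 5 genes, *aprE*, *bpr*, *mpr*, *nprB* and *nprE*, were called higher in MC, SB and PL together than in the swarmers BS, DT and TP together, with log2 fold changes from 1.37 to 4.12, a median of 2.39 and a largest adjusted p of 0.000348. Against EX, 2 of 5 were called higher, 2 when adjusted over the list alone. *bpr* rose by 3.23 (standard error 0.53, adjusted p = 1.83e-05) and *mpr* by 2.40 (standard error 0.25, adjusted p = 3.4e-08). *aprE* rose by 1.31 and *nprB* by 0.51, whereas *nprE* changed by −0.37 (adjusted p = 0.0656, 0.29 and 0.443). DESeq2 called 3 of the 5 against EX.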

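In SB, DC and PL together against the 4 swarming populations, all 3 genes of *lutA-C* (IA17_12945 to IA17_12935) were called higher, with a median log2 fold change of 4.07 and a largest adjusted p of 3.35e-10. *csn* (IA17_02250) rose by 4.21 (standard error 0.15, adjusted p = 4.38e-15) and *pelB* (IA17_05665) by 1.65 (standard error 0.16, adjusted p = 1.28e-08). *csn* was already higher in MC, at 540.4 ± 54.8 CPM (SD, n = 3), than in the swarmers, where BS had 66.4 ± 29.0, and reached 1849 ± 244 in PL. The 4 genes *xylA*, *xylB*, *xynP* and *xynB* were all called higher in MC, SB, DC and PL together than in BS, DT and TP, with changes from 1.71 to 4.49. In PL against the 6 other surface-associated populations all 4 were called, with a median of 2.87 and a largest adjusted p of 1.38e-10. Their mean log2(fpkm + 5) was 6.03 ± 0.18 in PL, 4.06 ± 0.40 in MC, 3.98 ± 0.21 in SB, 4.25 ± 0.29 in DC and 3.08 ± 0.06 in TP.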

In general, genes controlling the use of specific carbon sources were found to be expressed at similar levels in all biofilm populations, although there were some exceptions: the *lutA-C* operon (lactate utilisation) and the *csn* and *pelB* genes (chitin and polygalacturonic acid degradation, respectively) were strongly upregulated in all static liquid populations; the *xylAB* and *xynPB* operons of the XylR regulon (utilisation and degradation of xylan and xylose) were expressed at low levels in swarmer populations but upregulated in all other populations, reaching the highest expression in the pellicle (cluster G3, Fig. 1d).

The expression patterns of most genes in the “Sporulation” functional category (421 out of 629) were characterised by the highest expression levels detected in the mother colony population (cluster G1 in Fig. 1d). Cells within the latter population express genes controlled by the either early or late sporulation-specific sigma factors SigE (158 out of 221), SigF (64 out of 107), SigG (102 out of 135) and SigK (67 out of 120) as well as by relevant transcription factors (GerE, SpoVT, SpoIIID), indicating high heterogeneity with respect to the sporulation process. 

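In MC against the other 6 surface-associated populations together, all 10 genes of the SigF list, all 20 of the SigE list, all 16 of the SigG list and 19 of 20 of the SigK list were called higher by edgeR's quasi-likelihood test, with the same counts when adjusted over the list alone. The median log2 fold changes were 4.45, 5.08, 2.76 and 2.75. The largest changes within the early lists were those of *rsfA*, 5.74 (standard error 0.29, adjusted p = 1.01e-13), and *spoIVA*, 6.57 (standard error 0.33, adjusted p = 8.19e-14). The largest within the late lists were those of *sspB*, 6.61 (standard error 0.26, adjusted p = 2.19e-15), and *cotZ*, 5.54 (standard error 0.41, adjusted p = 1.05e-10). The uncalled gene, *cotC*, changed by −0.61 (adjusted p = 0.371). From the simultaneous expression of genes under both early and late sporulation sigma factors in one population, the paper reasons that the mother colony is highly heterogeneous with respect to sporulation.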

Interestingly, a simultaneous but less important induction of genes controlled by early (SigE and SigF) and late (SigG and SigK) sigma factors was also found in selected static liquid populations in contrast to the swarmer populations, where the expression of these genes was equivalent to that of exponentially growing cells (Supplementary Fig. 3).

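In SB, DC and PL together against the swarmers BS, DT and TP together, 6 of 10 genes of the SigF list, 18 of 20 of SigE, 8 of 16 of SigG and 19 of 20 of SigK were called higher, with medians of 2.64, 3.83, 1.38 and 4.98. Adjusted over the list alone the counts were 6, 18, 8 and 19. *gerAB* and *gerAC* of the SigG list were lower in the static liquid populations, at −0.65 and −0.55. The SigE list stood at 4.72 ± 0.09 (SD, n = 3) in SB, 5.16 ± 0.14 in DC and 6.49 ± 0.29 in PL, against 8.31 ± 0.07 in MC.

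The swarmers together were compared with EX later. Of the SigE list, 0 genes were lower and 1 higher in the swarmers, with a median log2 fold change of 0.32 and an unadjusted p under 0.05 for 3 genes, and DESeq2 also called 1. Without replicate 3 of BS this median was 0.01. The SigF list had 2 lower and 4 higher (median 0.39, and 0.59 without replicate 2 of EX) and the SigG list 1 lower and 3 higher (median 0.60). Of the SigK list, 17 of 20 were lower in the swarmers, 18 when adjusted over the list alone, with a median of −4.42. The mean of the SigK list was 6.56 ± 0.93 in EX and 6.14 ± 0.73 in ST, and 3.27 ± 0.01 in BS, 3.25 ± 0.06 in DT and 3.28 ± 0.06 in TP. Every replicate of BS, DT and TP was below every replicate of EX (exact permutation test for each, two-sided p = 0.1, the smallest that 3 against 3 allow). The 3 EX replicates were 5.57, 7.42 and 6.69.

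**Figure D2:**
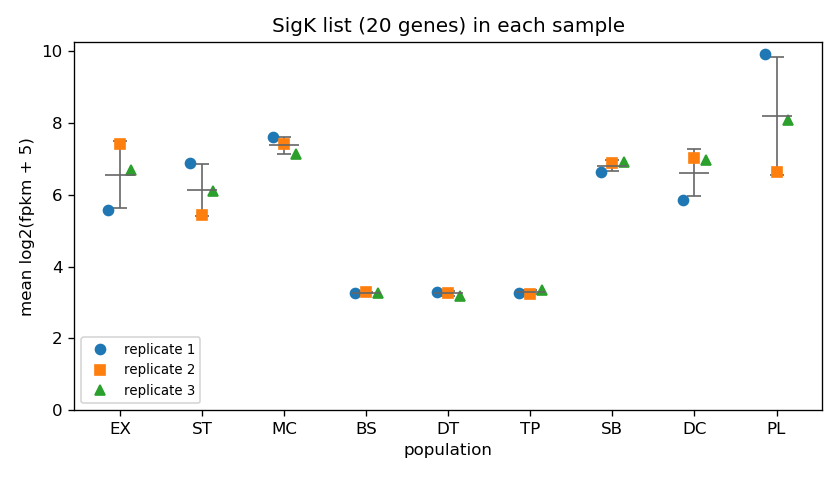
Mean log2(fpkm + 5) of the 20 genes of the SigK list (vertical axis) in each sample of the 9 populations (horizontal axis). Symbols are replicates, and lines and bars are the mean and SD of 3 replicates. The 9 swarmer samples lie between 3.19 and 3.34, and the EX samples between 5.57 and 7.42.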

Consistent with the heterogeneity of SigB-dependent expression^39^, which can contribute to a population’s adaptability to variations in environmental conditions, genes controlled by SigB and encoding general stress proteins were differentially and heterogeneously expressed in all biofilm populations (cluster G7, Fig. 1d). This may have contributed to the adaptability of the populations to different environmental conditions. 

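The mean log2(fpkm + 5) of the 26 genes of the SigB list was 9.60 ± 0.36 (SD, n = 3) in SB, 8.73 ± 0.72 in DT, 8.52 ± 0.28 in TP, 8.58 ± 1.87 in MC, 8.16 ± 0.56 in BS, 7.80 ± 1.02 in DC and 7.06 ± 1.23 in PL, against 5.46 ± 0.21 in EX. Each of the 7 surface-associated populations had every replicate above every EX replicate (exact permutation test, two-sided p = 0.1, the smallest that 3 against 3 allow). Between SB and PL, 19 of 26 genes were called higher in SB, 21 when adjusted over the list alone, with a median log2 fold change of 2.25. DESeq2 called 23. Single samples decided this count, which was 25 without replicate 1 of PL, 7 without replicate 1 of SB, 6 without replicate 2 of PL and 4 without replicate 3 of PL. The median without replicate 1 of PL was 3.98.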

Genes in the category “Prophage and mobile genetic elements” consistently displayed low stable transcription levels.

Most of the genes in the “Motility and chemotaxis” category, such as the *fla/che* and *motAB* operons, were strongly downregulated in all biofilm populations compared to the swarmers (cluster G9, Fig. 1d). 

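The 32 genes of the *fla/che* operon (IA17_07290 to IA17_07135) were compared between MC, SB and PL together and the swarmers BS, DT and TP together. Of these, 31 were called lower in the biofilm populations, 31 when adjusted over the list alone, with a median log2 fold change of −2.05. The exception, *swrB*, changed by −0.61 (adjusted p = 0.016). *motA* fell by 3.04 and *motB* fell by 2.21 on the log2 scale (adjusted p = 2.17e-07 and 1.01e-06). The mean log2(fpkm + 5) of the operon was 4.11 ± 0.21 (SD, n = 3) in MC, 4.75 ± 0.28 in SB and 4.61 ± 0.70 in PL, and 6.19 ± 1.20 in BS, 6.04 ± 1.69 in DT and 5.70 ± 0.41 in TP. The replicates of BS and DT spread widely, and replicate 3 of both, at 4.81 and 4.45, lay among the biofilm samples.

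**Figure D3:**
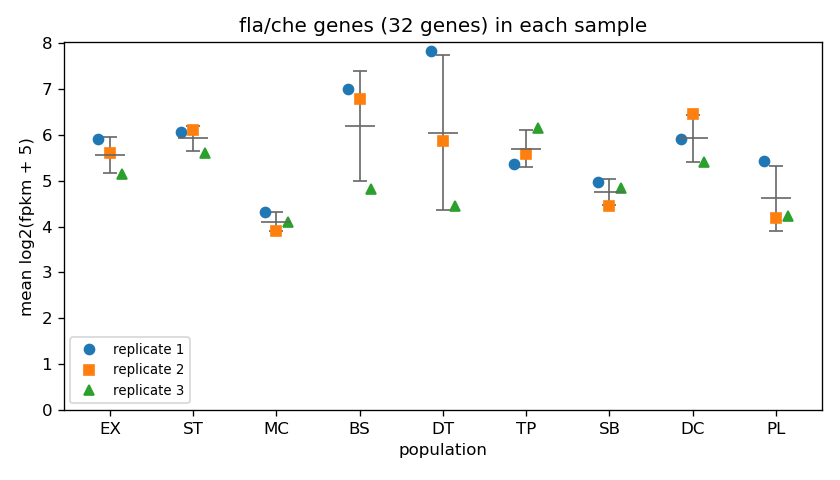
Mean log2(fpkm + 5) of the 32 *fla/che* genes (vertical axis) in each sample of the 9 populations (horizontal axis). Symbols are replicates, and lines and bars are the mean and SD of 3 replicates. The BS and DT samples spread from 4.45 to 7.82, and the MC samples from 3.89 to 4.32.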

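In SB, DC and PL together against the 4 swarming populations, all 15 genes of *epsA-O* (IA17_13105 to IA17_13035) and all 3 of the *tapA-sipW-tasA* operon (IA17_03435 to IA17_03445) were called lower. The log2 fold changes lay between −3.78 and −1.38 for *epsA-O* (median −2.70, largest adjusted p = 1.26e-06) and between −3.78 and −3.49 for *tapA-sipW-tasA* (median −3.54, largest adjusted p = 1.28e-09). In SB against the other 6 surface-associated populations together 14 of 15 were called lower (median −3.72), all but *epsO*, and all 3 of *tapA-sipW-tasA* (median −5.14). The mean log2(fpkm + 5) of *epsA-O* was 3.11 ± 0.04 (SD, n = 3) in SB, 4.15 ± 0.32 in DC and 4.33 ± 0.57 in PL, against 5.36 ± 0.19 in TP, the lowest of the swarming populations.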

Surprisingly, the *epsA-O* and *tapA-tasA* operons, which encode key components of the biofilm matrix involved in biofilm formation, were downregulated in all static liquid model populations, particularly in the submerged biofilm, compared to the swarming model (cluster G8, Fig. 1d).

Approximately a quarter of the genome consists of genes encoding either unknown or poorly characterised functions. Among these, certain genes exhibited intriguing expression profiles. For instance, *yjfA*, *yezF*, and a large *yodT-yokU* operon displayed significant expression across all biofilm populations, particularly for the mother colony and pellicle (cluster G1, Fig. 1d, Supplementary Fig. 4). Conversely, *yfmQ* showed high expression in all static liquid model populations. In contrast, the *yhfTS* and *yoaD-B* operons exhibited considerable downregulation in submerged biofilms in comparison to the other populations. 

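In MC, SB and PL together against the swarmers, all 7 genes of *yodT-yokU* (IA17_05045 to IA17_05075) were called higher, with a median log2 fold change of 4.16 and a largest adjusted p of 8.76e-11, as were *yjfA* (IA17_09470) and *yezF* (IA17_17800). Against the swarmers *yjfA* rose by 7.45 (standard error 0.32, adjusted p = 7.33e-15) in MC, 5.28 in PL and 2.62 in SB. *yezF* rose by 7.64 in MC, 5.92 in PL and 3.22 in SB, and *yodT* by 8.01, 6.04 and 4.27. The largest adjusted p of these 9 comparisons was 1.49e-07.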

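*yfmQ* (IA17_17370) was called higher in SB, DC and PL together than in the 4 swarming populations, with a log2 fold change of 3.59 (standard error 0.21, adjusted p = 4.25e-12). Its level was 426 ± 49.7 CPM (SD, n = 3) in SB, 829 ± 132 in DC and 1434 ± 207 in PL, against 108 ± 40.9 in MC, 45.5 ± 23.9 in BS and 246 ± 127 in ST.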

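In SB against the other 6 surface-associated populations together, both genes of *yhfTS* (IA17_10405 to IA17_10410) and all 3 of *yoaD-B* (IA17_05715 to IA17_05725) were called lower. *yhfT* changed by −2.98 (standard error 0.20, adjusted p = 1.46e-10) and *yhfS* by −3.44 (standard error 0.23, adjusted p = 1.3e-10). The changes in *yoaD-B* lay between −3.05 and −1.58, with a largest adjusted p of 0.000243. In SB the mean log2(fpkm + 5) was 4.45 ± 0.32 (SD, n = 3) for *yhfTS* and 4.28 ± 0.14 for *yoaD-B*.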

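*yrhG* (IA17_02080) stood at 52.8 ± 24.5 CPM (SD, n = 3) in BS, 129 ± 71.9 in DT and 336 ± 157 in TP. TP against BS gave a log2 fold change of 2.67 (standard error 0.44, adjusted p = 0.00235) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and all 3 TP replicates lay above all 3 BS replicates. The steps from BS to DT and from DT to TP were 1.29 (unadjusted p = 0.00586, adjusted p = 0.56) and 1.38 (unadjusted p = 0.00362, adjusted p = 0.285), and neither was called. Replicate 3 of DT, at 46.2 CPM, lay below replicates 1 and 2 of BS.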

Notably, *yrhG* displayed an intriguing gradual upregulation pattern among the swarmer populations (Supplementary Fig. 4).

To better compare gene expression levels between adjacent populations and to highlight the different functional categories encoded by the differentially expressed genes on a spatial scale, the static liquid and swarming models were analysed individually, as shown in Supplementary Fig. 5, Supplementary Fig. 6, Supplementary Note 1, Supplementary Note 2.

### Spatial transcriptomics detected mutually exclusive carbon metabolic regimes occurring within a biofilm

Glycolysis and gluconeogenesis are two opposite pathways, for which *B. subtilis* possesses two distinct glyceraldehyde-3-phosphate dehydrogenases (GAPDH) (EC 1.2.1.12) that catalyse either the oxidative phosphorylation of glyceraldehyde-3-phosphate to 1,3-diphosphoglycerate or the reverse reaction: (i) GapA, a strictly NAD-dependent GAPDH involved in glycolysis, and (ii) GapB, which is involved in gluconeogenesis and exhibits cofactor specificity for NADP^40^. Because the coexistence of the two pathways in the same cell dissipates energy in a futile cycle^41^, the expression of *gapA* and *gapB* is subjected to very efficient opposite regulations: *gapA* transcription is induced in glycolytic conditions and is repressed during gluconeogenesis by the self-regulated CggR repressor of the *cggR-gapA* operon, whereas *gapB* is transcribed only during gluconeogenesis and strongly repressed under glycolytic conditions by the CcpN repressor, as is *pckA*, which encodes the purely gluconeogenic PEP-carboxykinase (PEP-CK)^40,42,43^.

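*gapB* (IA17_01115) stood at 325 ± 181 CPM (SD, n = 3) in MC, 130.2 ± 48.5 in SB and 83.7 ± 44.2 in PL, against 13.1 ± 1.33 in BS, 12.3 ± 1.70 in DT, 12.5 ± 0.571 in TP and 19.2 ± 5.05 in EX. *pckA* (IA17_00330) stood at 692 ± 309, 618 ± 346 and 339 ± 191 CPM in MC, SB and PL, and at 73.1 ± 3.65 in BS. In MC, SB and PL together against the swarmers the log2 fold change was 3.60 (standard error 0.22, adjusted p = 4.86e-12) for *gapB* and 2.80 (standard error 0.23, adjusted p = 4.18e-10) for *pckA*. Taken one population at a time against the swarmers, *gapB* rose by 4.69 in MC, 3.37 in SB and 2.73 in PL, and *pckA* by 3.19, 3.03 and 2.16. Of these, the comparisons of MC and PL were added later, as was that of DC. In DC *gapB* rose by 1.50 (adjusted p = 6.11e-05) and *pckA* by 1.06 (adjusted p = 0.00376), and without replicate 1 of DC *pckA* was not called there, at 0.88. From the raised expression of both gluconeogenic genes in cultures given glucose, the paper reasons that glucose was depleted after 24 h.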

Although the cultures for this study were performed under purely glycolytic conditions (*i.e*., with glucose as a carbon source), the expression of both *gapB* and *pckA* was derepressed in the three biofilm populations after 24 h of incubation, indicating glucose depletion (Fig. 2a). 

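*cggR* (IA17_12895) and *gapA* (IA17_12890), the first genes of the glycolytic operon, fell by 1.67 and 1.71 on the log2 scale in MC against the swarmers and fell by 1.33 and 1.88 in PL (largest adjusted p = 1.03e-06). Only MC, SB and PL together had been set for this at first, and the single populations were compared with the swarmers later. In SB they changed by −0.35 and 0.11 against the swarmers, where edgeR and DESeq2 called 0 of both and the unadjusted p was under 0.05 for *cggR* alone. Without replicates 1, 2 and 3 of SB *gapA* was at 0.27, 0.21 and −0.06, and *cggR* was at −0.21 without replicate 1. In DC they changed by −0.13 and −0.24 against the swarmers (adjusted p = 0.524 and 0.284), and by −0.04 and −0.11 without replicate 2 of DC. Set against the mean log2(fpkm + 5) of the 7 surface-associated populations, the reference of the paper's heatmap and another comparison added later, SB was higher in *cggR*, *gapA*, *gapB* and *pckA*, by 0.19, 0.67, 1.44 and 1.59, while DC stood at 0.37 and 0.30 in the first pair and −0.28 and −0.27 in the second. Against EX, SB differed by −0.04 in *cggR* and 0.32 in *gapA* (adjusted p = 0.886 and 0.228), where *cggR* was at 0.01, 0.05, 0.10 and 0.05 without replicate 2 of EX, replicate 3 of EX, replicate 1 of SB and replicate 2 of SB, and by 2.76 in *gapB* and 2.72 in *pckA* (adjusted p = 1.86e-06 and 5.71e-06). SB was higher than MC in both genes of the operon, by a median of 1.57. Against PL, *gapA* was higher by 1.99 (standard error 0.23, adjusted p = 1.04e-06). *cggR* was higher by 0.98 (adjusted p = 0.00039), short of the threshold of 1, and was called with DESeq2 or its size factors, at 1.07, and without replicate 1 of SB, replicate 2 of SB or replicate 3 of PL, at 1.09, 1.05 and 1.24. *gapA* stood at 8633 ± 2016 CPM (SD, n = 3) in SB, 2456 ± 542 in MC, 2177 ± 641 in PL and 7282 ± 149 in BS.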

Interestingly, the glycolytic *cggR-gapA* operon and the gluconeogenic *gapB*/*pckA* genes were strictly oppositely regulated in all the selected populations, except for the submerged biofilm, in which both were upregulated (Fig. 2a). This observation suggested the coexistence of two cell types in the same population, which motivated the construction of a strain reporting the expression of both *cggR-gapA* and *gapB* by different fluorescent transcriptional fusions (Table 1).

**Fig. 2:**
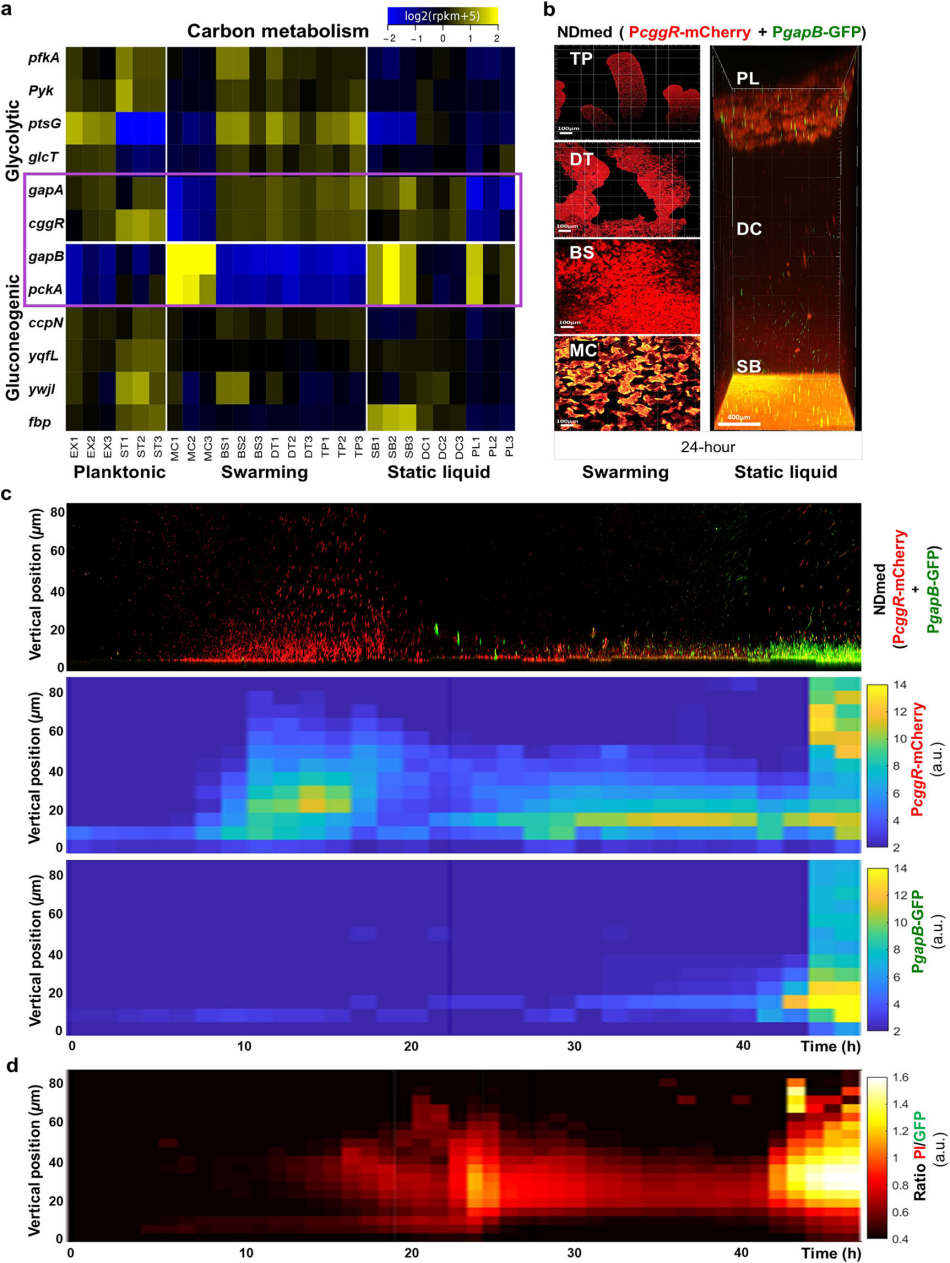
Spatial transcriptomic remodelling with in situ imaging reveals heterogeneous differential expression of central carbon metabolism. **a** Heatmap representation of the relative variation in expression levels between populations. The colour code reflects the comparison to the mean calculated for each gene across all populations, except the planktonic populations (EX and ST) (log2 ratio). Genes were selected from SubtiWiki categories specific to glycolysis or gluconeogenesis. The purple box highlights central genes specific for glycolysis (*gapA*, *cggR*) and gluconeogenesis (*gapB*, *pckA*). **(b)** Spatial confocal imaging for the different selected populations from the swarming (MC, BS, DT, TP) and static liquid (SB, DC, PL) models after 24 h at 30 °C, using strain GM3900 reporting the transcription of *cggR-gapA* by mCherry (in red) and of *gapB* by Gfp (in green), with the same protocol as for the transcriptome analysis, except for the use of a 96-well microplate instead of a 12-well microplate for the static liquid model. Three replicate observations were performed independently for each model. **(c)** Sections from real-time confocal imaging (x 50 μm, y 50 μm, z 80 μm) for 48 h, imaged every one and a half h, using strain GM3900 reporting the transcription of *cggR-gapA*) by mCherry (in red) and of *gapB* by Gfp (in green) (Supplementary Movie 4). Kymographs representing the intensity of the expression of the transcriptional reporter fusions to the *cggR* and *gapB* promoters along a spatiotemporal scale by colour coding. Three biological replicates were performed (Supplementary Fig. 13). **(d)** A multidimensional kymograph representing the intensity of dead cells, obtained from the ratio of dead/living cells, as a function of their spatial localisation and time (Supplementary Movie 5). The kymograph is representative of at least three replicates (Supplementary Fig. 12).

**Table 1:** *B. subtilis* strains used in this study

Strain	Relevant genotype or isolation source	Construction or Reference^a^
NDmed	Non-Domesticated wild type strain	^15^
NDmed-GFP GM3649	NDmed *amyE*::*Phyperspank-gfpmut2* (spec)	^16^
BSB168	*trp+* derivative of 168	^63,64^
BBA093	BSB168 *PackA-gfpmut3* (spec)	Matthieu Jules^b^
BBA0231	BSB168 *Phag-gfpmut3* (spec)	Matthieu Jules^b^
BBA0290	BSB168 *PbslA-gfpmut3* (spec)	Matthieu Jules^b^
BBA0428	BSB168 *PsrfAA-gfpmut3* (spec)	Matthieu Jules^b^
BBA9006	BSB168 *PgapB-gfpmut3* (spec)	Matthieu Jules^b^ ^65^^,^
GM3346	NDmed *Phag-gfpmut3* (spec)	BBA0231→NDmed
GM3348	NDmed *PackA-gfpmut3* (spec)	BBA0093→NDmed
GM3378	NDmed *PgapB-gfpmut3* (spec)	BBA9006→NDmed
GM3401	NDmed *PbslA-gfpmut3* (spec)	BBA0290→NDmed
GM3402	BSB168 *PepsA-gfpmut3* (spec)	pBSB2epsA → BSB168
GM3403	NDmed *PsrfAA-gfpmut3* (spec)	BBA0428 →NDmed
GM3423	NDmed *PepsA-gfpmut3* (spec)	GM3402→NDmed
GM3461	BSB168 *PypqP-gfpmut3* (spec)	pBSB2ypqP → BSB168
GM3476	NDmed *PypqP-gfpmut3* (spec)	GM3461→NDmed
GM3816	NDmed *PctaA-gfpmut3* (spec)	pBSB2ctaA→NDmed
GM3820	NDmed *PnarG-mCherry* (cm)	pBSB8narG→NDmed
GM3823	NDmed *PskfA-mCherry* (cm)	pBSB8skfA→NDmed
GM3838	NDmed *PcomGA-gfpmut3* (spec)	pBSB2comGA→NDmed
GM3841	NDmed *PaprE-mCherry* (cm)	pBSB8aprE→NDmed
GM3859	NDmed *PcggR-mCherry* (cm)	pBSB8cggR→NDmed
GM3862	NDmed *capE-mCherry* (cm)	pBSB8capE→NDmed
GM3864	NDmed *PspoIIGA-mCherry* (cm)	pBSB8spoIIGA→NDmed
GM3867	NDmed *PspoVC-mCherry* (cm)	pBSB8spoVC→NDmed
GM3874	NDmed *PtapA-mCherry* (cm)	pBSB8tapA→NDmed
GM3900	NDmed *PgapB-gfpmut3* (spec)/*PcggR-mCherry* (cm)	GM3859 → GM3378
GM3903	NDmed *PaprE-mCherry* (cm)*/PackA-gfpmut3* (spec)	GM3841 → GM3348
GM3907	NDmed *PnarG-mCherry* (cm)/*PctaA-gfpmut3* (spec)	GM3820 → GM3816
GM3912	NDmed *PskfA-mCherry* (cm)*/PcomGA-gfpmut3* (spec)	GM3838 → GM3823
GM3924	NDmed *PtapA-mCherry* (cm)*/Phag-gfpmut3* (spec)	GM3346 → GM3874

^a^arrows indicate transformation of pointed strain with indicated plasmid or chromosomal DNA of indicated strain.

^b^Université Paris-Saclay, INRAE, AgroParisTech, Micalis Institute, 78350 Jouy-en-Josas, France.

Using this strain with live-cell fluorescent imaging, we observed the in situ expression of both *cggR-gapA* and *gapB* in the different spatially localised populations at the single-cell level after 24 h (Fig. 2b). These observations confirmed the transcriptome data, with the glycolytic genes being upregulated in the swarmer populations and the gluconeogenic genes being repressed, whereas opposite expression patterns were observed in the mother colony. Similarly, in the static liquid model, the glycolytic and gluconeogenic genes were oppositely regulated in the detached cells and pellicle but were both upregulated in the submerged biofilm. Closer observation of the base in the swarming model or the pellicle in the static liquid model allowed us to visualise a few scattered cells expressing gluconeogenic genes within a larger population growing under glycolytic metabolism (Supplementary Fig. 7). We then performed in situ spatiotemporal single-scale monitoring of the submerged population at a higher resolution (Fig. 2c).

4D confocal imaging showed high expression of glycolytic genes in bacteria growing in glycolytic B medium (Supplementary Movie 4). Upon glucose consumption, a gradual decrease in their expression is followed by a sudden derepression of gluconeogenic genes in small clusters of few cells. After 24 h, the cells regained glycolytic metabolism with the persistence of some clusters of cells under gluconeogenesis (Fig. 2c) and with a subsequent strong increase in both subpopulations expressing opposite carbon metabolism pathways (Supplementary Movie 4). This led us to question whether this regaining of glycolytic metabolism could be due to dead cells being a source of some glycolytic metabolites.

To test this hypothesis, microscopic fluorescent live/dead tracking was performed at the single-cell level. Bacteria adhered to the surface and formed chains of sessile cells during the first hours of incubation, and then, between approximately 15 and 24 h, clusters of dead cells were observed above the formed biofilm (Fig. 2d, Supplementary Movie 5). After this first wave, the density of dead cells decreased, with a slight increase in the live population until approximately 42 h, when a second wave of dead cells was observed (Fig. 2d, Supplementary Movie 5). By aligning the metabolic and dead cell kymographs, it is clear that the regain of glycolytic metabolism directly followed the peak of cell death (Fig. 2c and d). A similar phenomenon was observed when glucose was replaced by glycerol, another glycolytic carbon source (Supplementary Fig. 8). To test the effect of a purely gluconeogenic carbon source, glucose was also replaced by malate. In this condition, cell growth under the gluconeogenic regime was followed by the emergence of a subpopulation of cells under the glycolytic regime, which also seems to be correlated with the occurrence of cell death (Supplementary Fig. 8). Thus, the coexistence of spatially mixed subpopulations under opposite metabolic regimes reveals metabolic exchanges within the submerged biofilm.

### Live-cell fluorescence imaging illuminates spatiotemporal mosaic patterns of gene expression within submerged biofilms

Based on the transcriptome data, the submerged biofilm exhibited downregulation of major matrix genes compared to the other biofilm populations (Supplementary Data 1, Fig. 1d). This suggests that these genes were either consistently expressed at a low level within the submerged biofilm or were expressed only during a brief period before or after the 24-h transcriptome time point. 

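In SB against MC and PL together, 14 of the 15 *epsA-O* genes and all 3 of *tapA-sipW-tasA* were called lower, with median log2 fold changes of −3.63 and −5.46 and the same counts when adjusted over the list alone. The largest changes were those of *epsA*, −5.33 (standard error 0.45, adjusted p = 4.06e-09), and *tasA*, −5.92 (standard error 0.53, adjusted p = 1.11e-08). *epsO* was not called, at −0.47 (adjusted p = 0.169). *epsA* stood at 2.11 ± 0.335 CPM (SD, n = 3) in SB, 169 ± 18.8 in MC and 43.0 ± 32.2 in PL.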

To further investigate the characteristics of the submerged biofilm, we opted to observe these particular genes and other genes involved in various biological functions that could potentially influence biofilm development; these chosen genes were distributed among different clusters within the global heatmap (Fig. 1d, Supplementary Fig. 9). Using fluorescent reporter transcriptional fusions, we closely monitored the expression of these genes/operons involved in matrix synthesis (*epsA-O*, *tapA-tasA*, *bslA*, *srfAA-AD*, *ypqP*, *capA-E*), motility (*hag*), exoprotease synthesis (*aprE*), carbon metabolism (*ackA*), competence (*comGA-GG*), cannibalism (*skfA*), respiration (*ctaA, narG-I*), and sporulation (*spoIIGA-sigG, spoVC-VT*).

In Fig. 3a, a fluorescence-based kymograph illustrates the kinetics of submerged biofilm formation by the NDmed-GFP strain, which serves as a reference for the subsequent gene expression observations presented in Fig. 3b. Each reported gene showed different expression patterns during submerged biofilm formation, reflecting the specificity of their functions. The expression of the *epsA-O* and *tapA-tasA* operons peaked at an early stage, within the first hours of incubation, initiating matrix development. As the submerged biofilm continued to grow, the basal uniform level of *bslA* expression gradually increased, while the *srfAA-AD* operon showed strong expression at an intermediate stage of development. In contrast, *ypqP* and the *capB-E* operon were expressed at a late stage of submerged biofilm formation. Comparably, the expression of *hag*, involved in motility, was upregulated synchronously with the beginning of the downregulation of *tapA-tasA* and the gradual upregulation of *narG-I* (Supplementary Movie 6, Supplementary Fig. 10, Supplementary Fig. 11). Oscillating expression of *hag* was also observed during the 48 h (Supplementary Movie 7). The other reported genes/operons showed either gradual downregulation (*ackA*) or gradual upregulation (*ctaA*, *aprE*, *comGA-GG*, *skfA*, *spoIIGA-sigG* and *spoVC-VT*).

**Fig. 3:**
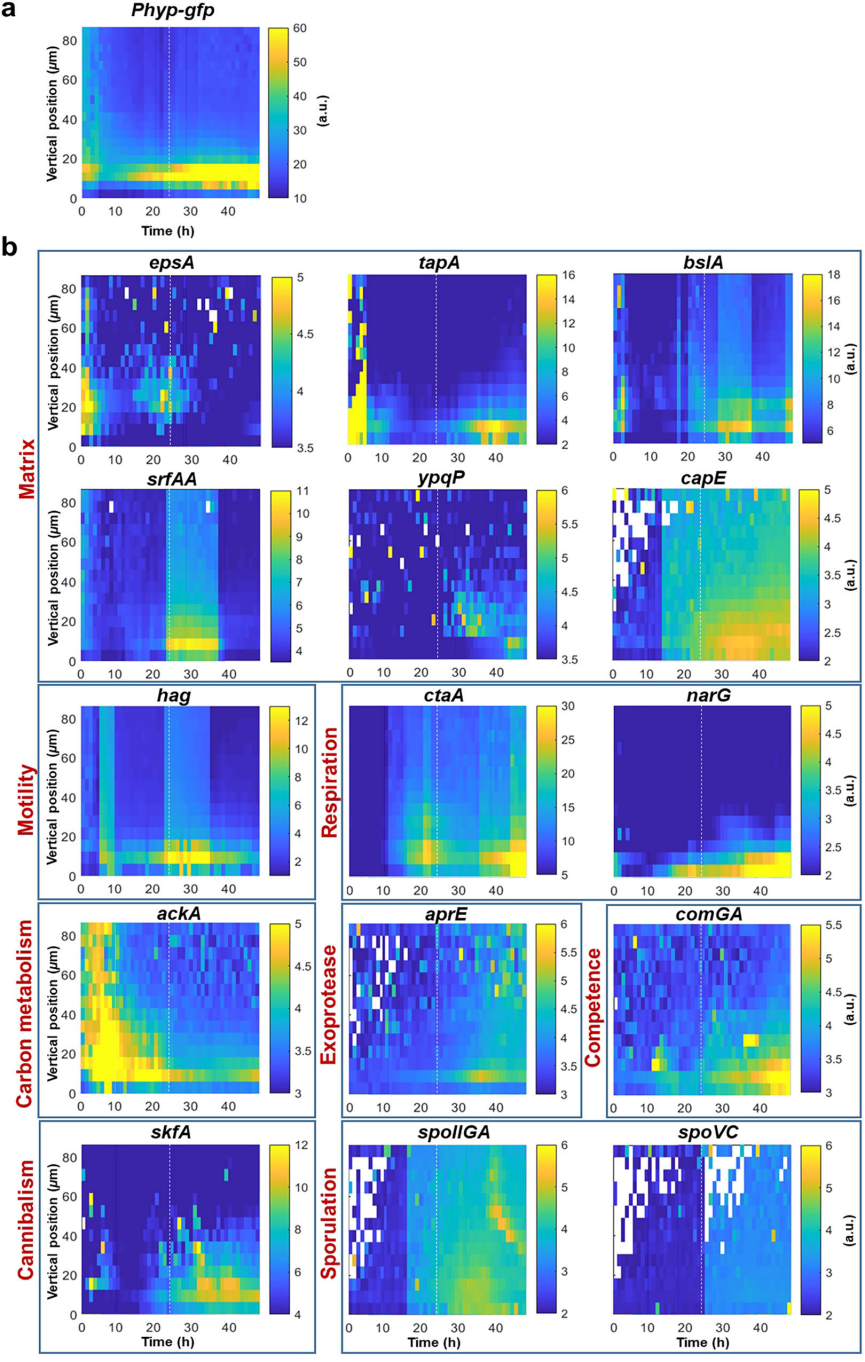
Space-time kymographs of fluorescent reporters for the transcription of 15 genes in the submerged biofilm (SB). **a** Kymograph of the fluorescent signal in arbitrary units (a.u.) of the constitutively expressed Gfpin the NDmed-GFP strain. **b** Kymographs for the 15 transcriptionally reported genes/operons, representing the intensity of their expression. The white dotted line in each kymograph represents the time (24 h) corresponding to the RNA-seq analysis. The white spots in the graphs indicate intensity values below a threshold limit, representing no significant signal for that specific tile. Each kymograph presented is one of three independent biological replicates shown in Supplementary Fig. 13.

Similar to the *cggR-gapA* operon (reporting glycolysis), *ackA* was highly expressed during the first 13 h before being gradually downregulated, indicating the onset of glucose limitation (Fig. 2c and Fig. 3, Supplementary Movie 8). This could trigger the expression of *spoIIGA-sigG*, indicating entry into the irreversible process of sporulation, as well as the gradual expression of *skfA*, leading to the production of the spore-killing factor (Supplementary Movie 9). As a consequence, a first wave of cell death was observed (Fig. 2d), presumably releasing exogenous nutrients that could be used for cell growth. Interestingly, this wave was not observed with a *skfA* mutant (Supplementary Fig. 12), suggesting a temporal correlation between cell death and SkfA production.

Figure 3b displays the gradual expression of *aprE* and *comGA-GG* that occurred after the wave of cell death, indicating the ability of the cells to degrade and take up the released exogenous nutrients (Supplementary Movie 8 and Supplementary Movie 9). After 24 h, cells undergoing sporulation completed their process, as indicated by the overexpression of the late sporulation gene *spoVC-VT*. These observations revealed that gene expression in submerged biofilms is not uniform but rather exhibits dynamic spatiotemporal mosaic patterns.

## Discussion

This report presents a comparative description of complete transcriptomic profiles across nine spatio-physiological populations of the *B. subtilis* NDmed strain captured on solid, semisolid, and liquid cultures. This study allowed us to specify the singularities of each population and accurately determine the intricacies of their spatiotemporal regulation down to the single-cell scale. A uniqueness of this work lies in the consistent utilisation of a defined medium across all the different cultures. This medium not only allowed NDmed to exhibit swarming behaviour with dendritic patterns originating from a colony^7^, but also enabled the development of other biofilm types (pellicle and submerged) in a static liquid model. Furthermore, our investigation extends to the widely studied NCIB3610 strain, which is commonly employed in biofilm research^1,34,35^. Encouragingly, this strain exhibited analogous behaviours within the defined medium used under all distinct culture conditions (Supplementary Movie 10, Supplementary Fig. 14).

Despite the diverse environmental conditions, certain similarities emerged within distinct biofilm populations under scrutiny. 

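*hag* (IA17_13615) stood at 112 ± 91.0 CPM (SD, n = 3) in MC, 213 ± 69.5 in SB and 501 ± 450.2 in PL. In the other 6 populations it stood at 2449 ± 434 in EX, 3828 ± 1567 in ST, 1469.8 ± 938 in DC, 5033 ± 3388 in BS, 7701 ± 8733 in DT and 5182 ± 2221 in TP. MC, SB and PL together differed from these 6 together by a log2 fold change of −4.03 (standard error 0.49, adjusted p = 2.21e-07) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, although single replicates of the groups overlapped. Against the swarmers the change was −5.71 in MC, −4.78 in SB and −3.55 in PL (adjusted p = 1.1e-05, 5.43e-05 and 0.000539).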

Notably, the *hag* gene, encoding flagellin and reporting motility, displayed reduced activity across all three biofilm types (mother colony, submerged and pellicle) compared to the other populations studied. On the other hand, genes associated with the matrix were more strongly and homogeneously expressed in the aerial biofilms than in the submerged biofilm. The diversity in the spatial repartition of cells producing these matrix components suggests the existence of distinct biochemical matrix compositions associated with specific local microrheological attributes. Leveraging live-imaging techniques alongside transcriptional fluorescent fusions that track the expression of both *hag* and *tapA-tasA* within individual cells allowed us to reveal the spatialisation of minor cells expressing the motility genes tucked beneath matrix-producing cells within biofilms (Supplementary Fig. 15). Within the context of the swarming model, swarmers give rise to spatiotemporal populations. Analysis of transcriptomic data revealed pronounced expression of motility and chemotaxis genes, underscoring the exploratory nature of the cells as they navigate towards nutrient-rich regions (Supplementary Movie 1, Supplementary Movie 2, Supplementary Movie 3); in stark contrast, cells in the mother colony exhibited elevated expression levels of matrix genes. 

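In MC against the swarmers together, a comparison added later, edgeR and DESeq2 called 0 of the 15 *epsA-O* genes and the unadjusted p was under 0.05 for 0. The median log2 fold change was 0.15, with the largest for *epsC*, 0.50 (standard error 0.30, adjusted p = 0.145). With 1 sample left out the median lay between 0.08, without replicate 3 of BS, and 0.28, without replicate 2 of MC. It was 0.09 without replicate 1 of MC, 0.25 without replicate 3 of MC, 0.26 without replicate 1 of DT, 0.08 without replicate 3 of DT and 0.10 without replicate 3 of TP. Of the *tapA-sipW-tasA* operon 1 of 3 was called higher, *tasA*, by 1.17 (standard error 0.34, adjusted p = 0.00444). *tapA* rose by 0.90 and *sipW* by 0.89 (adjusted p = 0.0327 and 0.0238), and at 1.5-fold all 3 were called. The mean log2(fpkm + 5) of *epsA-O* was 5.93 ± 0.16 (SD, n = 3) in MC, 6.26 ± 0.28 in BS and 5.77 ± 0.34 in DT, and that of *tapA-sipW-tasA* was 9.11 ± 0.33, 8.76 ± 0.14 and 8.13 ± 0.47 in these populations and 7.60 ± 0.21 in TP.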

In the static liquid model, a two-phase process has been previously observed when tracking the dynamics of motile/sessile gene expression: initially, cells adhere to the submerged surface and form elongated chains, followed by sudden fragmentation to motile cells, ultimately resulting in the formation of a pellicle at the air-liquid interface^36^. This fragmentation coincides with oxygen depletion, followed by reorganisation of the submerged biofilm under anaerobic metabolism^36^. Strikingly, this behaviour, initially described in a rich medium, mirrors a similar phenomenon within the defined medium employed in our study (Supplementary Movie 6, Supplementary Fig. 10, Supplementary Fig. 11). This observation underscores the coexistence of two interfacial biofilm communities of *B. subtilis*, each characterised by distinct respiratory metabolisms: the submerged biofilm, along with detached cells, predominantly operated under anaerobic conditions, while the pellicle thrived through aerobic respiration. As a result, while these biofilm populations shared certain parallels, they diverged in key aspects, such as the prevalence of anaerobic respiration metabolism within the submerged biofilm, contrasting with the mother colony and pellicle. Remarkably, despite the direct contact with air of the latter biofilm populations, isolated cells expressing anaerobic genes still persisted (Supplementary Fig. 15).

Moreover, the genes involved in sporulation exhibited robust upregulation within the aerobic biofilms, while their expression remains suppressed within the submerged population. 

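MC and PL together were compared with SB later. Of the sporulation lists, 7 of 10 genes of the SigF list, all 20 of the SigE list, 11 of 16 of the SigG list and 14 of 20 of the SigK list were called higher in MC and PL (7, 20, 11 and 15 when adjusted over the list alone), with medians of 2.63, 3.38, 1.79 and 1.61. Without replicate 1 of PL the median of the SigK list was 0.76 and 6 of its genes were called. In SB the lists stood above their level in EX by 2.17 for SigF, 1.45 for SigE and 1.25 for SigG in mean log2(fpkm + 5). Their replicates did not overlap (exact permutation test for each, two-sided p = 0.1, the smallest that 3 against 3 allow). For SigK the difference was 0.26 (p = 0.8 by the same exact test). EX was itself high in the SigK list, at 5.57, 7.42 and 6.69. SB stood there at 6.65, 6.89 and 6.91, and the swarmer samples between 3.19 and 3.34.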

Intriguingly, a specific spore count performed within the static liquid model revealed a higher number of spores within the submerged biofilm fraction than in the floating pellicle (Supplementary Fig. 16). This apparent inconsistency may be explained by the sedimentation phenomenon, where spores produced within the pellicle tend to settle due to their hydrophilic nature, accumulating within the submerged layer. This behaviour could be attributed to the presence of legionaminic acid coating the *B. subtilis* spores, a requisite for crust assembly and heightened cell wall hydrophilicity^44^. Live-cell imaging of the expression of sporulation genes within the submerged biofilm revealed the activation of late sporulation genes after 24 h of incubation (Fig. 3b). Preceding this, the onset of early sporulation gene expression coincided with the depletion of glycolytic carbon source (as indicated by the differential expression of the oppositely regulated *cggR-gapA* and *gapB* genes) and a shift towards gluconeogenic metabolism. Subsequently, a gradual production of SkfA coincided with the emergence of an initial wave of cell death atop the viable cells (Supplementary Fig. 13). Notably, this wave of cell death remained absent within the context of a *skfA* mutant at that given time, in contrast to the second unaffected wave. Interestingly, this mutant context led to a distinctive growth trajectory within planktonic culture in the same medium, marked by a plateau during the stationary phase, culminating in cell lysis. This diverges from the behaviour of the wild-type counterpart, which resumed growth (Supplementary Fig. 17). Additionally, the *skfA* mutant colony lacked the characteristic wrinkles seen in the wild-type NDmed in response to mechanical forces resulting from increased cell density (Supplementary Fig. 18). Notably, in the wild-type colony, dead cells accumulated beneath these wrinkles, positioned at the base of the biofilm near the agar. This accumulation contributed to the creation of channels, thereby augmenting liquid transport within the colony^45–47^.

The detached cells, a population between the two interfacial biofilms in the static liquid model, have long been likened to planktonic cells. Insight from phenotypic and transcriptomic investigations across diverse bacterial species, including *Klebsiella pneumoniae* and *Streptococcus pneumoniae*, has illuminated the distinct gene expression profile of detached cells, setting them apart from both sessile and planktonic cells^48–51^. Our findings with *B. subtilis* corroborate these previous observations, as the transcriptomic landscape of detached cells revealed a distinctive state that diverges from that of planktonic cells. 

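DC differed from EX in 1118 genes, or 27.8% of the 4028, with 704 higher and 414 lower in DC, and from ST in 1877 genes, or 46.6%, with 1107 higher and 770 lower. The replicates did not overlap for 1103 of the 1118 and 1825 of the 1877. In the PCA the centre of DC lay 50.4 units from that of EX and 90.5 units from that of ST. EX and ST, grown at 37 °C, differed from each other in 1953 genes.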

Importantly, this state aligns more closely with the physiological characteristics of cells experiencing exponential growth than those in the stationary phase (Figs. 1b, c and Supplementary Fig. 1).

This study significantly enhances our comprehension of the diversity in cellular gene expression and functional behaviours observed among the distinct spatial biofilm populations. However, the intricate spatial transcriptional patterns derived from these diverse populations provide only a glimpse into the potential cellular variations that unfold during biofilm development. Nonetheless, by coupling spatial transcriptomic analysis with live-cell imaging using confocal microscopy, we have gleaned invaluable insights regarding both the spatial arrangement and temporal changes within *B. subtilis* biofilms, with a special emphasis on submerged biofilms. Spatially resolved transcriptomics was acknowledged as the Nature method of the year 2020^52^, primarily for its remarkable advancements in the realm of eukaryotic cell and tissue research. Despite this recognition, research into spatially organised microbial communities remains relatively underexplored. Furthermore, genome-scale transcriptomes can be accessed even within localised bacterial populations comprising just a few thousand individuals. The precision of population extraction can be heightened using laser capture microdissection microscopy (LCMM)^53^. Innovative technologies such as parallel sequential fluorescence in situ hybridisation (par-seqFISH) enable the mapping of gene expression in single biofilm layers^54^. The incorporation of live-cell fluorescent imaging in this study revealed spatiotemporal gene expression patterns, requiring extensive genetic manipulations. Integrating these multifaceted approaches offers a gateway to delve into microscale single-cell phenotypic disparities in biofilms, illuminating complex interactions in heterogeneous and dynamic environments.

Beyond the wealth of knowledge gained from this research lies the potential to devise strategies for controlling or harnessing biofilm formation and dispersal in diverse fields such as biotechnology, environmental science, and medicine. Additionally, the comprehensive dataset generated in this study serves as a valuable and unique resource for future investigations into the genetic determinants and regulatory networks governing biofilm behaviour, even unravelling the functions of genes heretofore unknown.

## Methods

### Bacterial strains and growth conditions

The *B. subtilis* strains utilised in this study are listed in Table 1. NDmed derivatives were obtained by transforming NDmed with various plasmids or chromosomal DNA from different strains to introduce the corresponding suitable reporter fusion. The transcriptional fusions of the *gfpmut3* gene to the *ackA*, *hag*, *bslA*, *srfAA* or *gapB* promoter were previously constructed within the pBSB2 plasmid (pBaSysBioII) using ligation-independent cloning^55^. Subsequently, they were integrated into the chromosome of BSB168 in a nonmutagenic manner, resulting in the generation of strains BBA0093, BBA0231, BBA0290, BBA0428 and BBA9006. The chromosomal DNA of each strain was used to transfer the corresponding fusion into NDmed by transformation. Similarly, fragments corresponding to the promoter regions of *epsA*, *ypqP*, *ctaA*, *narG*, *skfA*, *comGA*, *aprE*, *cggR*, *spoIIGA*, *spoVC*, and *tapA* or to a region in the 3’ part of *capE* for the reporting of the *capB-E* operon were amplified by PCR from genomic DNA using appropriate pairs of primers (Supplementary Table 1). These fragments were inserted by ligation-independent cloning in pBSB2 or in pBSB8, a pBSB2 derivative with the *gfpmut3* and *spec* (spectinomycin resistance) genes replaced by *mCherry* (codon-optimised for *B. subtilis*) and *cm* (chloramphenicol resistance), respectively. The resulting plasmids were then used to integrate each corresponding transcriptional fusion into the chromosome of *B. subtilis* through single recombination. Transformation of *B. subtilis* was performed following standard procedures, and the transformants were selected on Luria–Bertani (LB, Sigma, France) plates supplemented with appropriate antibiotics at the following concentrations: spectinomycin, 100 µg/mL; chloramphenicol, 5 μg/mL. Before each experiment, cells were cultured on Tryptone Soya Agar (TSA, BioMérieux, France). Bacteria were then grown in synthetic B-medium composed of (all final concentrations) 15 mM (NH_4_)_2_SO_4_, 8 mM MgSO_4_.7H_2_O, 27 mM KCl, 7 mM sodium citrate.2H_2_O, 50 mM Tris/HCl (pH 7.5), 2 mM CaCl_2_.2H_2_O, 1 μM FeSO_4_.7H_2_O, 10 μM MnSO_4_.4H_2_O, 0.6 mM KH_2_PO_4_, 4.5 mM glutamic acid (pH 8), 862 μM lysine, 784 μM tryptophan, 1 mM threonine and 0.5% glucose added before use^56^. Cultures for the planktonic inoculum were prepared in 10 mL of B-medium inoculated with a single colony and shaken overnight at 37 °C. The culture was then diluted to an OD_600nm_ of approximately 0.1 and grown at 37 °C until it reached an OD_600nm_ of approximately 0.2. The procedure was repeated twice, and finally, the culture was grown to reach the stationary phase, which was then used to inoculate cultures for swarming and static liquid models (Fig. 1a).

### Swarming culture conditions

The OD_600nm_ was measured, the culture was diluted, and 2 μL of diluted bacterial culture (adjusted to an OD_600nm_ of 0.01, ~10^4^ CFU) was inoculated at the centre of a B-medium agar plate and incubated for 24 h at 30 °C with 50% relative humidity. Plates (10 cm diameter, Greiner bio-one, Austria) containing 25 mL of agar medium (0.7% agar) were prepared 1 hour before inoculation and dried with lids open for 5 minutes before inoculation.

### Liquid biofilm culture conditions

Cultures were performed in microplates, either 3 mL per well in a 12-well microplate (Greiner bio-one, Germany) or 150 µL per well in a 96-well microscopy-grade microplate (µclear, Greiner bio-one, Germany), inoculated from a stationary phase culture and adjusted to an OD_600nm_ of 0.01. The plates were incubated at 30 °C for 24 h, followed by either local cell harvesting or microscopic imaging. The 96-well plate was used for kinetic monitoring of the submerged biofilm, and the pellicle was collected from a 12-well plate for observations. When necessary, the medium was supplemented with 200 μM isopropyl-β-d-thiogalactopyranoside (IPTG) to induce Gfp expression from the *Phyperspank* promoter.

### Local mesoscopic cell harvesting for RNA-seq

For the EX and ST phases (OD_600nm_ ~ 0.6 and ~2.8, respectively), 6 mL of each culture was collected and pelleted by centrifugation at 8,000 × g at 4 °C for 30 seconds. The pellet was then homogenised with 500 µl of TRIzol reagent (Invitrogen, Carlsbad, CA, USA) to stabilise the RNA in the cell. For the swarming model, using 24 hour plates, four spatially localised populations (MC, BS, DT and TP) were collected independently. Collection was performed manually by using a scraper (SARSTEDT, USA) starting from the tips down to reach the mother colony (which was collected by a loop). Cells of each localised population were collected from 16 plates in an Eppendorf tube (CLEARline microtubes, Italy) containing 500 µL of TRIzol reagent. For a 24 hour static liquid model, 6 wells (from a 12-well microplate) were used to collect each sample. By using a scraper, PLs were collected in 6 mL of water. For DCs, 1 ml of the supernatant was collected from 6 wells. For SB collection, after discarding all the remaining liquid, 1 ml of water was added to a well, and cells were collected by scratching with a pipet tip. Samples were centrifuged rapidly for 30 seconds (8000 × g at 4 °C), and pellets were resuspended in 500 µL of TRIzol.

A centrifugation step for all the above collections for 1 minute to discard the TRIzol reagent was performed, and samples were snap-frozen in liquid nitrogen to be transferred to −80 °C for the RNA extraction step. For each of the 9 samples, 3 biological replicates were performed.

### RNA extraction for RNA-seq

For all nine different conditions, a washing step for the pellets of *B. subtilis* NDmed was performed with 1 mL of TE (10 mM Tris, 1 mM EDTA, pH=8) + 60 µl 1 M EDTA followed by centrifugation for 30 seconds (8000 × *g* at 4 °C). Cell pellets were suspended in 1 mL of TRIzol reagent. The cell suspension was transferred to a Fastprep screw cap tube containing 0.4 g of glass beads (0.1 mm). Cells were disrupted by bead beating for 40 seconds at 6.5 m/s in a FastPrep-24 instrument (MP Biomedicals, United States). The supernatant was transferred to an Eppendorf tube, and chloroform (Sigma‒Aldrich, France) was added at a ratio of 1:5, followed by centrifugation at 8000 × *g* for 15 minutes at 4 °C. The chloroform step was repeated twice. The aqueous phase was transferred to a new Eppendorf tube, where sodium acetate (pH=5.8) was added at a final concentration of 0.3 M along with 500 µl of isopropanol (Sigma‒Aldrich, France). Samples were left overnight at −20 °C and then centrifuged for 20 minutes. Pellets were washed twice with 75% ethanol (VWR, France) followed by centrifugation for 15 minutes at 4 °C. Then, pellets were dried for 5 minutes under the hood. An RNA cleanup kit (Monarch RNA Cleanup Kit T2050, New England Biolabs, France) was used to further clean the RNA samples. Extracted RNA samples were stored in RNAse/DNAse-free water (Ambion, United Kingdom) at −80 °C. Nanodrop and Bioanalyzer instruments were used for quantity and quality controls. Library preparation, including ribosomal RNA depletion and sequencing, was performed by the I2BC platform (Gif-sur-Yvette, France) using TruSeq Total RNA Stranded and Ribo-Zero Bacteria Illumina kits, an Illumina NextSeq 550 system and NextSeq 500/550 High Output Kit v2 to generate stranded single-end reads (1 × 75 bp).

### RNA-seq data analysis

Primary data processing was performed by the I2BC platform and consisted of demultiplexing (with bcl2fastq2-2.18.12), adapter trimming (Cutadapt 1.15), quality control (FastQC v0.11.5), and mapping (BWA v0.6.2-r126)^57^ against the NDmed genome sequence (NCBI WGS project accession JPVW01000000)^58^. This generated between 13 M and 29 M uniquely mapped reads per sample, which were summarised as read counts for 4028 genes (featureCounts)^59^, after discarding 7 loci whose sequences also matched External RNA Controls Consortium (ERCC) references. The downstream analysis was performed using the R programming language. Samples were compared by computing pairwise Spearman correlation coefficients (ρ) and distance (1-ρ) on raw read counts, which were summarised by a hierarchical clustering tree (average-link). Detection of DEGs used the R package “DESeq2” (v1.30.1)^60^ to estimate p- values and log2-fold-changes. To control the false discovery rate, for each pair of conditions compared, the vector of p values served to estimate q-values with the R package “fdrtool” (v1.2.16)^61^. DEGs reported for pairwise comparisons of *B. subtilis* spatial populations were based on a q-value ≤ 0.05 and, unless stated otherwise, |log2FC | ≥1. Read counts normalised per kilobase of feature length per million reads mapped (rpkm) values computed by DESeq2 based on robust estimation of library size were used to represent the expression levels for each gene in each sample. 

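The deposited expression values carry the name log2(fpkm), and the values themselves showed which pseudocount and scaling they hold. All 247 entries with a count of 0 read as the log2 of 5, so a pseudocount of 5 is included. Over 1848 genes, the scaling between samples implied by these values divided by DESeq2's median-of-ratios factor of the deposited counts lay between 0.9999845 and 1.000019 in every sample.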

Genes were compared for their expression profiles across samples for selected sets of conditions based on pairwise Pearson correlation coefficients (r) and distance (1-r) computed on log2(rpkm+5) and average-link hierarchical clustering of the distance matrix. Accordingly, the associated heatmaps represent gene-centred variations in log2(fpkm+5) values across samples. Gene clusters defined by cutting the hierarchical clustering trees at a height of 0.3 (corresponding to average within-group r of 0.7) were numbered by decreasing number of genes coupled in the same group, with G1 being the largest. The resulting gene clusters were systematically compared to *Subti*Wiki functional categories and regulons^38^ (from hierarchical level 1 to level 5) using Fisher’s exact test applied to 2 × 2 matrices. The results of the comparisons with *Subti*Wiki functional categories were summarised in the form of stacked bar plots after manually assigning each gene to the most relevant category in the context of this study (when the same gene belonged to several categories) and a grouping of categories corresponding to hierarchical level 2 except for “Metabolism” (level 1) and “motility and chemotaxis” and “biofilm formation” (level 3). The whole transcriptomic dataset has been deposited in GEO (accession number GSE214964).

### Graphical representations of gene expression

Graphical representations of the expression level of a gene in a given condition were prepared by using the geometric mean of log2(rpkm+5) values. To allow interactive exploration of the sense and antisense signals along the genome with bp resolution, we used Genoscapist^37^. The bp-level signal, displayed as log2(rpkm+5), can be accessed via the website https://genoscapist.migale.inrae.fr/seb_bsubbiofilm/.

### CLSM

The biofilm models were observed using a Leica SP8 AOBS inverted confocal laser scanning microscope (CLSM, LEICA Microsystems, Wetzlar, Germany) on the INRAE MIMA2 platform (10.15454/1.5572348210007727E12). For observation, strains were tagged fluorescently in green with SYTO 9 (0.5:1000 dilution in water from a stock solution at 5 µM in DMSO; Invitrogen, France) or SYTO 61 (1:1000 dilution in water from a stock solution at 5 µM in DMSO; Invitrogen, France), two nucleic acid markers. After 15 minutes of incubation in the dark at 30 °C to enable fluorescent labelling of the bacteria, plates were then mounted on the motorised stage of the confocal microscope. For the carbon metabolism reporting genes, 3D (xyz) acquisitions were performed by an HC PL FLUOTAR 10x/0.3 DRY objective (512 × 512 pixels, pixel size 0.361 µm, 1 image every z = 20 µm with a scan speed of 600 Hz) to capture the submerged biofilm and pellicle in the same well. Moreover, the different selected populations were scanned using either HC PL APO CS2 63x/1.2 water immersion or 10x objective lenses. SYTO 9, Gfp, and IP excitation was performed at 488 nm with an argon laser, and the emitted fluorescence was recorded within the ranges of 500–550 nm and 600–750 nm on hybrid detectors. SYTO 61 or mCherry excitation was performed at 561 nm with an argon laser, and the emitted fluorescence was recorded within the range 600–750 nm on hybrid detectors. The 3D (xyz) acquisitions comprised scans at a resolution of 512 × 512 pixels, with a pixel size of 0.361 µm and an image capture every z = 1 µm interval utilising a scan speed of 600 Hz. For 4D (xyzt) acquisitions, an image was taken every 1 hour for 48 h or every 1 and a half hours for 72 h kinetics. The intensity of a calibrated reflected laser remained consistent within an acceptable range (not more than 10% variation) throughout the duration of the experiment.

The whole 4D-CLM dataset has been deposited in Data INRAE (accession number Z511A6 [10.57745/Z511A6]).

### Image analysis

Projections of the biofilm, 3D or 4D, were constructed from Z-series images using IMARIS 9.3 (Bitplane, Switzerland). Space-time kymographs were constructed with the BiofilmQ visualisation toolbox from the 4D-CLSM series^62^.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary information

Peer Review File

Description of Additional Supplementary Files

Supplementary Dataset 1

Supplementary Dataset 2

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Supplementary Movie 4

Supplementary Movie 5

Supplementary Movie 6

Supplementary Movie 7

Supplementary Movie 8

Supplementary Movie 9

Supplementary Movie 10

Reporting Summary

### Source data

Source Data

## Data Availability

The whole transcriptomic dataset generated in this study has been deposited in GEO (accession number GSE214964). The detailed expression profiles can be visualised at https://genoscapist.migale.inrae.fr/seb_bsubbiofilm/. The whole 4D-CLM dataset has been deposited in Data INRAE (accession number Z511A6). Source data are provided with this paper.

# Supplementary material for: Direct comparison of spatial transcriptional heterogeneity across diverse Bacillus subtilis biofilm communities
**Source:** Nat Commun. 2023 Nov 20;14:7546. doi: 10.1038/s41467-023-43386-w
**Supplement:** Supplementary file 1 — Supplementary information

## **Supplementary Information**

### **Direct comparison of spatial transcriptional heterogeneity across diverse *Bacillus subtilis* biofilm communities**

Yasmine Dergham<sup>1,2</sup>, Dominique Le Coq<sup>1,3</sup>, Pierre Nicolas<sup>4</sup>, Elena Bidnenko<sup>1</sup>, Sandra Dérozier<sup>4</sup>, Maxime Deforet<sup>5</sup>, Eugénie Huillet<sup>1</sup>, Pilar Sanchez-Vizueté<sup>1</sup>, Julien Deschamps<sup>1</sup>, Kassem Hamze<sup>2\*</sup>, Romain Briandet<sup>1\*</sup>

#### **1. Supplementary Figures**

#### **2. Supplementary Notes**

#### **3. Supplementary Table**

# 1- Supplementary Figures

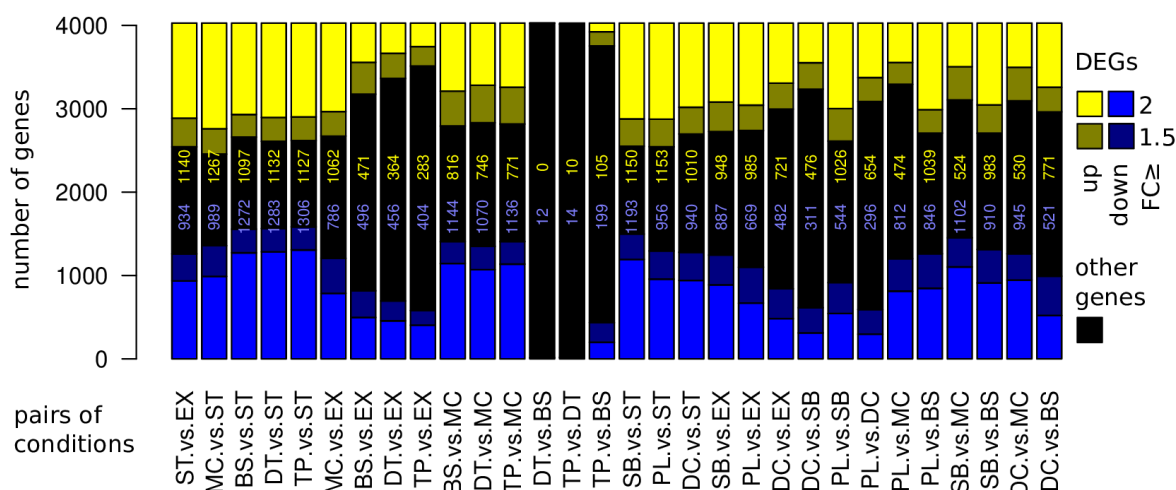

**Figure 1: Comparison of differentially expressed genes (DEGs) between the different *B. subtilis* populations in the RNAseq analysis.** Out of 4028 genes, the number of DEGs in pairwise comparison of different *B. subtilis* populations ( $q\text{-value} \leq 0.05$ ,  $|\log_2\text{FC}| \geq 1$ ) are reported in yellow (upregulated) and in blue (downregulated). [Supplementary Data 1](#) contains the comprehensive compilation of statistically significant correlations involving upregulated and downregulated genes across various populations.

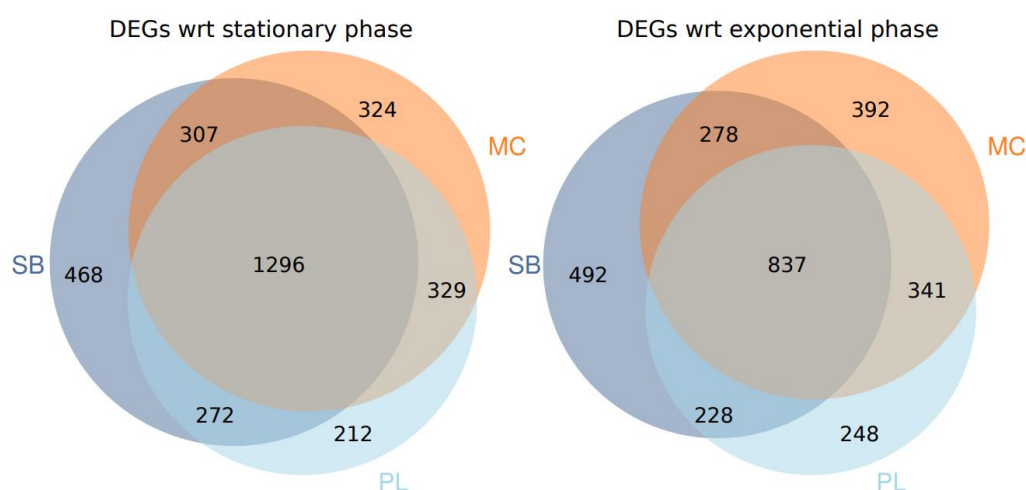

**Figure 2: Venn diagram comparing the sets of differentially expressed genes (DEGs) in the different biofilm populations.** The left and right diagrams represent respectively the relationships between sets of DEGs with respect to the stationary and exponential phase conditions. DEGs are defined using cut-offs  $q\text{-value} \leq 0.05$  and  $\log_2\text{FC} \geq 1$  (up-regulation) or  $\log_2\text{FC} \leq -1$  (down-regulation). A gene is represented as common between two biofilm

populations (*i.e.* belonging to the intersection set) if it is either up- or downregulated compared to the reference (stationary or exponential phase).

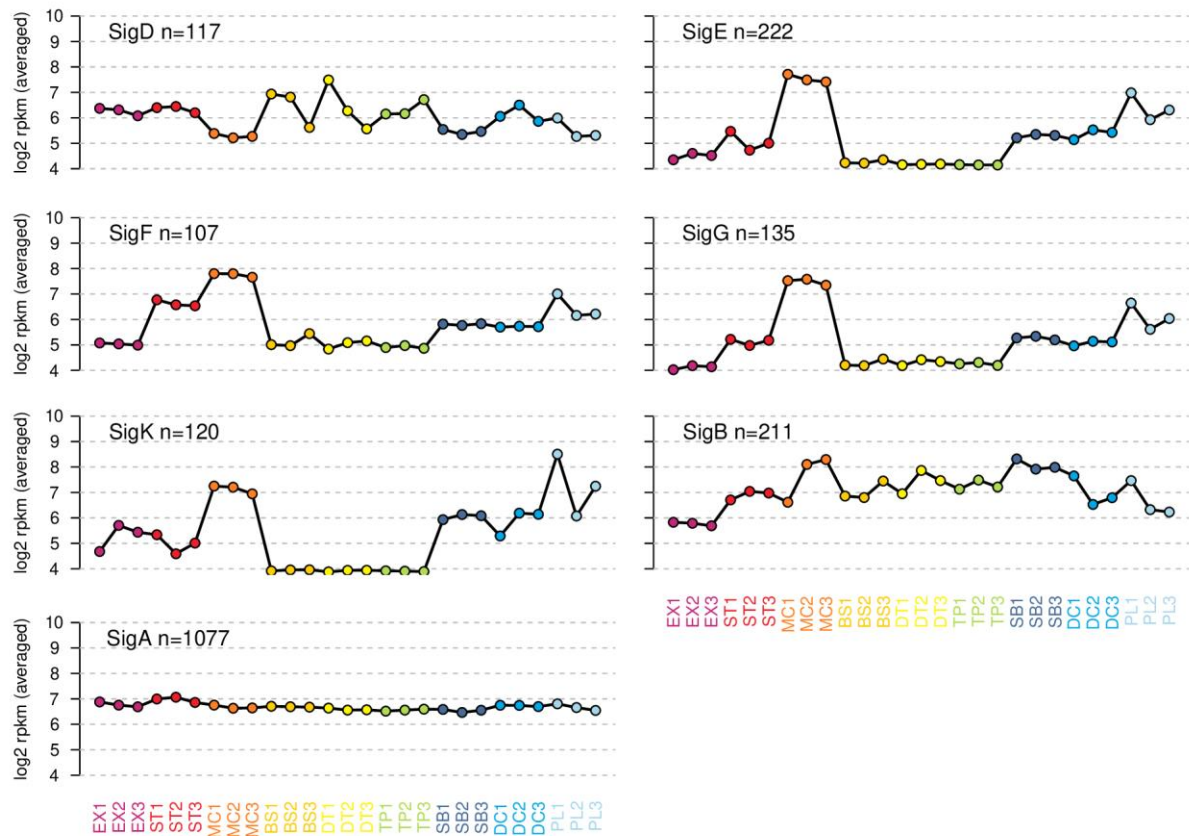

**Figure 3: Expression profiles of Sigma factor regulons.** Each subplot represents the profile across all samples of a particular Sigma factor. Profiles are obtained as the  $\log_2(\text{rpkm}+5)$  averaged over genes listed in the *SubtiWiki* database as belonging to the corresponding specific regulon, consistent with the expression profile of the Sigma factor itself ([Supplementary Data 1](#)). The number of genes ranges from 107 for SigF to 1077 for SigA (as reported in each subplot).

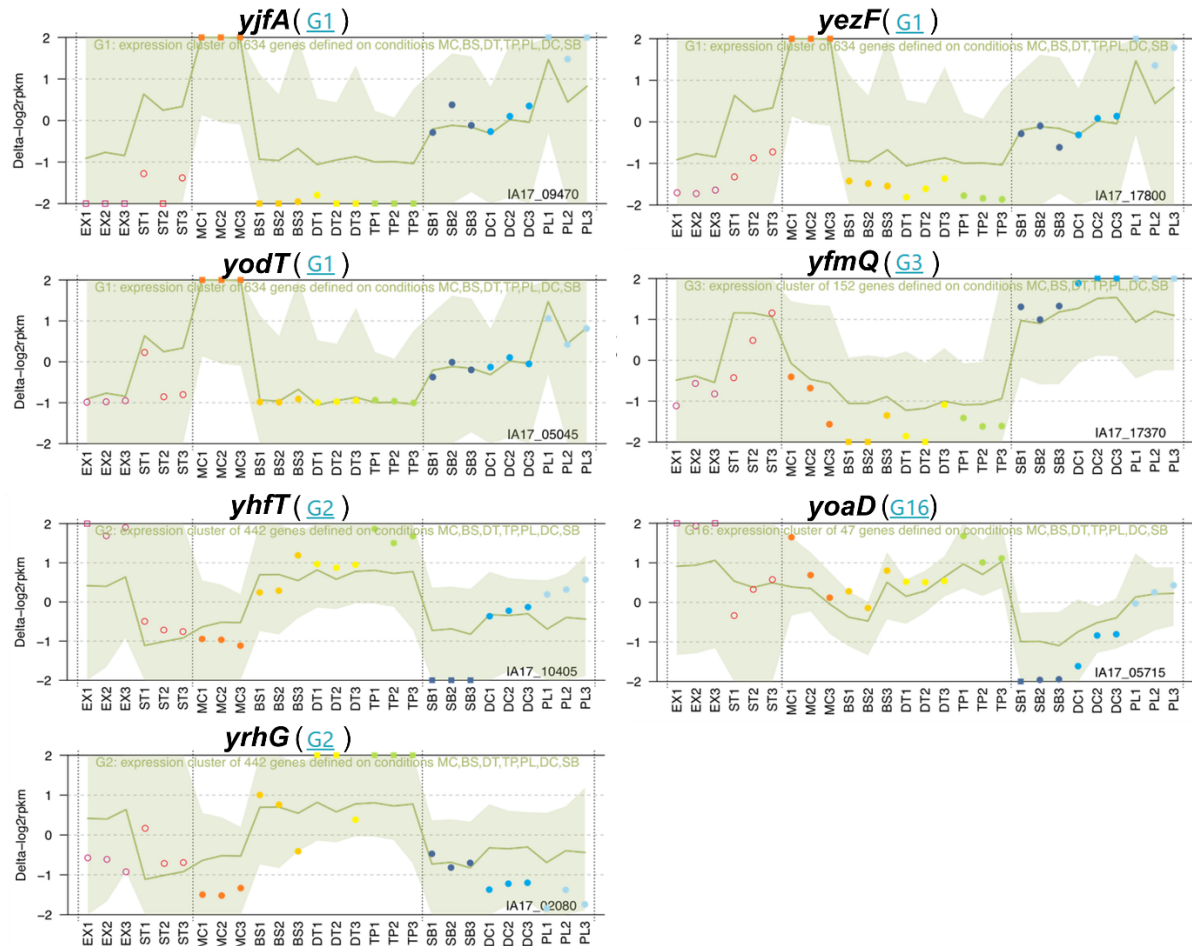

**Figure 4: Investigating the intriguing expression profiles of some *B. subtilis* genes with unknown functions.** The following graphs were extracted from the interactive online website Genoscapist [[https://genoscapist.migale.inrae.fr/seb\\_bsubbiofilm/](https://genoscapist.migale.inrae.fr/seb_bsubbiofilm/)].

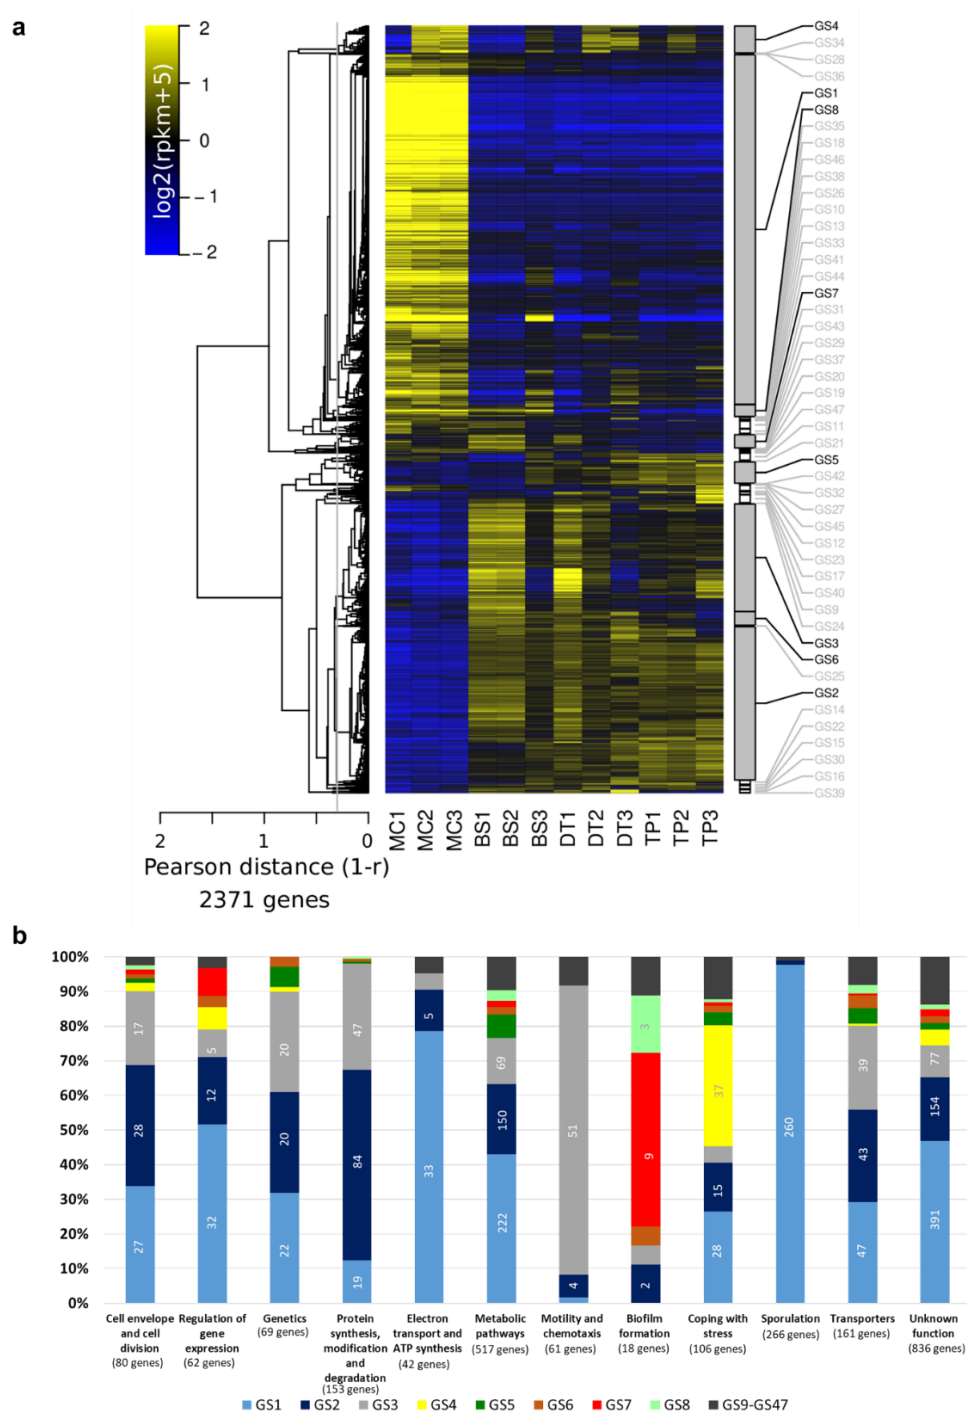

**Figure 5: Transcriptome remodelling of differentially expressed genes during swarming.** (a) Heatmap representation of the relative variation in expression level across samples for DEGs (2371 out of 4028) identified in the 6 pairwise comparisons of 4 distinct localisations: mother colony (MC), base (BS), dendrites (DT), and tips (TP). The colour code reflects the comparison with the mean calculated for each gene across the 12 samples ( $\log_2$  ratio). The hierarchical clustering tree shown on the left side of the heatmap (average link) was clipped at an average Pearson correlation of 0.7 (vertical grey line) to define the expression clusters shown on the right side of the heatmap. The clusters are named by decreasing size (from GS1 to GS47) and those containing more than 30 genes are highlighted (name in black) ([Supplementary Data 1](#)). (b) Distribution in expression clusters for genes in functional categories derived from *SubtiWiki*.

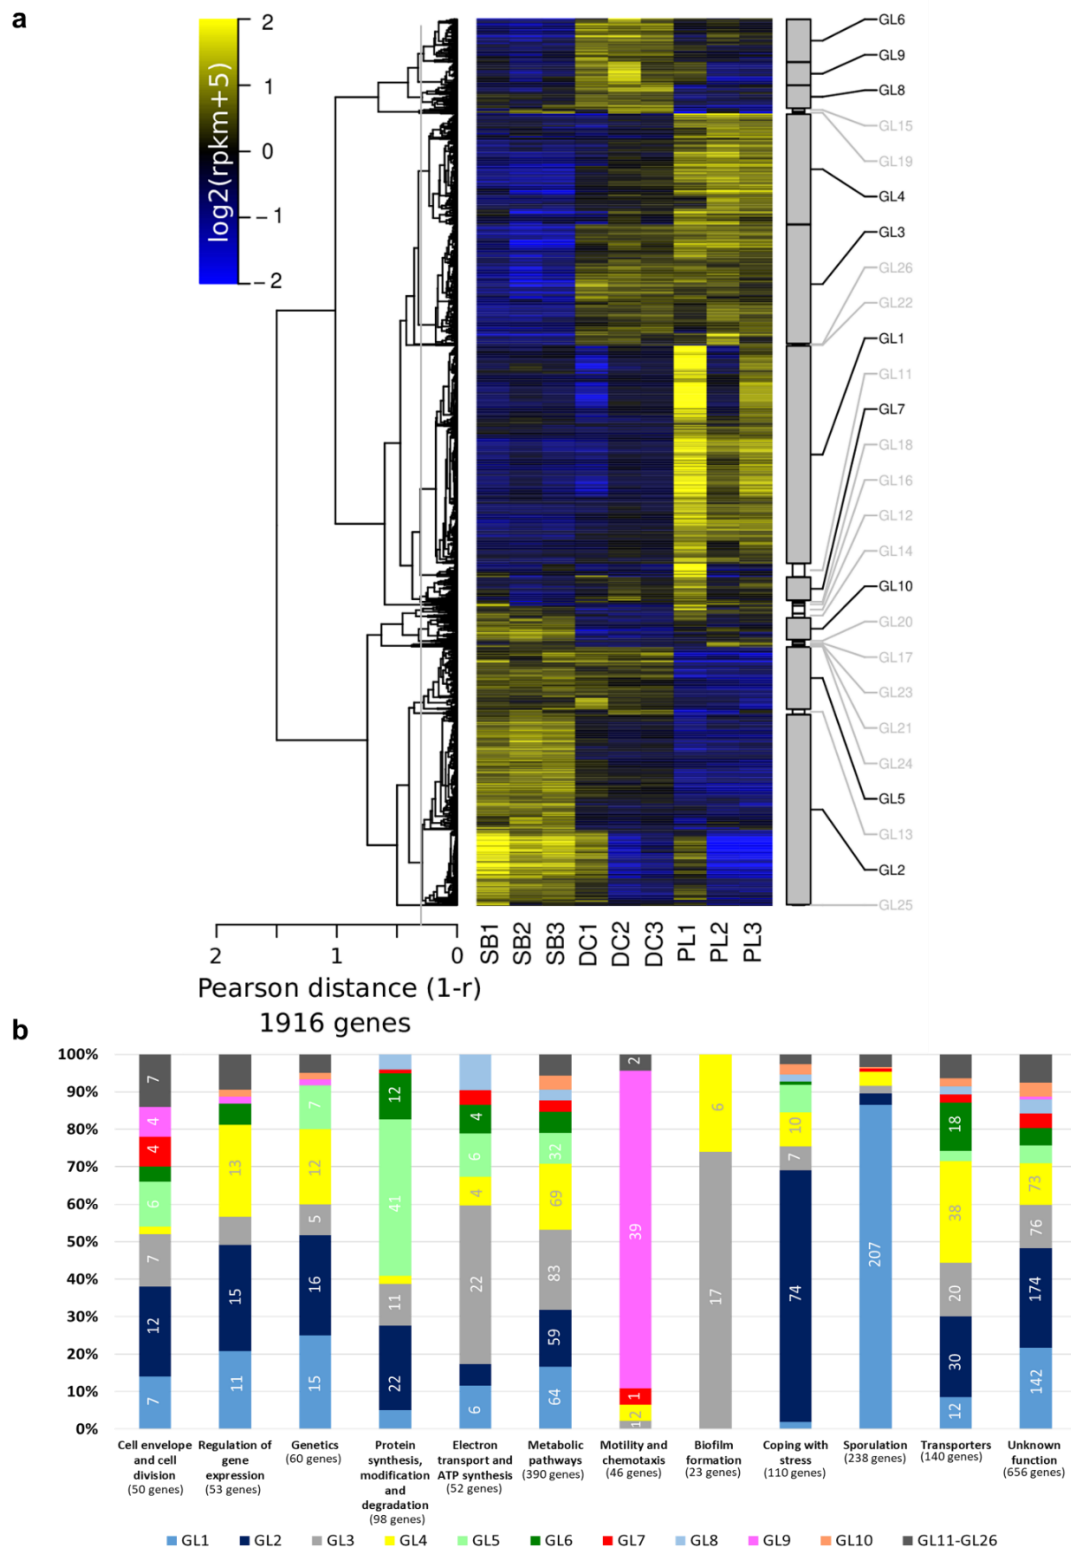

**Figure 6: Transcriptome remodelling shows that half of the genome is differentially expressed between the floating pellicle and the submerged biofilms coexisting in the same microplate well. (a)** Heatmap representation of the relative variations of expression level across samples for DEGs (1916) identified in the three pairwise comparisons of three different localisations (SB, DC, PL). Clusters were named (from GL1 to GL26) by decreasing sizes and those containing more than 30 genes are highlighted ([Supplementary Data 1](#)). **(b)** Distribution into expression clusters for genes in *Subtiwiki*-derived functional categories.

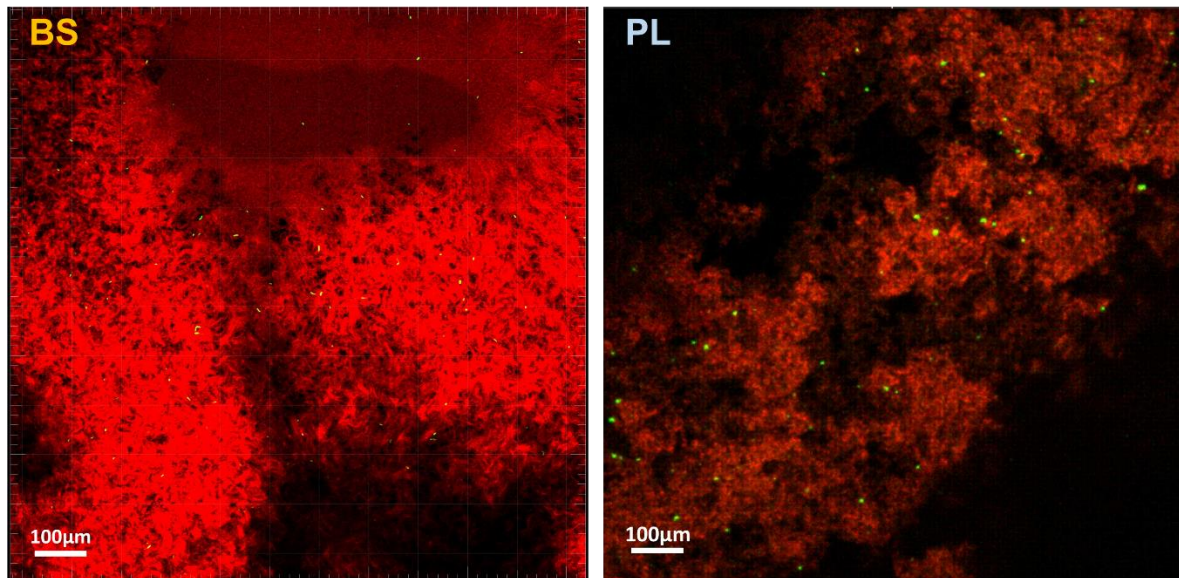

**Figure 7: *In situ* spatial monitoring reveals the transition from glycolytic to gluconeogenic regime at the cellular level.** Spatial confocal imaging using strain GM3900 reporting transcription of *cggR-gapA* by mCherry (in red) and of *gapB* by Gfp (in green), for base (BS) and pellicle (PL), from the swarming and static liquid models, respectively, after 24 hours of incubation at 30°C. The figure depicts cells in a gluconeogenic regime (green spots) within a population primarily under glycolytic regime (red). The same protocol as for the transcriptome analysis was used, except for the use of 96-well instead of the 12-well microplates for the static liquid model. Three replicate observations were performed independently for each model.

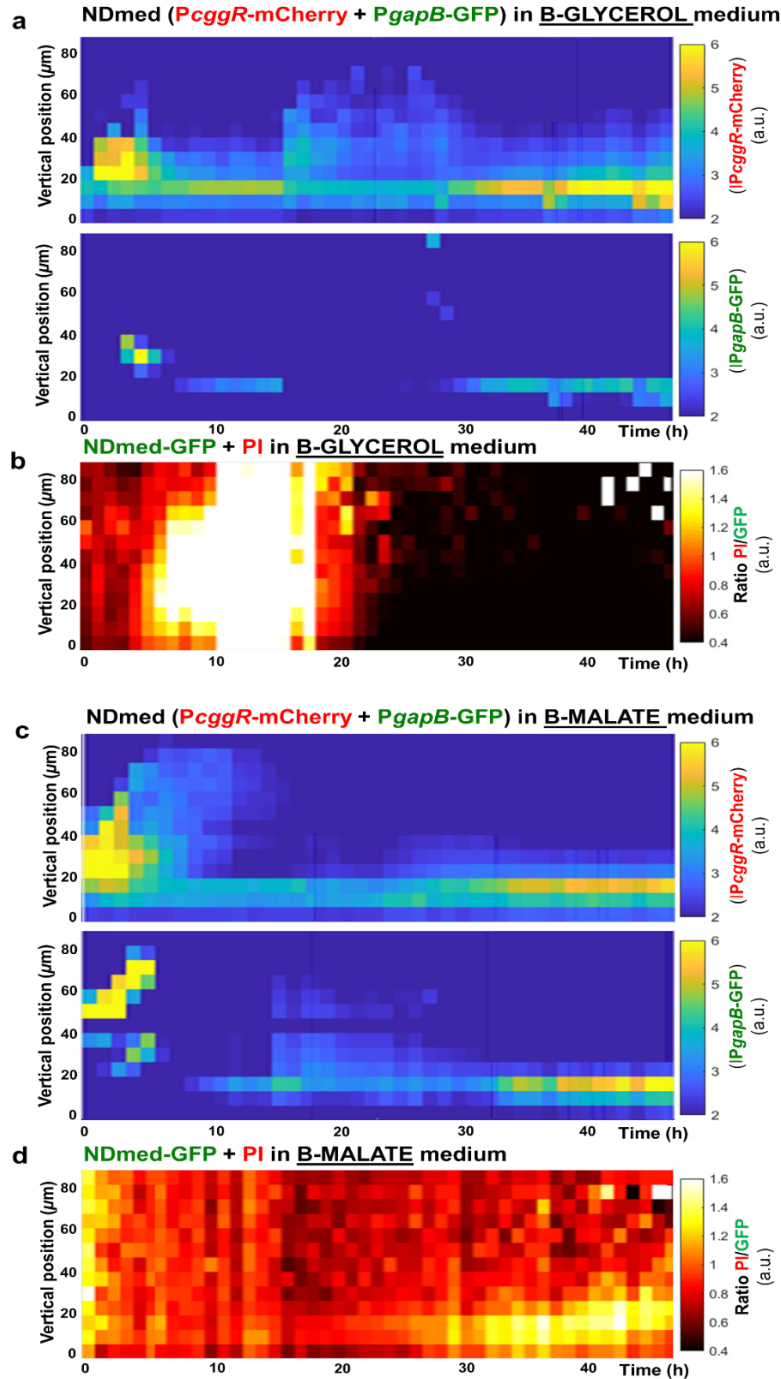

**Figure 8: A correlation between carbon metabolism and dead cells.** (a, c) Strain GM3900, reporting the transcription of *cggR* (*gapA*) with mCherry (in red) and of *gapB* with Gfp (in green), was cultivated in synthetic B-medium. Glucose was replaced with either glycerol (0.5% final concentration) or malate (0.5% final concentration). Kymographs depict the expression intensity of transcriptional reporter fusions for *cggR* and *gapB* genes along a spatiotemporal scale, colour-coded for representation. (b, d) Using NDmed-GFP (GM3649) and propidium iodide (PI) for permeable cell staining, the same protocol as used for transcriptome analysis was applied, except employing 96-well microplates instead of 12-well plates, and substituting glucose with glycerol or malate. A multidimensional kymograph illustrates dead cell intensity, obtained from the dead/living cell ratio, based on spatial localization and time. Kymographs are representative of three replicates.

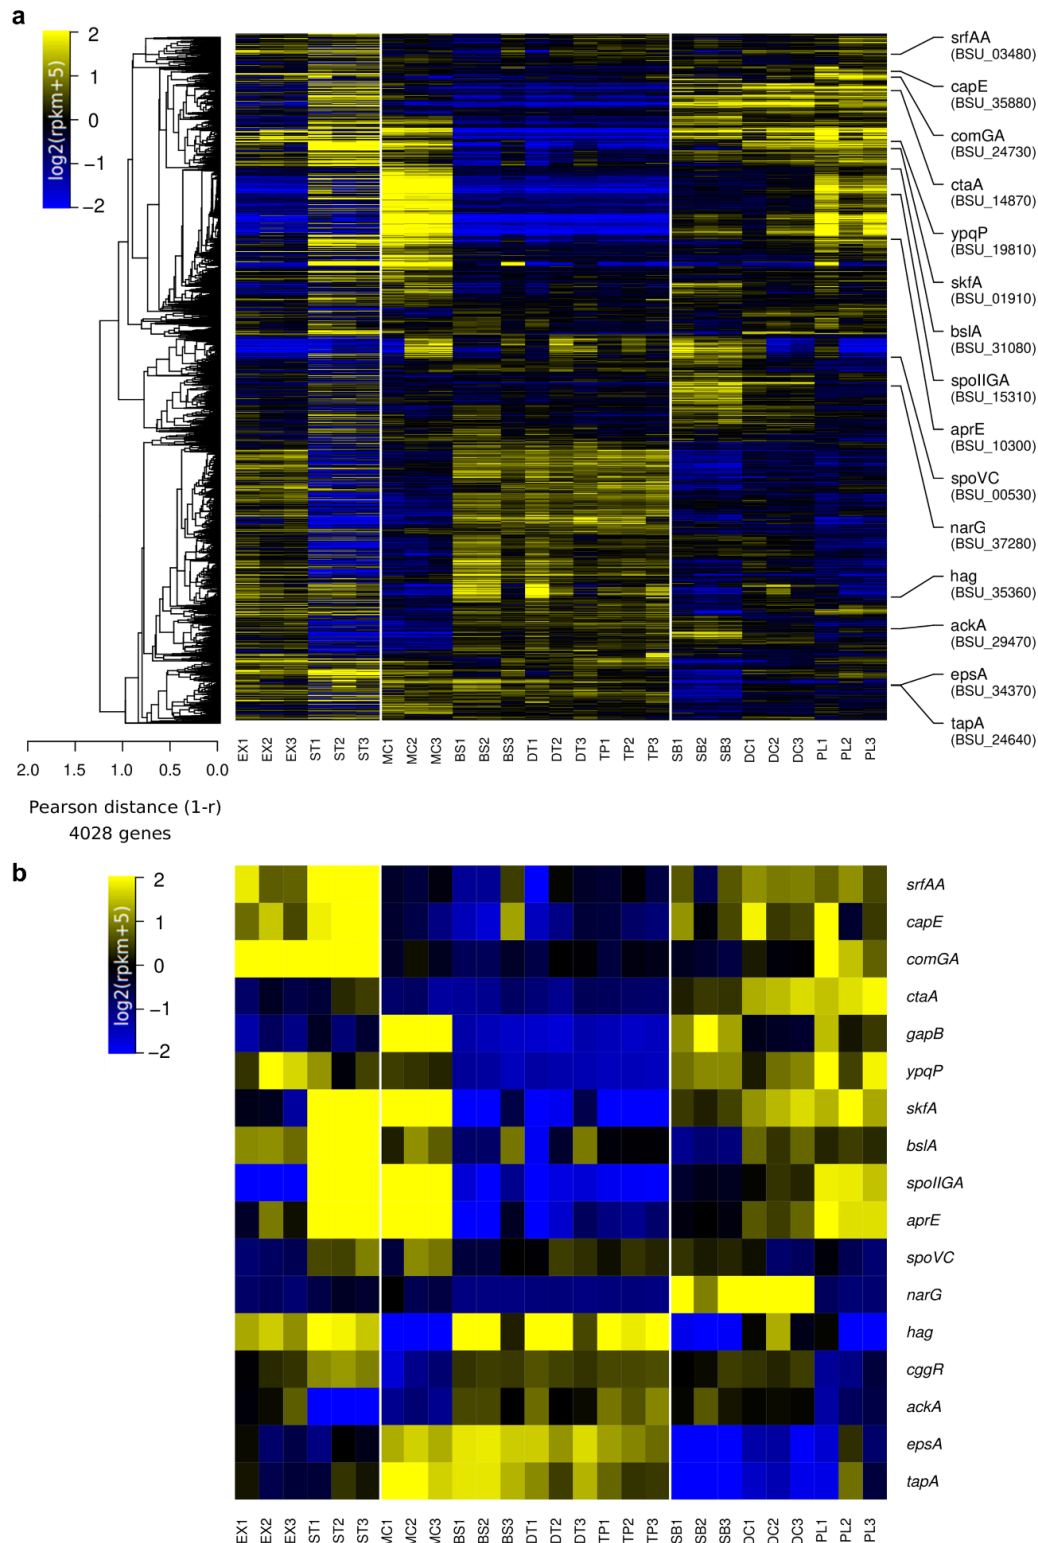

**Figure 9: Global heatmap for all the different populations, pinpointing selected genes for reporting.** (a) Global heatmap representation for the 4028 genes within NDmed in the spatially selected surface-associated populations. The colour code reflects the gene-to-average ( $\log_2$  ratio) against the average calculated across all conditions, excluding the planktonic populations. On the far right are the selected and transcriptionally reported genes, representing different physiological activities potentially present in a biofilm. (b) A heatmap representation for the selected genes.

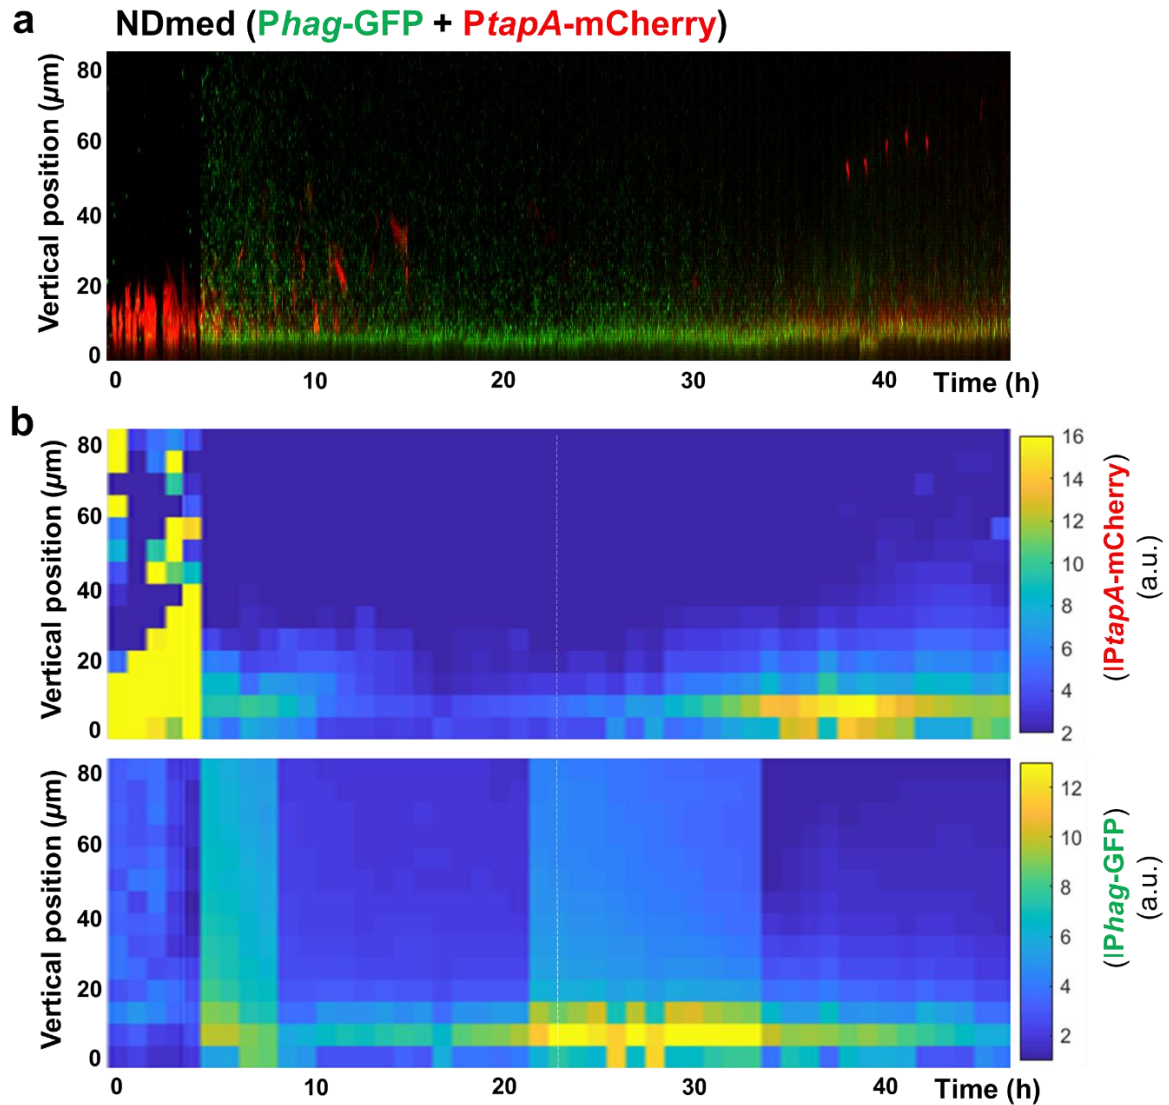

**Figure 10: Spatiotemporal imaging for the submerged biofilm compartment.** (a) Sections from real-time confocal imaging (x 20μm, y 50μm, z 80μm) for 48 hours, image every one hour, using strain GM3924 reporting transcription of *tapA* by mCherry (in red) and of *hag* by Gfp (in green), with the same protocol used for the transcriptome analysis, except the usage of 96-well microplates instead of the 12-well ([Supplementary Movie 6](#)). (b) Kymographs representing by a colour code the intensity of the expression for the transcriptional reporter fusions to the *tapA* and *hag* genes along a spatiotemporal scale. The white dotted line in each kymograph represents the time (24 hours) corresponding to the RNA-seq analysis. Three biological replicates were performed.

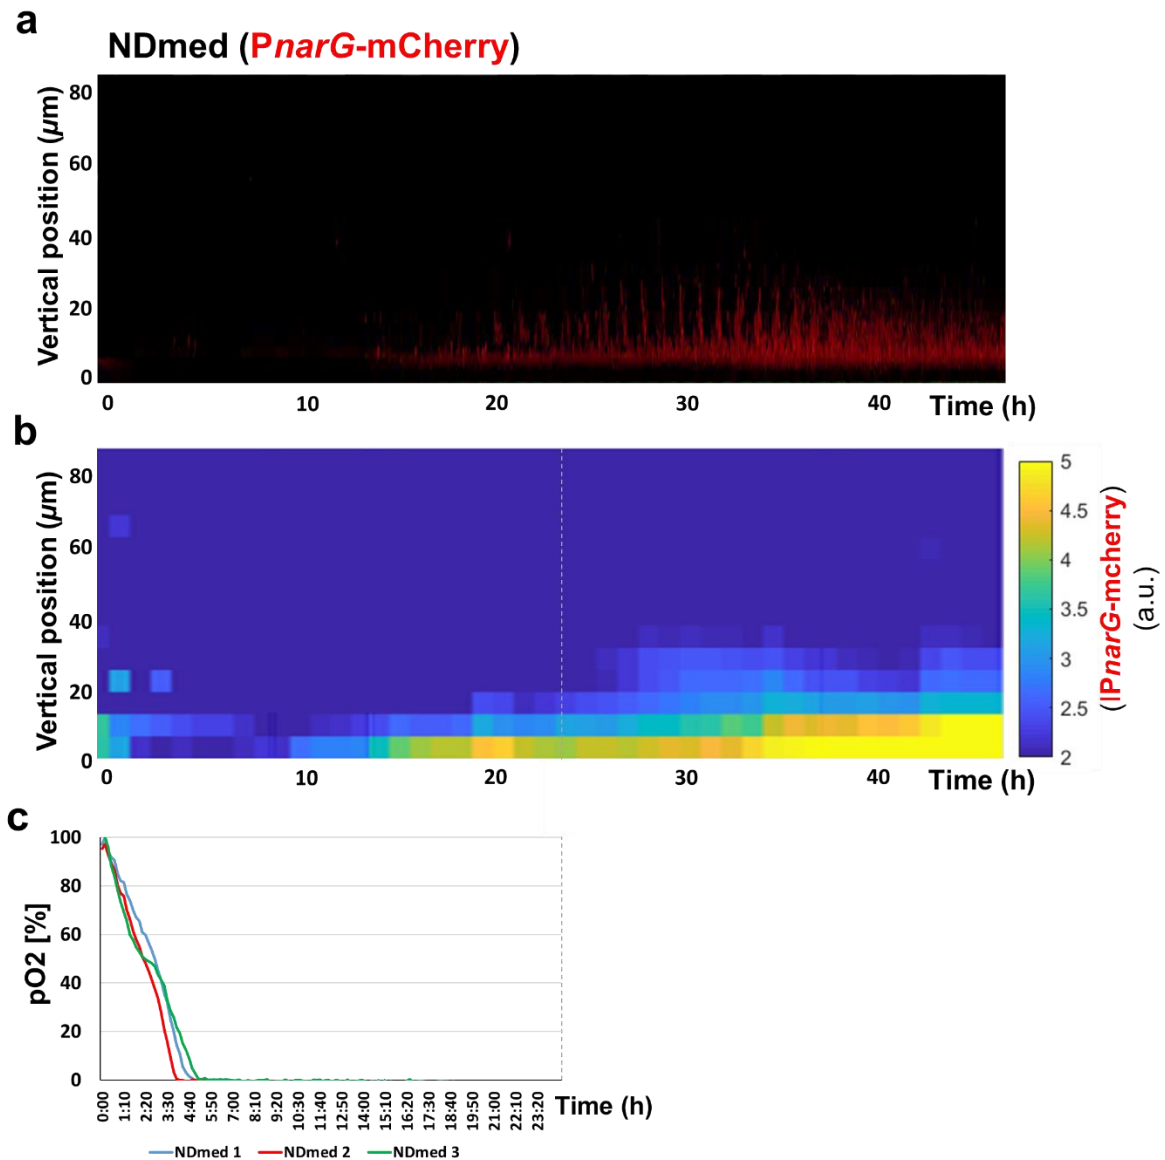

**Figure 11: Spatiotemporal imaging for the submerged biofilm compartment.** (a) Sections from real-time confocal imaging ( $x\ 50\mu\text{m}$ ,  $y\ 50\mu\text{m}$ ,  $z\ 80\mu\text{m}$ ) for 48 hours, image every hour, using strain GM3907 reporting transcription of the *narG-I* operon by mCherry (in red), with the same protocol used for the transcriptome analysis, except the usage of 96-well microplates instead of the 12-well. (b) Kymographs representing by a colour code the intensity of the expression for the transcriptional reporter fusion to the *narG-I* operon promoter along a spatiotemporal scale. The white dotted line in each kymograph represents the time (24 hours) corresponding to the RNA-seq analysis. Three biological replicates were performed (Supplementary Fig. 14). (c) Using an OxoPlate OP96F (PreSen, Regensburg, Germany) the amount of oxygen was followed over time during the submerged biofilm development. The oxygen calculation was similar to that in B. Hutter and G. T. John, *Curr Microbiol*, 2003, <https://doi.org/10.1007/s00284-003-4095-4>. The three curves represent the biological replicates. Source data are provided as a Source Data file.

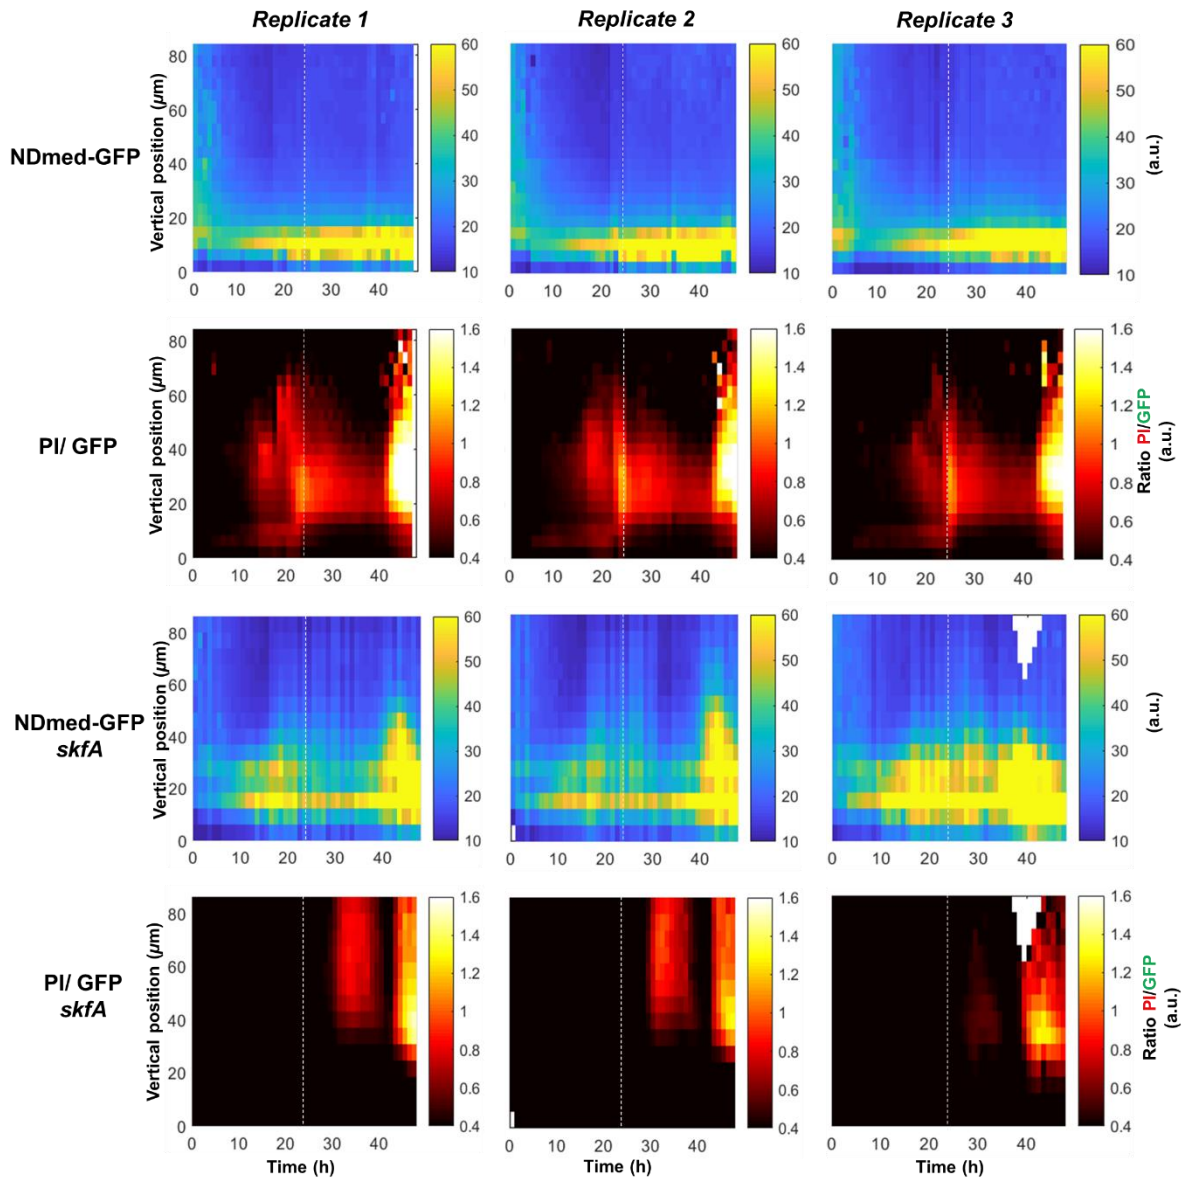

**Figure 12: Comparative kymographs illustrating spatial and temporal dynamics of live (GFP) and dead (PI) subpopulations of *B. subtilis* NDmed-GFP and derivative *skfA* mutant.** This figure depicts the lack of the initial death wave within a submerged biofilm monitoring setup involving a *skfA* mutant context. Nevertheless, the second wave of death did manifest. The kymographs are derived from three replicates, each extracted from distinct biological replicate movies. The white dotted line in each kymograph represents the time (24 hours) corresponding to the RNA-seq analysis. The *skfA::kan<sup>R</sup>* mutation was introduced into the NDmed-GFP strain by transformation with chromosomal DNA from strain BBK01910 (Koo BM et al., *Cell Systems*, 2017, <https://doi.org/10.1016/j.cels.2016.12.013>).

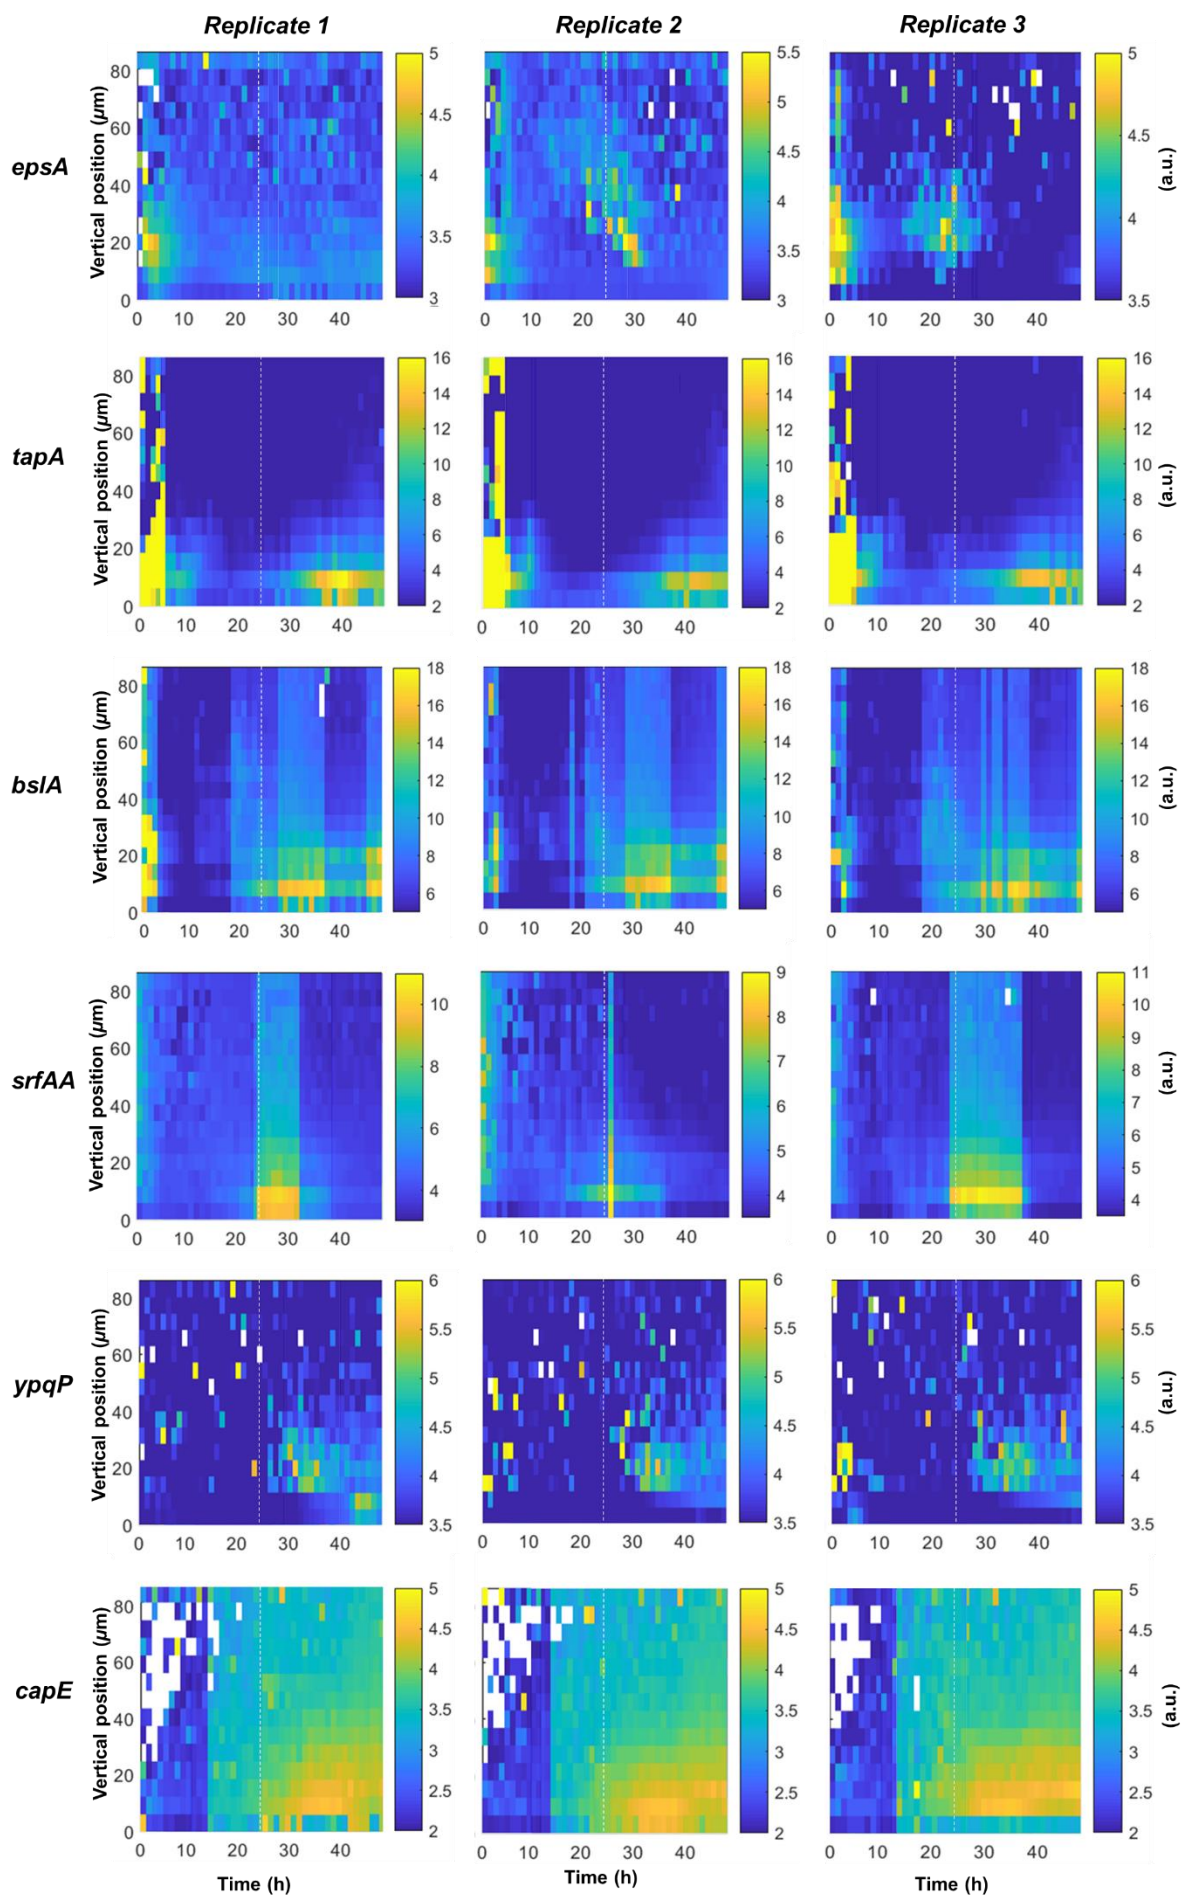

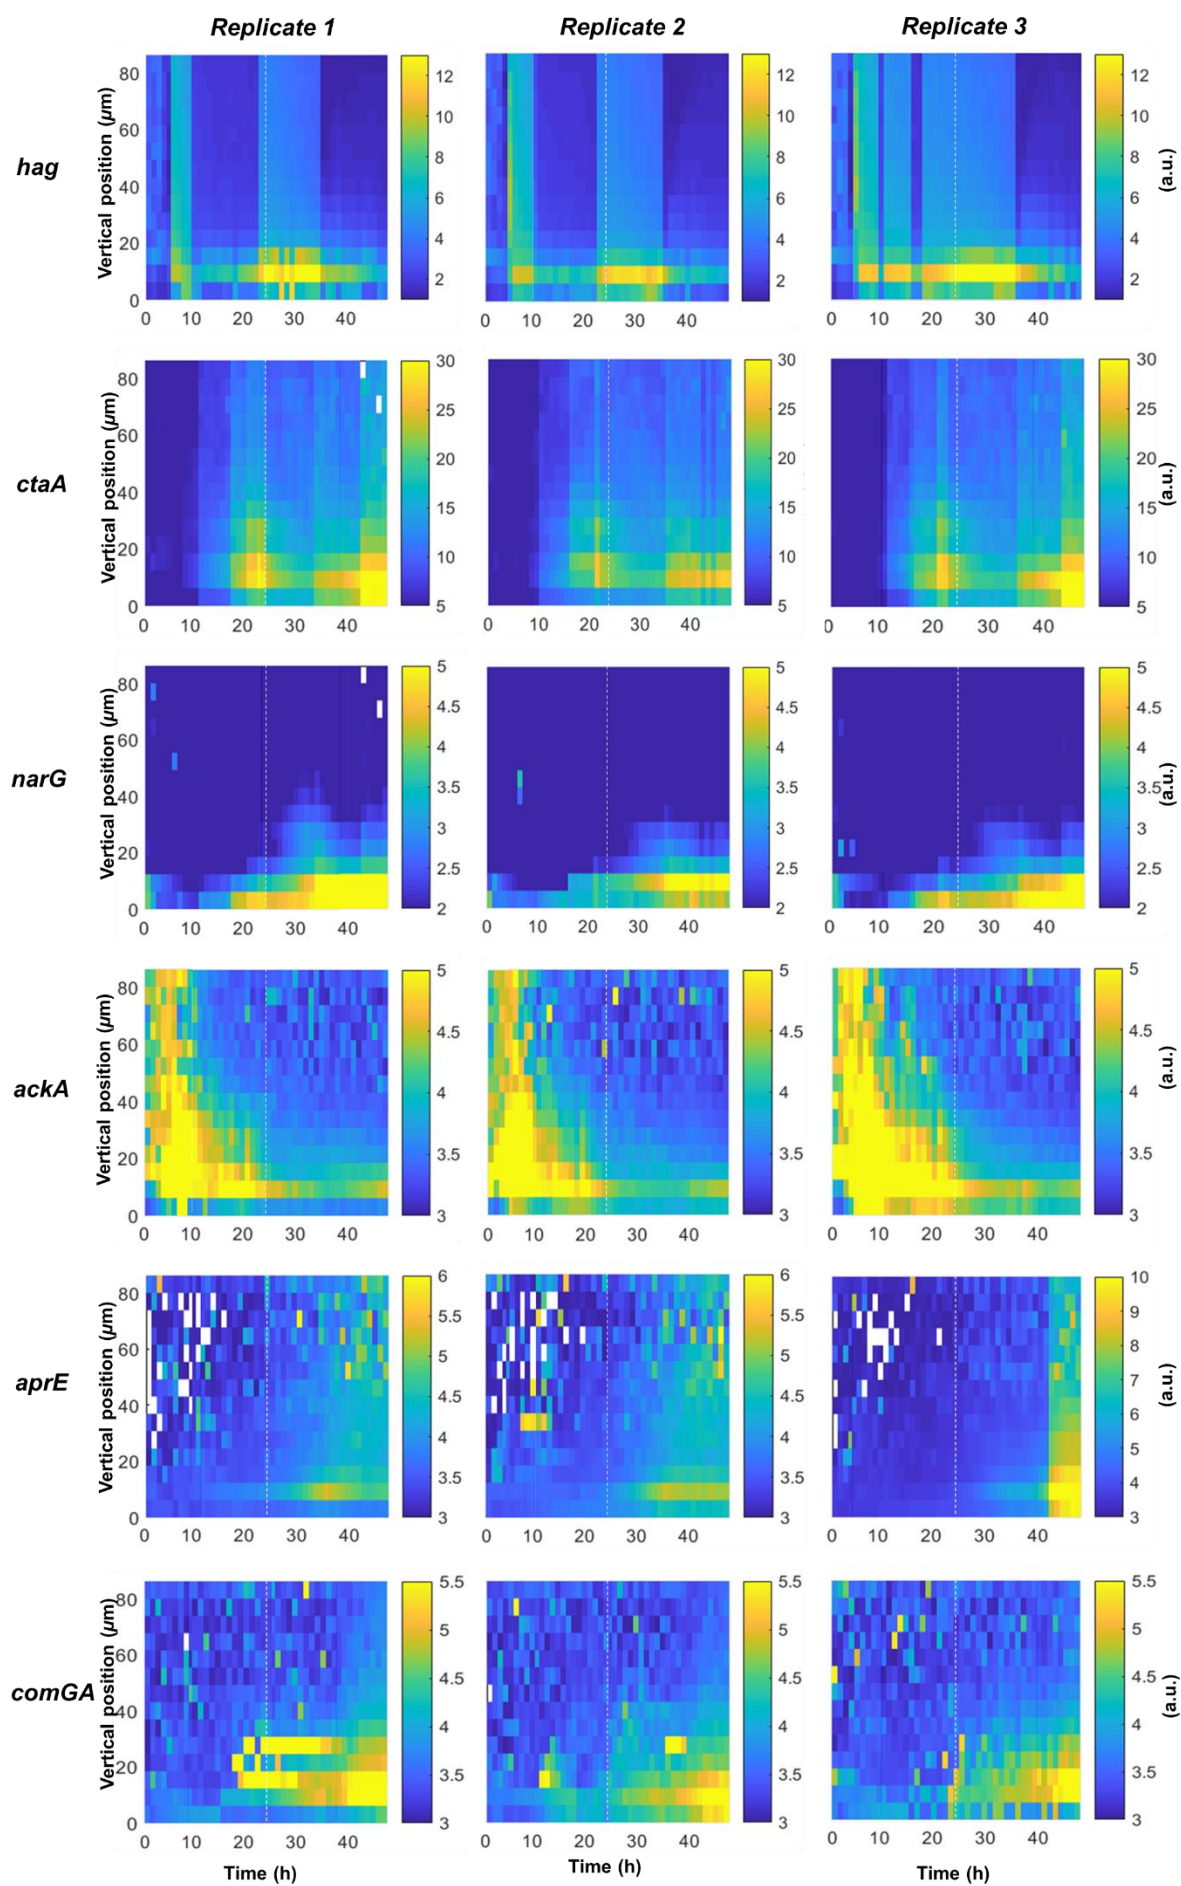

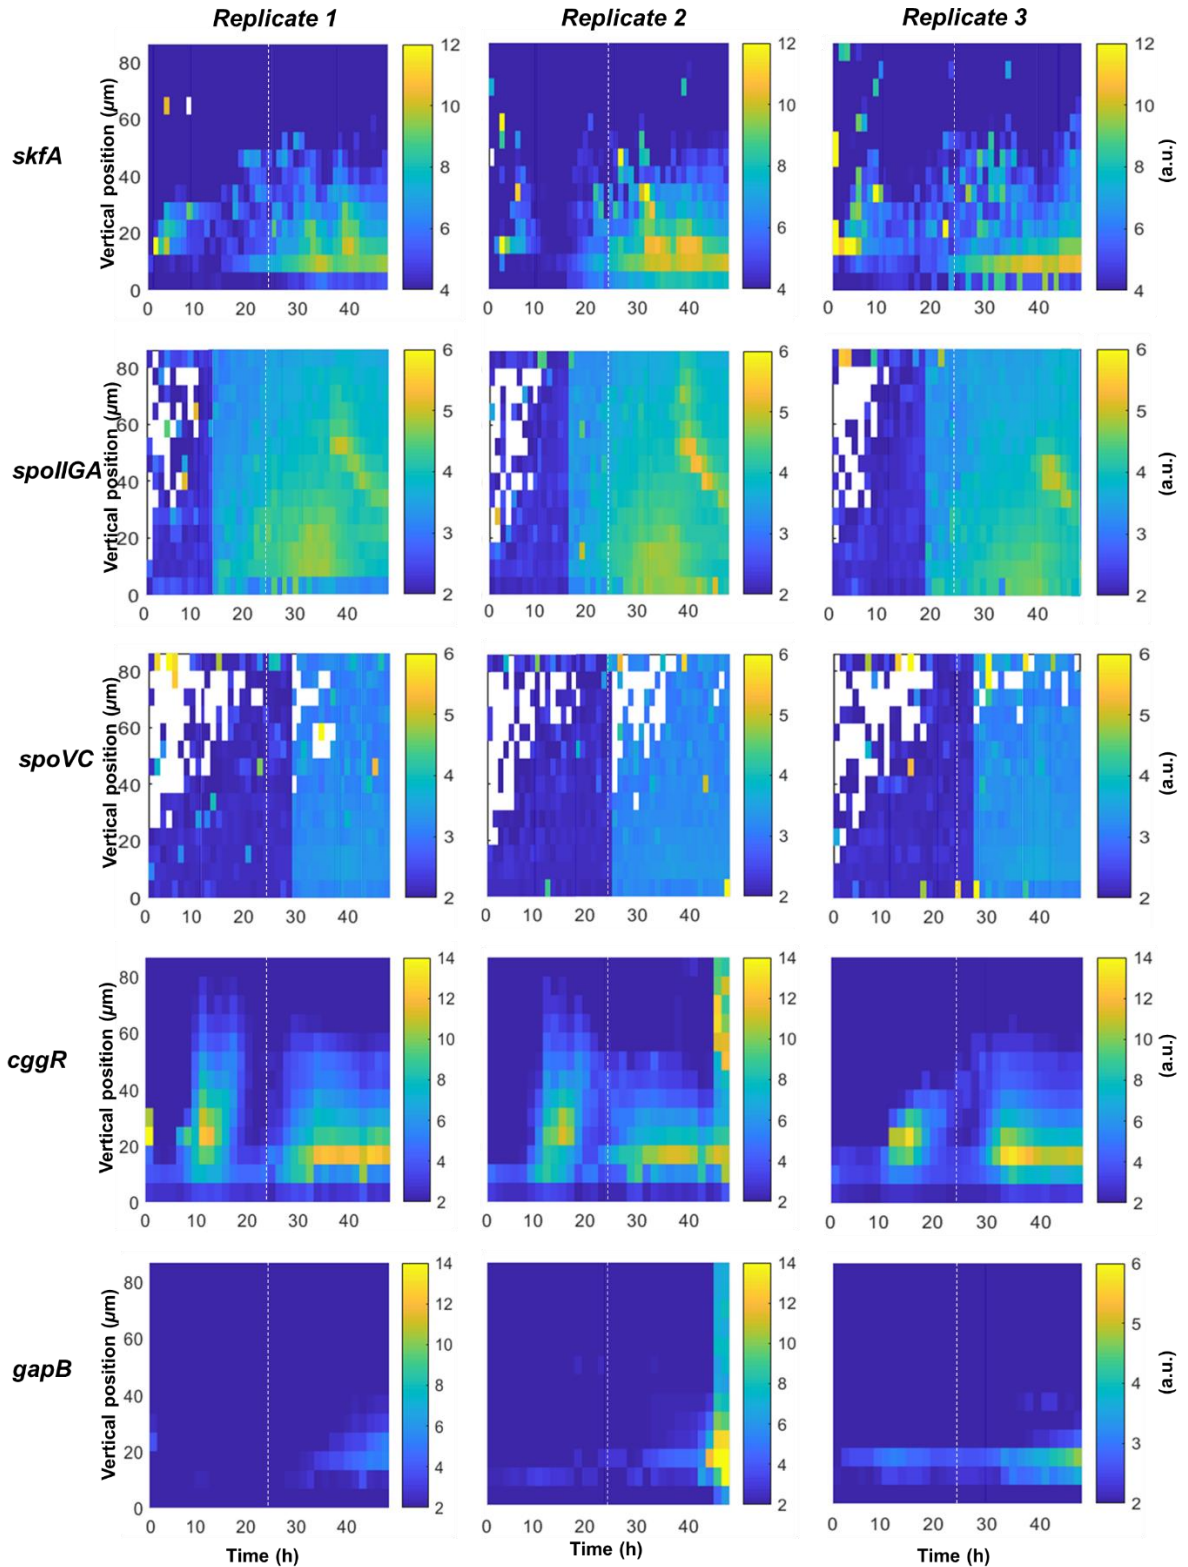

**Figure 13: Multigene space-time transcriptional analysis in submerged biofilms.** Three replicates of space-time kymographs of fluorescent reporters for transcription of 17 genes/operons in submerged biofilm. The white dotted line in each kymograph represents the time (24 hours) corresponding to the RNA-seq analysis. The full raw image dataset used in BiofilmQ for their generation is available at: <https://doi.org/10.57745/Z511A6>

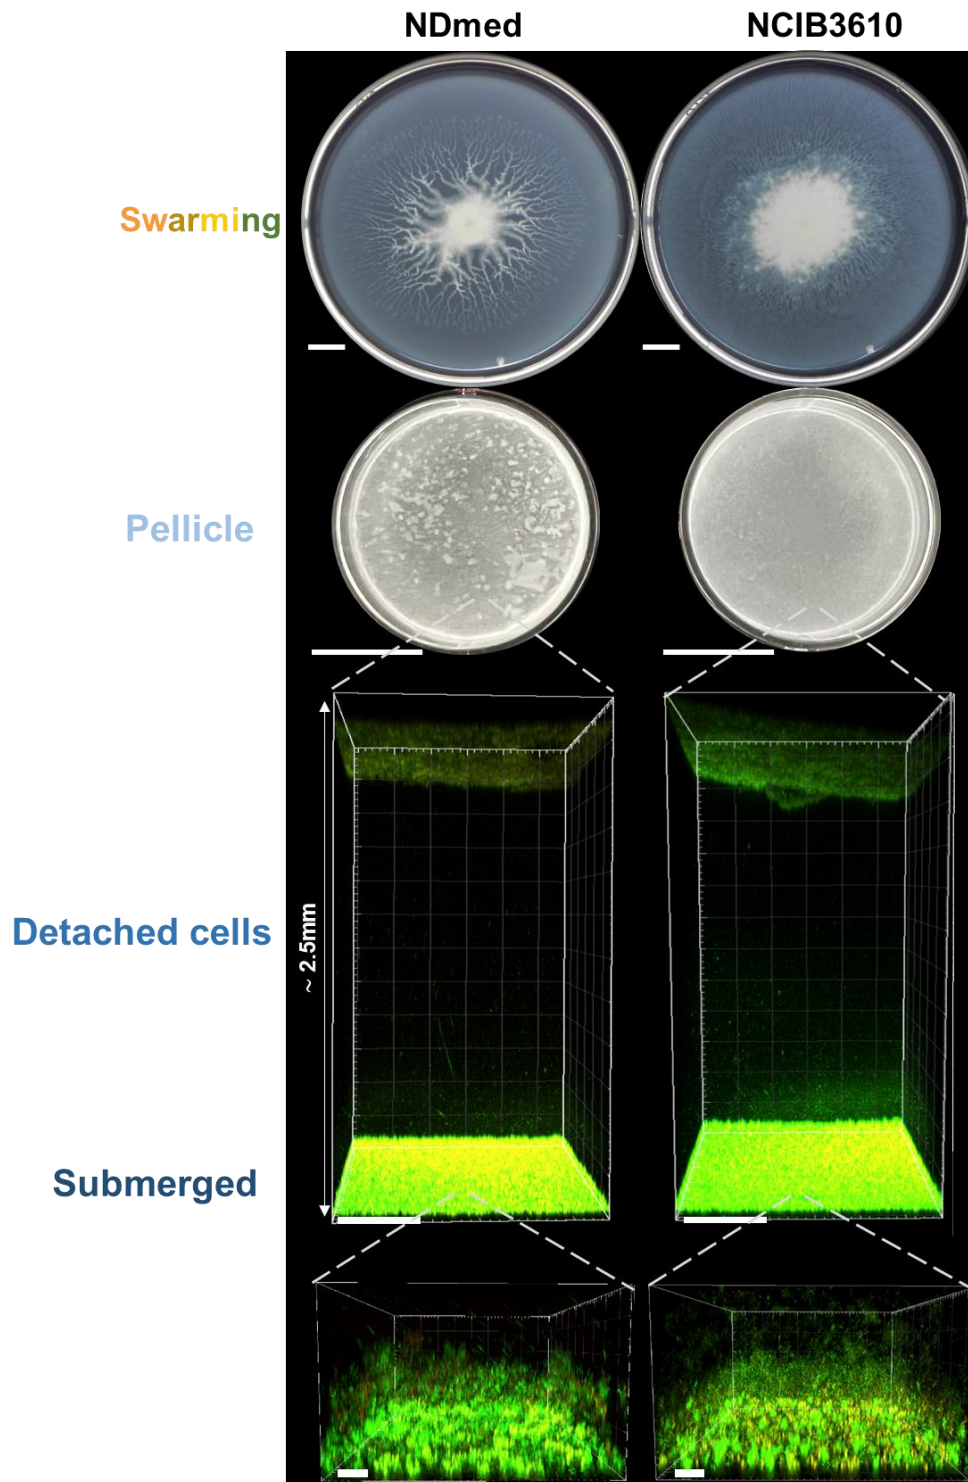

**Figure 14: Comparative analysis of two *B. subtilis* strains using a multi-culture approach.** This figure presents a comparative study of two distinct *B. subtilis* strains, employing a multi-culture experimental framework. Both strains, NDmed and NCIB3610, were cultivated under uniform conditions using the synthetic B-medium, as detailed in the materials and methods section. For confocal imaging, Syto9 (live cells, in green) and PI (dead cells, in red) staining were used. Scale bars indicate 1 cm for colonies and pellicles, 400  $\mu\text{m}$  for submerged, and 20  $\mu\text{m}$  for the zoomed submerged figure.

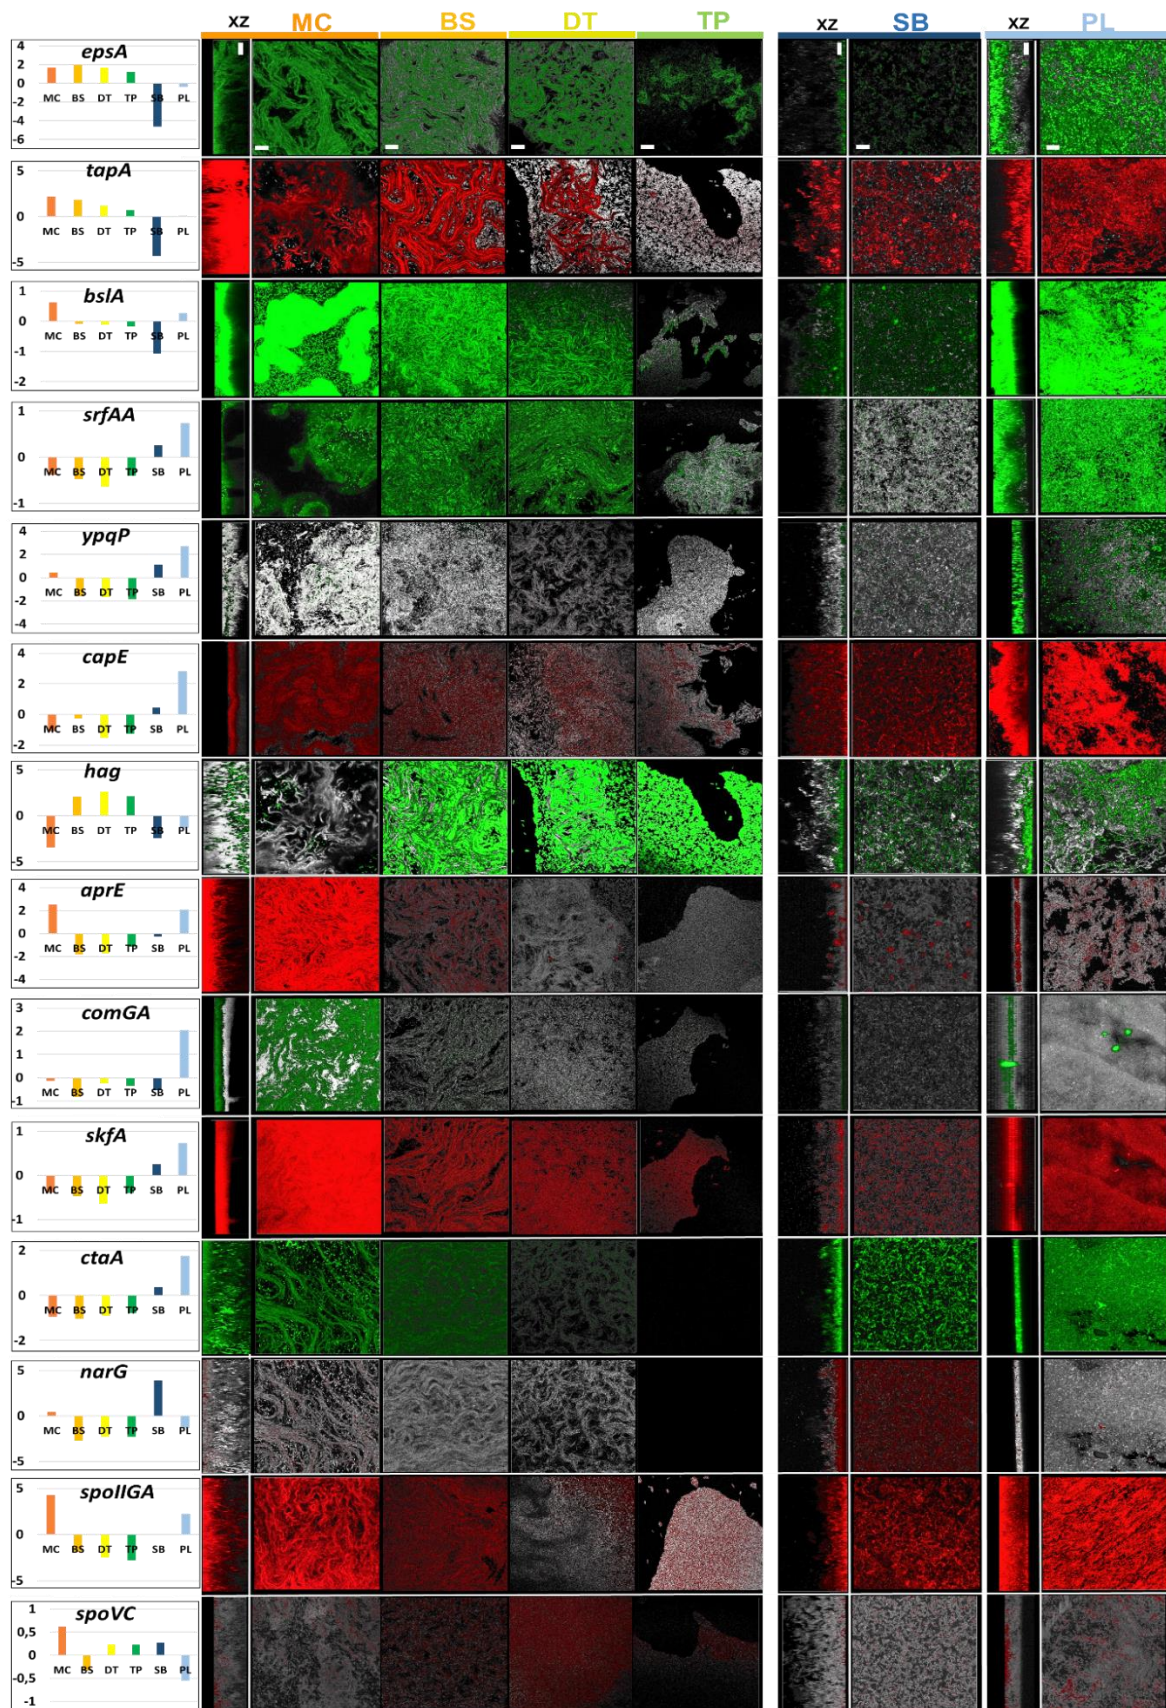

**Figure 15: From mesoscopic to microscopic scale.** The RNAseq data is represented on the most left panels with a  $\log_2FC$  scale of an average of the three biological replicates compared

to the average of all presented conditions together. The transcriptome results of *epsA*, *capE* and *narG* are used as representatives for their corresponding operon *epsA-O*, *capB-E* and *narG-I*, respectively. The expression of the gene is visualised using confocal imaging, with Gfp fluorescence indicated in green and mCherry fluorescence shown in red. The grey contrast was achieved either through chemical staining (using Syto9 or Syto61) or by expressing a second reporter gene fusion in strains containing such a fusion. For swarming plates (MC, Mother Colony; BS, Base; DT, Dendrites; TP, Tips) and static liquid cultures (SB, Submerged; PL, Pellicle), images represent a section (x and y 50µm and z 30µm); the scale bar represents 20µm. For the biofilm models (MC, SB and PL), a projection through the xz plane is presented on the left of each image; the vertical scale bars indicate the bottom level of the surface associated communities, in contact with the agar surface, solid surface or liquid surface, respectively. Images are representatives of the major phenotype from at least three replicates for each population.

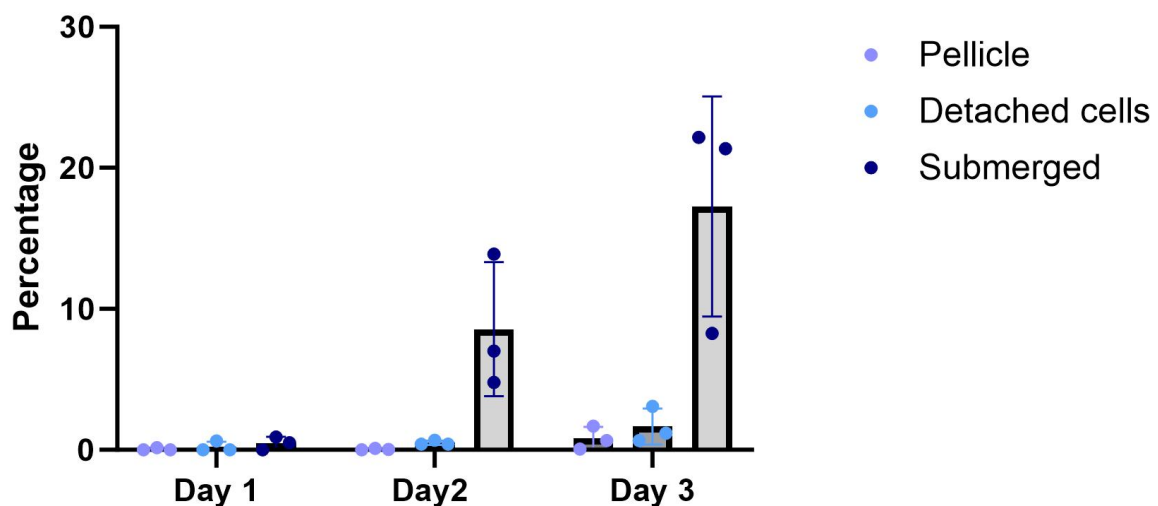

**Figure 16: Counting spores in various populations within a static liquid model.** Samples were collected from these diverse populations and were either subjected to heat treatment (80°C for 10 minutes) or left untreated. These samples were plated on a solid rich medium. Counting the resulting colonies allowed to estimate the percentage of heat-resistant spores within each population (p-value < 0.05). Each test was performed in triplicate. Source data are provided as a Source Data file.

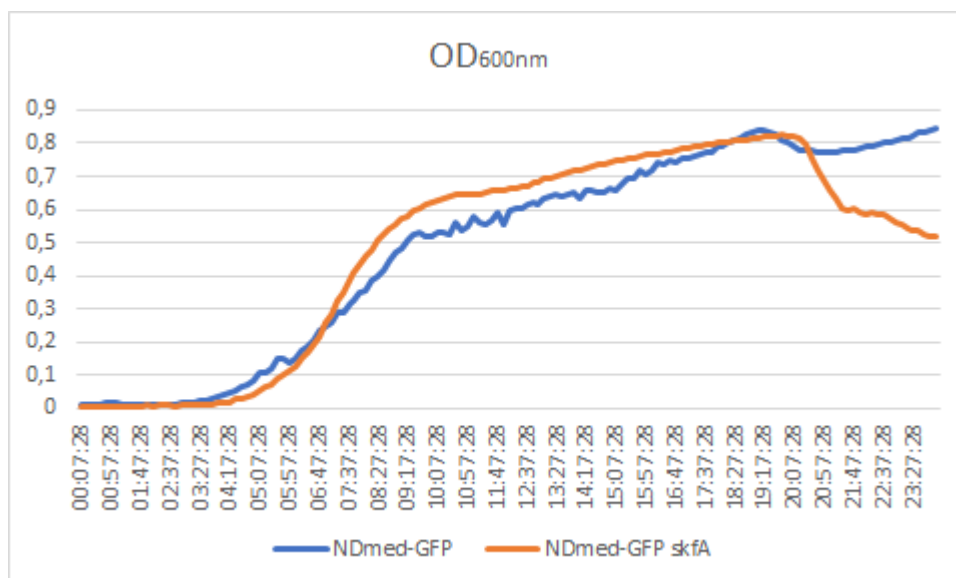

**Figure 17: Differential growth curves of NDmed-GFP and a *skfA*-mutant derivative in planktonic culture.** Strains were cultured in B-medium at 37°C with continuous shaking in a 96-well plate. Optical density (OD<sub>600nm</sub>) readings were taken using a Biotek reader. Source data are provided as a Source Data file.

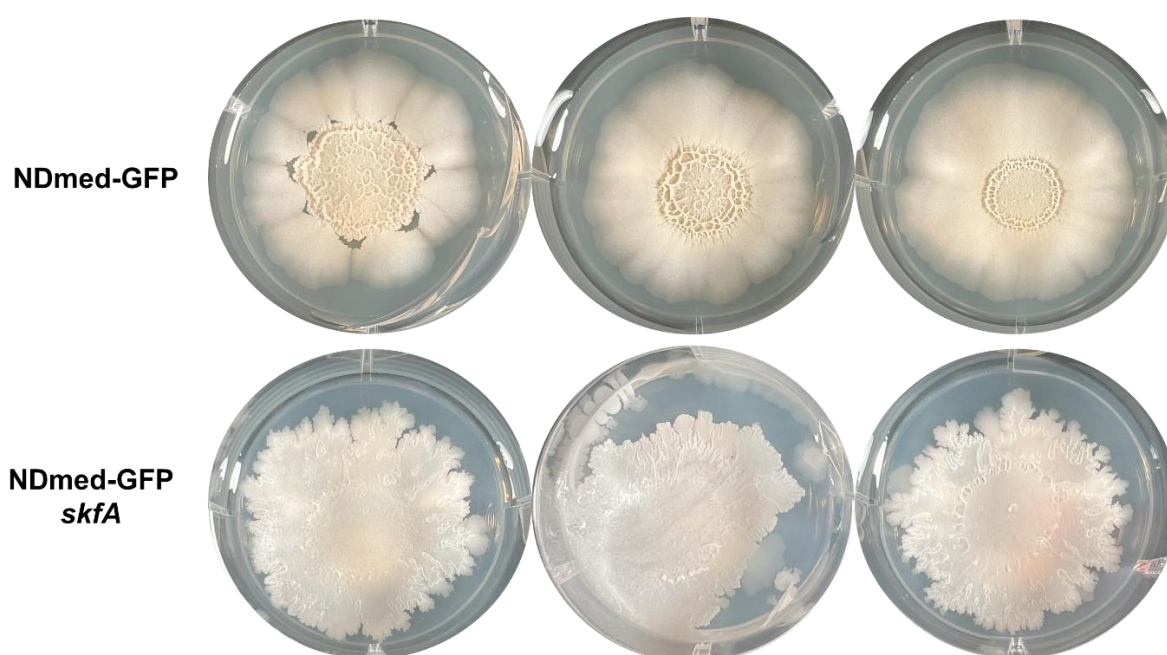

**Figure 18: Colony comparison between *B. subtilis* NDmed-GFP and *skfA* mutant.** The figure depicts three biological replicates of strains cultured on 1.5% agar synthetic B-medium at 30°C for 4 days.

## 2- Supplementary Notes

### Supplementary Note 1: Analysis of the swarming model RNAseq data

#### **A retrospective view on the adjacent spatial compartments of a swarm shows differential gene expression**

Transcriptome analysis of four different localisations (MC, BS, DT, and TP) reflecting the successive stages of swarming revealed distinct patterns of gene expression in the corresponding cell populations. From the 4028 genes of the *B. subtilis* NDmed, 2371 genes are differentially expressed between the four localised compartments of a swarm and grouped according to the similarity of their gene expression, represented as a heatmap in [Supplementary Fig. 5a](#). 

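With edgeR, 2227 genes, or 55.3% of the 4028, were called in at least 1 of the 6 pairs among MC, BS, DT and TP. With 1 sample left out the count lay between 2114 and 2518. Each of the 3 swarmer populations differed from MC in more genes than any pair of swarmers differed, with 1785 genes between DT and MC and 1831 between TP and MC.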

There are 47 groups of genes differentially expressed within the swarming model (GS1 to GS47). [Supplementary Fig. 5b](#), represents a functional category percentage of the 2371 genes across the different conditions of a swarm.

Most of the sporulation genes (507 out of 629 genes from the *SubtiWiki* lifestyle category “Sporulation”) were grouped in the largest GS1 cluster (1082 genes). This cluster includes genes involved in sporulation regulatory circuits and those required for different stages of spore formation. Comparative analysis of the gene expression patterns indicates an effective activation of the sporulation process in the mother colony population compared to the other three.

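Against the swarmers together, *gerE* (IA17_01425) changed in MC by a log2 fold change of 5.20 (standard error 0.45, adjusted p = 1.06e-09), *spoVT* (IA17_20940) by 2.47 (standard error 0.16, adjusted p = 8.2e-12) and *spoIIID* (IA17_14165) by 9.62 (standard error 0.35, adjusted p = 7.28e-16). *spoIIID* stood at 788 ± 181 CPM (SD, n = 3) in MC against 1.21 ± 0.987 in BS, *gerE* at 679 ± 159.6 against 19.7 ± 0.647, and *spoVT* at 570.3 ± 68.1 against 98.0 ± 2.94.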

A gene expression “signature” characteristic of mother colony, induced either by early or late sporulation-specific sigma factors SigE (190 of 221), SigF (84 of 107), SigG (116 of 135) and SigK (103 of 120) as well as specific TFs (*GerE*, *SpoVT*, *SpoIIID*), indicates a high heterogeneity of the mother colony population with respect to the sporulation process.

Example:

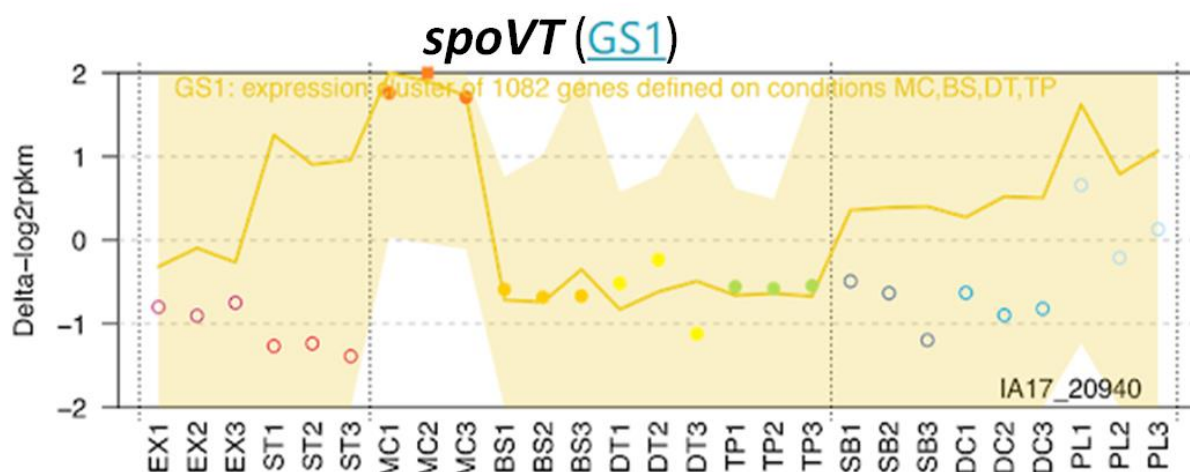

*Expression profile across the different populations of spoVT (transcription regulator of sigG-dependent genes). The graph was extracted from Genoscapist.*

In line with this, genes from the SigD regulon (73 out of 117), which encode proteins that ensure the mutually exclusive program of motility and chemotaxis and are partially repressed by the master regulator of sporulation Spo0A (37 out of 79), showed opposite behaviour, as being downregulated in the mother colony population compared to swarmer populations, and were grouped into the GS3 cluster.

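In MC against the swarmers together, a comparison added later, 31 of the 32 *fla/che* genes were called lower, with a median log2 fold change of −2.83 and the largest for *fliJ*, −3.35 (standard error 0.82, adjusted p = 0.00106). *swrB* alone was higher, by 0.81 (adjusted p = 0.0194). Genes outside *fla/che* also fell in MC, with *motA* (IA17_08600) at −3.37 (standard error 0.61, adjusted p = 5.09e-05), *motB* at −2.43 and *flgL* at −2.98. Within the operon the sigma factor gene *sigD* changed by −1.73 (standard error 0.46, adjusted p = 0.00218).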

Example:

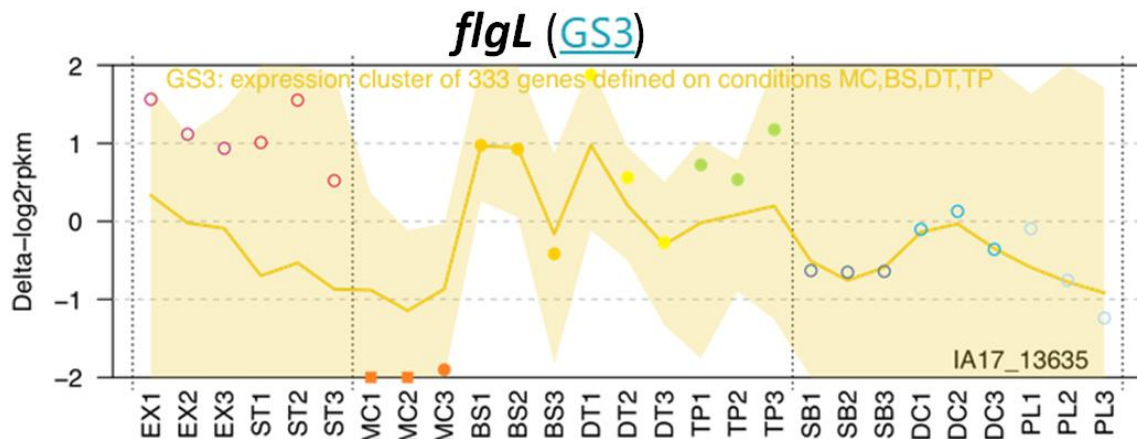

Expression profile across the different populations of *flgL* (flagellar hook-filament junction protein). The graph was extracted from Genoscapist.

The second group of genes overrepresented in the GS1 cluster and characterised by increased expression levels in the mother colony population includes genes involved in the utilisation of specific carbon sources (109 out of 243). These genes are known to be repressed by the carbon catabolite control protein CcpA.

Example:

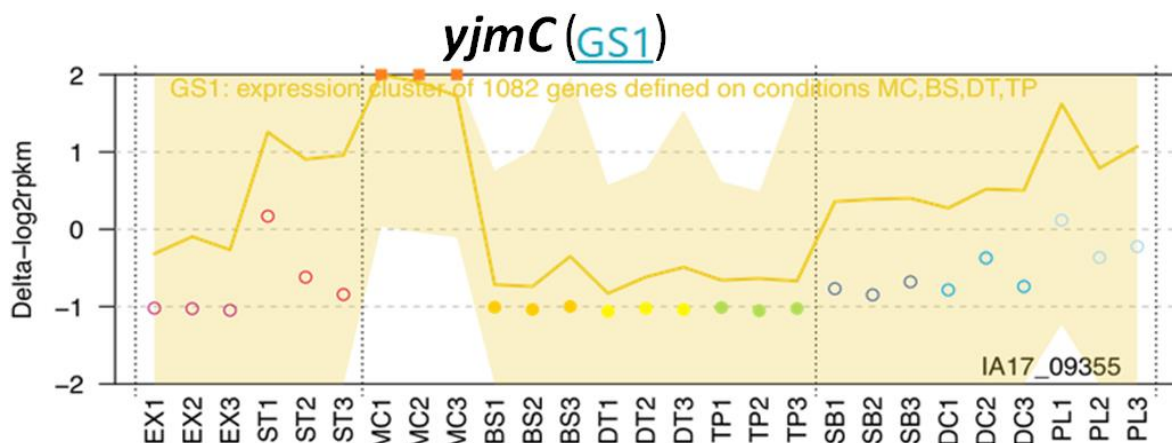

Expression profile across the different populations of the *yjmC-uxaA* operon (essential for galacturonate utilisation). The graph was extracted from Genoscapist.

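Against the swarmers together, *yjmC* (IA17_09355) was higher in MC by a log2 fold change of 8.99 (standard error 0.44, adjusted p = 6.09e-14), *yjmD* by 6.67, *uxuA* by 3.27, *yjmF* by 5.28 and *exuT* by 4.66. The last genes of the operon changed less. *exuR* stood at 0.20 (adjusted p = 0.241), or 0.06 and 0.35 without replicates 1 and 2 of MC, *uxaB* at 1.13 (adjusted p = 4.02e-05) and *uxaA* at 0.97 (adjusted p = 1.18e-05). *uxaB* fell short of the threshold of 1 without replicate 1 of MC, at 0.99, and *uxaA* passed it without replicate 1 of MC, replicate 2 of MC or replicate 1 of TP, at 1.02, 1.06 and 1.01. *yjmC* stood at 92.3 ± 39.8 CPM (SD, n = 3) in MC and between 0.135 and 0.227 in the swarmers, a few reads per sample.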

A similar behaviour (strong upregulation in the MC population compared to other swarming populations) was found for the PhoP gene regulon (40 out of 58 genes). 

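Of the genes controlled by PhoP, the 8 of *tuaA-H* were taken as the example, in a comparison added later. In MC against the swarmers together all 8 were called higher, with a median log2 fold change of 5.24 and a largest adjusted p of 4.84e-06. *tuaA* stood at 852 ± 369 CPM (SD, n = 3) in MC, 86.3 ± 118 in BS, 10.3 ± 14.4 in DT and 2.57 ± 0.823 in TP. In BS the mean log2(fpkm + 5) of the operon was 4.97 and 4.65 in replicates 1 and 2 and 7.87 in replicate 3.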

The PhoP-activated genes were grouped into the GS1 cluster.

The majority of genes (98 out of 140) known to be negatively regulated by the second stress adaptation mechanism, the stringent response, were downregulated in the mother colony population and grouped into the GS2 (56 out of 140) and GS3 (42 out of 140) clusters. In addition to genes belonging to the category “protein synthesis, modification and degradation” (e.g., ribosomal proteins, translation factors), the GS3 cluster includes genes belonging to the category “information processing” (e.g., *rpoA*, *nusA*). Accordingly, genes (16 out of 24) from the purine biosynthesis pathway controlled by the PurR repressor, whose binding activity is known to be stimulated by the stringent response, were downregulated in the mother colony population compared to the three. In addition, the GS2 cluster contains 34 out of 86 tRNA genes that were downregulated in MC.

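*rpoA* (IA17_20475) was lower in MC than in the swarmers together, by a log2 fold change of −1.30 (standard error 0.23, adjusted p = 3.21e-05). *nusA* (IA17_07075) changed by −0.74 (standard error 0.17, adjusted p = 0.000443) in the same comparison, less than the threshold of 1, and was called at 1.5-fold.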

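Against the swarmers alone, a comparison added later, all 12 genes of *purE-D* were called lower in MC, with a median log2 fold change of −2.49, a range from −2.79 to −2.29 and a largest adjusted p of 7.5e-06. In the swarmers the mean log2(fpkm + 5) of the operon was 8.80 ± 0.74 (SD, n = 3) in BS, 8.56 ± 0.66 in DT and 8.43 ± 0.15 in TP.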

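TP was compared with MC, BS and DT together. Of the genes *epsF*, *epsG*, *epsH*, *epsI*, *epsK*, *epsL*, *epsN* and *epsO*, edgeR called 0, with log2 fold changes from −1.01 for *epsI* to −0.36 for *epsO* and adjusted p values from 0.0705 to 0.334. The unadjusted p was under 0.05 for 3 of these 8. With the replicate number as a block *epsH* and *epsI* were called, at −1.01 for both. *tapA* changed by −1.04 (standard error 0.41, adjusted p = 0.05), *sipW* by −1.09 (standard error 0.38, adjusted p = 0.0302) and *tasA* by −1.25 (standard error 0.39, adjusted p = 0.0171), and all 3 were called. *tapA* was not called with DESeq2's size factors, without the filter on low counts, with the block, or without any of the 12 samples but replicate 3 of BS and replicate 2 of DT, with log2 fold changes from −1.20 without replicate 1 of TP to −0.93 without replicate 3 of DT and adjusted p values up to 0.165 without replicate 3 of TP. *sipW* was not called without replicate 3 of DT (−0.98) or without replicate 1, 2 or 3 of TP (−1.25, −1.05 and −0.99). *tasA* was not called without replicate 2 of TP (−1.16) or replicate 3 of TP (−1.22).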

Two groups of genes encoding the main components of the biofilm matrix: the *epsF-G-H-I-K-L-N-O* genes and the *tapA-tasA* operon showed slightly different expression patterns with a common feature of different levels of downregulation in the tips population compared to the other three, so they were grouped into clusters GS7 and GS8, respectively.

Similarly, genes from the category “Biosynthesis of antibacterial compounds” category (11 out of 53), which are involved in the production of the antibacterial compounds plipastatin, bacillaene and subtilosin were downregulated in the tips population and grouped in the GS8 cluster.

Comparison between adjacent compartments of a swarm highlights some genes that are differentially expressed ([Supplementary Fig. 1](#)). 

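BS differed from MC in 1853 genes, 780 higher and 1073 lower in BS. The replicates did not overlap for 1775 of these. Without any one of the 6 samples the count was between 1709 and 2054, the highest without replicate 3 of BS.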

Between the base and the mother colony (BS vs MC) there are 815 genes upregulated and 1140 genes downregulated, most of which have been described in the GS1. 

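The 12 genes *znuA*, *znuC*, *znuB*, *yrpE*, *folEB*, *yciB*, *rpsNB*, *pftA*, *pftB*, *ppsD*, *ppsE* and *yxeG* were all lower in DT than in BS. Their log2 fold changes ran from −3.99 for *pftA* to −1.26 for *znuC*. The unadjusted p values were between 1.59e-05 and 0.0015, but with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment over 4009 genes the adjusted p values were between 0.0637 and 0.4, so none was called. DESeq2 called 11 of them, all but *rpsNB*. *znuA* (IA17_18855) changed by −2.16 (standard error 0.39, adjusted p = 0.0637) and stood at 1916 ± 297 CPM (SD, n = 3) in BS and 429 ± 392 in DT. With the replicate number as a block it was called, at −2.25.

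Replicate 3 of BS and replicate 3 of DT decided these calls. Without replicate 3 of BS all but *rpsNB* were called, with *znuA* at −2.03 and *pftA* at −4.33. Without replicate 3 of DT *znuA*, *znuB*, *yrpE*, *folEB*, *yciB* and *rpsNB* were called, at −3.25, −1.51, −5.49, −4.87, −5.67 and −5.21. A list of 8 genes controlled by Zur, chosen after these values were seen, had a median log2 fold change of −2.75 with 8 of 8 at an unadjusted p under 0.05, and of −5.04 without replicate 3 of DT, where 7 were called. EdgeR called 0 of the 8 and DESeq2 6. All 8 were called when adjusted over the list alone, which is not independent evidence.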

In the dendrites, 12 genes are downregulated compared to the base (DT vs BS), *ppsD-E*, *rpsNB*, *yxeG*, *yrpE*, *folEB-yciB* and the *znuACB* and *pftAB* operons. In addition, 14 genes are downregulated (*veg*, *ykoY*, *ydzJ*, *spoVS*, *yvdF*, *sspF*, *yqzM*, *tRNA-Met*, *tRNA-Thr*, *tRNA-Ser*, *tRNA-Asp*, *tRNA-Val*, and 2 genes *tRNA-Arg*) and 10 upregulated (*tRNA-His*, *ytbE*, *ytdD*, *rbsD*, *melE*, *melR*, *ldh*, *cydA*, *ydgH* and *ydgG*) in the tips when compared to the dendrites (TP vs. DT). 

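The transfer RNA genes of this list could not be identified by name here. Any that are in the data without a name were tested with all genes. Whether IA17_13190, the gene edgeR called, is one of them could not be told. *ytdD* was not found in the table. The neighbouring name *ytbD* rose by 1.29 with edgeR (adjusted p = 0.107), and DESeq2 called it, at 1.34 (adjusted p = 0.0103). The genes *veg*, *ykoY*, *ydzJ*, *spoVS*, *sspF* and *yqzM* were lower in TP than in DT, with log2 fold changes from −1.03 for *ykoY* to −1.85 for *yqzM*. *ytbE*, *rbsD*, *melE*, *melR*, *ldh*, *cydA*, *ydgH* and *ydgG* were higher, from 1.05 for *ytbE* to 5.52 for *ldh*. For these 14 genes the unadjusted p lay between 0.000163 and 0.00371 and the adjusted p between 0.107 and 0.286, so edgeR called none, whereas DESeq2 called 12 of them, all but *ydgH* and *ydgG*. *yvdF* changed by 0.11 (adjusted p = 0.961), and by −0.05 without replicate 2 of TP, and *yydF* by −1.22 (adjusted p = 0.152). DESeq2 called *yydF*, at −1.19 (adjusted p = 0.0387).

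The rise of *ldh*, *ydgG*, *ydgH* and *cydA* rested on replicate 3 of TP. *ldh* (IA17_18955) stood at 4.29, 4.98 and 729 CPM in the 3 TP replicates and at 7.63, 5.17 and 3.29 in those of DT. Without replicate 3 of TP its log2 fold change was −0.21, that of *ydgG* −0.41, that of *ydgH* −0.84 and that of *cydA* 0.24. The changes of the others that rose were also smaller without it, with *melR* going from 1.86 to 0.63, *melE* from 1.63 to 0.52, *rbsD* from 1.23 to 0.78 and *ytbE* from 1.05 to 0.66. *ldh* was called without replicate 1 of TP (6.10) or replicate 2 of TP (6.10). *ydgG*, *melR* and *ytbE* were called without replicate 2 of TP, at 3.73, 2.25 and 1.30. Without replicate 2 of DT *veg*, *sspF*, *yqzM* and *ytbE* were called, at −1.23, −1.99, −2.15 and 1.35, and without replicate 1 of DT *yqzM* was, at −2.19. Without replicate 3 of DT *yqzM* and *ykoY* were at −0.79 and −0.59. A list of 7 genes controlled by Rex, chosen after these values were seen, had a median of 1.29, and of 0.05 without replicate 3 of TP. EdgeR called 0 of these 7, or 3 when adjusted over the list alone, DESeq2 2, and 4 had an unadjusted p under 0.05.

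**Figure D4:**
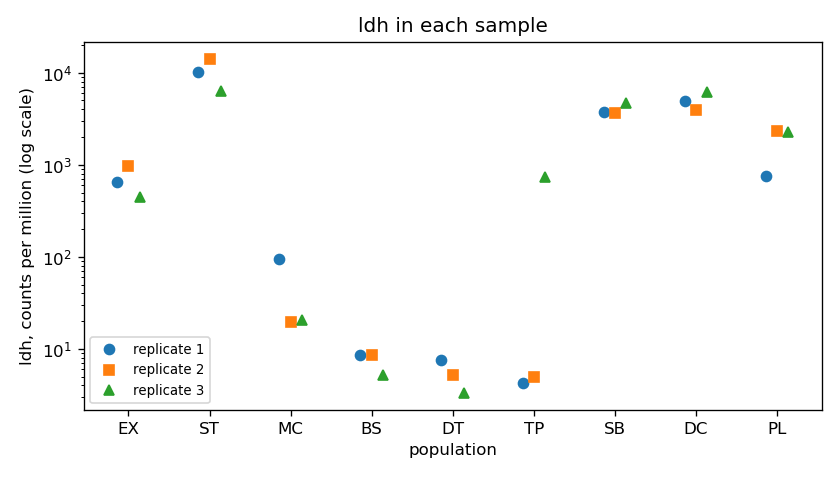
CPM of *ldh* on a log scale (vertical axis) in each sample of the 9 populations (horizontal axis), with one symbol per replicate. Replicate 3 of TP stands at 729 CPM, and the other 8 swarmer samples between 3.29 and 8.64 CPM.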

The *ycaA* gene, encoding a lipoprotein required for swarming motility, shows gradual upregulation by a Log2FC from one localised compartment to its adjacent one going from the mother colony to the tips.

## Supplementary Note 2: Analysis of the static liquid model RNAseq data

### Half of the genome is differentially expressed between the floating pellicle and the submerged biofilms coexisting in the same microplate well

In this study, we have separately collected the submerged (SB), the pellicle (PL) as well as the detached cells (DC), a compartment between the SB and PL. 

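With edgeR, 1824 genes, or 45.3% of the 4028, were called in at least 1 of the 3 pairs of SB, DC and PL. PL differed from SB in 1509 genes, 1070 higher and 439 lower in PL. PL differed from DC in 844 genes, 620 higher and 224 lower in PL, and DC from SB in 657, 442 higher and 215 lower in DC. At a threshold of 1.5-fold the count was 1266 between PL and DC and 1125 between DC and SB. Leaving out 1 sample gave between 1396 and 1444 for PL and SB, between 606 and 822 for PL and DC, and between 499 and 720 for DC and SB.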

From the 4028 genes, 1916 are differentially expressed between the three localised compartments clustered by 26 groups (GL1 to GL26) with functional category percentage, represented in Figure S4.

Groups GL6, GL9, and GL8 (Supplementary Fig. 4a) show an upregulation in the gene expression profile for the detached cells compared to the pellicle and the submerged. Classification by functional categories (Supplementary Fig. 4b) shows that 85 % of the motility and chemotaxis genes are in group GL9. This group contains genes of the *fla/che* operon and *hag*, the latter showing an upregulation by approximately 3Log2FC and 1.5Log2FC in the detached cells compared to the submerged and the pellicle, respectively. 

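*hag* was higher in DC than in SB by 2.78 (standard error 0.83, adjusted p = 0.0148) and higher than in PL by 1.55 (standard error 0.80, adjusted p = 0.135). It was thus called against SB only. SB and PL were compared over all genes, but the value of *hag* in that comparison was not drawn out. The call against SB was lost without replicate 2 of SB, at 2.52 (adjusted p = 0.0685), and without replicate 2 of DC, at 2.13 (adjusted p = 0.0808). Against PL *hag* was called with the replicate number as a block, at 1.90, and without replicate 1 of PL, at 2.62 (adjusted p = 0.0351, the lowest of a range up to 0.46, without replicate 2 of DC, over the alternatives). It was at 0.90 without replicate 2 of DC. Of the 32 *fla/che* genes, compared later between DC and SB and PL together, edgeR called 10 higher in DC, 26 when adjusted over the list alone, and DESeq2 23. Their median log2 fold change was 1.53.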

Interestingly, belonging to the *fla/che* operon in GL9, *swrD* encodes a swarming protein (SwrD) used to promote flagellar power. The *swrD* gene is the highest upregulated gene in the detached cells compared to the pellicle by a 2Log2FC (PL vs. DC). This could suggest that a rather high viscosity of the liquid culture requires a swarming-like process for efficient migration of the cells in the liquid column.

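*swrD* (IA17_07230) stood at 10.3 ± 4.10 CPM (SD, n = 3) in DC, 2.46 ± 2.67 in PL and 3.40 ± 1.14 in SB. DC against PL gave a log2 fold change of 2.07 (standard error 0.78, adjusted p = 0.0438). The gene was not called without replicate 1 of DC (2.03), replicate 2 of DC (1.78), replicate 2 of PL (1.67) or replicate 3 of PL (1.66), and without replicate 1 of PL its log2 fold change was 3.49.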

Example:

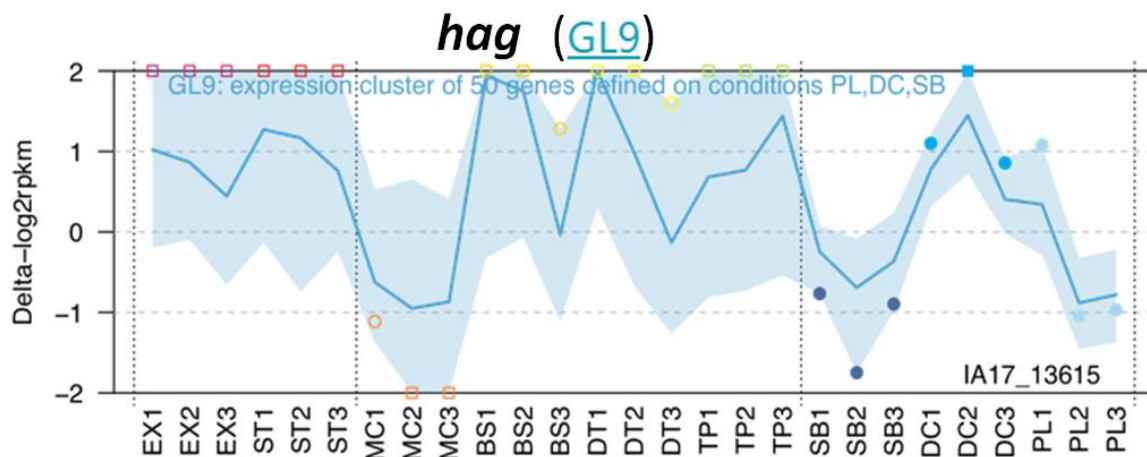

Expression profile across the different populations of the *hag* gene (flagellin protein essential for motility and chemotaxis). The graph was extracted from Genoscapist.

GL3 and GL4 groups contain most of the already known genes involved in biofilm formation (Fig. S6b), which are upregulated mainly in the pellicle (PL) and partially in the detached cells (DC) (Supplementary Fig. 6a). Biofilm genes in these groups are the *tapA* and *epsA-O* operons, *dhbACB*, *slrR*, *sinI*, *bslA*, and *spo0A*. 

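Of *epsA-O*, 13 of 15 genes were called higher in PL than in SB, a comparison of the list added later, with a median log2 fold change of 2.81 and the largest for *epsA*, 4.35 (standard error 0.45, adjusted p = 2.07e-07). *epsN* and *epsO* were not called, at 0.35 (−0.02 without replicate 2 of PL) and −0.32 (−0.21, −0.68 and −0.17 without replicates 1, 2 and 3 of PL). The calls of *epsL* (1.75) and *epsM* (1.41) rested on single samples. *epsL* was not called without replicate 2 of SB (1.54) or replicate 2 of PL (1.24), and *epsM* not without replicate 1 of SB (1.39), replicate 2 of SB (1.32) or replicate 2 of PL (1.03). All 3 genes of *tapA-sipW-tasA*, also compared later, were called, between 4.25 and 4.58. *bslA* (IA17_11385) was higher in PL by 1.45 (standard error 0.47, adjusted p = 0.0119), at 1176 ± 85.5 CPM (SD, n = 3) in PL and 431 ± 43.5 in SB.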

Comparison between the matrix genes for the two biofilm populations after 24 hours for the liquid model indicates that the *tapA* operon is upregulated by 4Log2FC, the *epsA-O* operon by approximately 3Log2FC, and *bslA* by a Log2FC in the pellicle compared to the submerged (PL vs SB). As for the regulators encoding genes in this group,

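*slrR* (IA17_13110) was higher in PL than in SB by a log2 fold change of 2.75 (standard error 0.44, adjusted p = 3.25e-05), *sinI* (IA17_03455) by 2.29 (standard error 0.34, adjusted p = 1.29e-05) and *spo0A* (IA17_03650) by 1.10 (standard error 0.24, adjusted p = 0.000616). *slrR* was low in both, at 5.01 ± 2.17 CPM (SD, n = 3) in PL and 0.737 ± 0.206 in SB. *sinI* stood at 95.4 ± 16.2 in PL and 19.4 ± 5.30 in SB, and *spo0A* at 608 ± 60.0 and 284 ± 8.85.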

*slrR* and *sinI* show an upregulation by 2Log2FC and *spo0A* by a Log2FC in the pellicle compared to the submerged. Sporulation genes, of which about 87% are present in GL1 (Supplementary Fig. 6b), show a higher upregulation in the pellicle compared to the other two populations present, detached and submerged, like the *cge*, *cot*, *cwl*, *spoII*, *spoIII*, *spoIV*, *spoV* operons and genes. The most highly expressed genes in the pellicle compared to the submerged (PL vs. SB) by around 3Log2FC, are *ysxE*, *spoVID*, *spoIVA*, as those compared to the detached cells (PL vs. DC) are *cotC*, *yxuD*, *cotU*. 

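Between PL and SB, *ysxE* differed by a log2 fold change of 2.97 (standard error 0.43, adjusted p = 1.05e-05), *spoVID* by 2.97 (standard error 0.51, adjusted p = 6.21e-05) and *spoIVA* by 2.88 (standard error 0.58, adjusted p = 3e-04). Between PL and DC, *cotC* differed by 2.89 (standard error 0.77, adjusted p = 0.0068) and *cotU* by 2.75 (standard error 0.78, adjusted p = 0.00948). *yxuD* was not found in the table. The calls against DC rested on replicate 1 of PL, without which *cotC* was at 1.60 (adjusted p = 0.0905) and *cotU* at 1.26 (adjusted p = 0.166). *cotU* was also not called without replicate 1 of DC, at 2.40. *cotC* stood at 805 CPM in replicate 1 of PL and 70.5 and 235 in replicates 2 and 3.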

The *ypqP* gene, potentially involved in the synthesis of polysaccharide, has been suggested to be involved in the addition of polysaccharides to the spore envelope. This gene is upregulated by 1.6Log2FC and 1.9Log2FC in the pellicle compared to the submerged or the detached cells, respectively.

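*ypqP*, listed as *yodU* (IA17_05000), was higher in PL than in SB by a log2 fold change of 1.66 (standard error 0.53, adjusted p = 0.0118) and higher than in DC by 1.88 (standard error 0.54, adjusted p = 0.0104). Without replicate 1 of PL neither was called, at 0.46 against SB and 0.69 against DC, and without replicate 1 of DC the change against DC was 1.64 and not called. The gene stood at 514 CPM in replicate 1 of PL and at 55.4 and 160.1 in the others.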

Example:

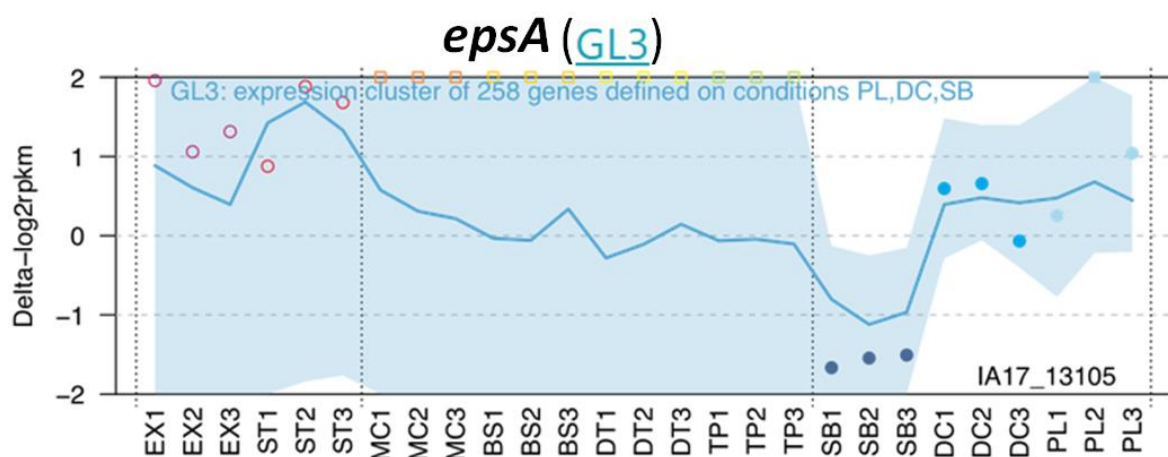

Expression profile across the different populations of the *epsA-O* operon (essential for matrix production). The graph was extracted from Genoscapist.

GL5, a group clustering 135 genes, is upregulated in the detached cells (DC) and submerged (SB) (Supplementary Fig. 6a). The *narG-I* operon, involved in nitrate respiration, is highly upregulated by a 5Log2FC in both detached and submerged cells compared to pellicle (PL vs. DC, and PL vs. SB). 

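All 4 genes of *narG-I* were called higher than in PL in 2 comparisons added later, with median log2 fold changes of 5.24 in SB and 5.54 in DC. The changes lay between 5.07 and 5.69 in SB (largest adjusted p = 1.1e-07) and between 4.72 and 5.64 in DC (largest adjusted p = 1.21e-06).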

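*lctP* was higher than in PL by 2.89 (standard error 0.77, adjusted p = 0.00356) in SB and by 2.92 (standard error 0.78, adjusted p = 0.00662) in DC. *eno* was higher by 1.47 in SB and 1.37 in DC, *pgm* by 1.27 and 1.40, *ackA* by 1.07 and 0.84, and in DC *gapA* by 1.64 and *cggR* by 1.20. Of these 6 genes, *ackA* in DC and *cggR* in SB did not pass the threshold of 1, and the largest adjusted p was 0.0151. *ackA* in SB was not called without replicate 2 of SB (0.87) or replicate 1 of PL (0.91), and in DC it was called at 1.5-fold and without replicate 3 of PL (1.01).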

Carbon metabolism related genes, *i.e.*, *lctP*, *gapA*, *eno*, *cggR*, *ackA*, *pgm*... are all upregulated by more than Log2FC in the submerged compartments (SB and DC) compared to the pellicle (PL). Supplementary Fig. 6a, shows a high expression in the submerged population compared to the pellicle and the detached one in the GL2 clustering group. This group contains around 70% of genes related to the functional category coping with stress (Supplementary Fig. 6b), most of which are regulated by the SigB regulon *i.e.*, *yjgD*, *ygbB*, *csbx*, *ydbD*, *ktAE*, *yhxD*,... that are upregulated by 3Log2FC and 2Log2FC in the submerged compared to the pellicle or to the detached cells, respectively (downregulated in the comparisons PL vs. SB and DC vs. SB).

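Of the genes named, *ygbB* was not found in the table. *yjgD*, *csbX*, *ydbD*, *katE* and *yhxD* were higher in SB than in PL by 3.47, 2.91, 2.88, 2.88 and 2.80 on the log2 scale, with adjusted p values from 0.00448 to 0.0261, and all 5 were called. *ydbD* and *katE* were not called without replicate 1 of SB (2.40 and 2.72), replicate 2 of PL (2.62 and 2.40) or replicate 3 of PL (2.53 and 2.36), nor *yhxD* without replicate 3 of PL (2.38). Without replicate 1 of PL *csbX*, *katE* and *yhxD* rose to 4.70, 5.33 and 4.24. Against DC the 5 genes were higher by 2.22, 2.23, 1.87, 1.89 and 1.86, and edgeR called none, with adjusted p values from 0.0556 to 0.166. The unadjusted p against DC was under 0.05 for 3 of the 5, and DESeq2 called *yjgD*, *csbX* and *yhxD*. Without replicate 1 of DC edgeR called these 3, at 3.56, 3.49 and 2.79. *yjgD* was at 1.45 without replicate 1 of SB, and *katE* at 3.20 without replicate 1 of DC. Of the whole SigB list, compared later, 3 of 26 were called higher in SB than in DC by edgeR, 0 when adjusted over the list alone, with 12 at an unadjusted p under 0.05, and 10 by DESeq2. The median was 1.67, and 2.64 without replicate 1 of DC, where 16 were called.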

Example:

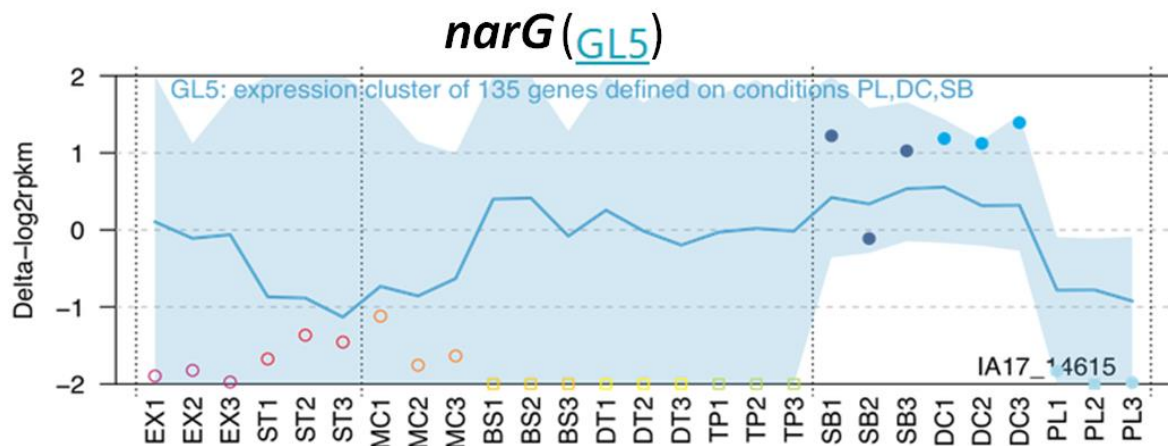

*Expression profile across the different populations of the narG-I operon (anaerobic nitrate respiration). The graph was extracted from Genoscapist.*

About 34 % of the differentially expressed genes between the different populations of the liquid model are poorly characterised or of unknown function ([Supplementary Fig. 6b](#)). Thus, in the comparison between the pellicle and the submerged (PL vs. SB), among others genes like *yocA*, *yitJ*, and *ywcI* are upregulated while *yjgC*, *ydaC*, and *yxIE* are downregulated by 3Log2FC. Moreover, genes such as *ydjJ*, *yoxB*, and *yycD* are downregulated by more than 2Log2FC in the detached cells compared to the submerged (DC vs. SB). 

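In PL against SB, *yitJ* was higher by 3.45 (standard error 0.55, adjusted p = 2.71e-05) and *ywcI* by 3.24 (standard error 0.88, adjusted p = 0.00409), while *yocA* (IA17_05385) was lower, at −0.79 (standard error 0.17, adjusted p = 0.000671). *yocA* stood at 425 ± 48.5 CPM (SD, n = 3) in PL and 737 ± 125 in SB, and was called at 1.5-fold only. *yjgC* changed by −3.54 (standard error 1.06, adjusted p = 0.00743), *yxlE* by −3.07 (standard error 0.46, adjusted p = 1.6e-05) and *ydaC* by −3.35 (standard error 1.17, adjusted p = 0.0192). *ydaC* was not called without replicate 1 of SB (−2.90), replicate 2 of PL (−2.85) or replicate 3 of PL (−2.82), and without replicate 1 of PL it was at −6.12.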

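In DC against SB the log2 fold change was −2.36 (standard error 1.04, adjusted p = 0.0899) for *ydjJ*, −2.25 (standard error 0.92, adjusted p = 0.0681) for *yoxB* and −2.13 (standard error 0.79, adjusted p = 0.0452) for *yycD*. Only *yycD* was called by edgeR, and not with the replicate number as a block (−2.16), nor without replicate 1, 2 or 3 of SB (−1.83, −2.15 and −2.34), replicate 2 of DC (−1.71) or replicate 3 of DC (−2.05). DESeq2 called all 3. Without replicate 1 of DC edgeR called *ydjJ* and *yoxB*, at −3.76 and −3.30.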

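In PL against DC, *ywmC* (IA17_14335) had a log2 fold change of 2.95 (standard error 1.09, adjusted p = 0.04). It stood at 673 CPM in replicate 1 of PL, 11.3 in replicate 2 and 25.9 in replicate 3, and without replicate 1 of PL the log2 fold change was −0.75. It was also not called without replicate 1, 2 or 3 of DC (3.37, 2.73 and 2.82) or with the replicate number as a block (2.87). *ypzD* differed by 2.92 (standard error 0.73, adjusted p = 0.00422), and by 1.52 without replicate 1 of PL, where it was not called. *yclD* was lower in PL, at −2.59 (standard error 0.26, adjusted p = 8.81e-07), as were *ybfA*, at −2.29 (standard error 0.45, adjusted p = 0.000699), and *yhbD*, at −2.14 (standard error 0.52, adjusted p = 0.00372).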

The *ywmC* and *ypzD* genes are upregulated by approximately 3Log2FC and *yclD*, *ybfA*, *yhbD*, and others are downregulated by more than 2Log2FC in the pellicle compared to the detached cells (PL vs. DC).

### 3- Supplementary Table

**Table 1:** Forward (F) and reverse (R) primers used for the construction of plasmids with reporter fusions.

| <b>Fusion</b>           | <b>Primers</b>                                                                                                      | <b>Plasmid</b> |
|-------------------------|---------------------------------------------------------------------------------------------------------------------|----------------|
| <i>PepsA-gfpmut3</i>    | F: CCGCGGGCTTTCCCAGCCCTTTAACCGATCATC<br>R: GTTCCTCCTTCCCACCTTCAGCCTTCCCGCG                                          | pBSB2epsA      |
| <i>PypqP-gfpmut3</i>    | F: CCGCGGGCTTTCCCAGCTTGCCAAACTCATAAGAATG<br>R: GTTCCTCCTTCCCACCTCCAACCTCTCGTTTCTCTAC                                | pBSB2ypqP      |
| <i>PctaA-gfpmut3</i>    | F: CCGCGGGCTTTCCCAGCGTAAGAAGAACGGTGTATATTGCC<br>R: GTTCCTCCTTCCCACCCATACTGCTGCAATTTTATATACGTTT                      | pBSB2ctaA      |
| <i>PnarG-mCherry</i>    | F: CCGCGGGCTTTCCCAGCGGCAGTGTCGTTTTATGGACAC<br>R: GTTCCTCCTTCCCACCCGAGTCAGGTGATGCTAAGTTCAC                           | pBSB8narG      |
| <i>PskfA-mCherry</i>    | F: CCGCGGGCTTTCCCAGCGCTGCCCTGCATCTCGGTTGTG<br>R: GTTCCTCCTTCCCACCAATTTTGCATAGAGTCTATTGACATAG                        | pBSB8skfA      |
| <i>PcomGA-gfpmut3</i>   | F: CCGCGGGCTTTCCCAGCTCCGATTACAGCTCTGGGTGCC<br>R: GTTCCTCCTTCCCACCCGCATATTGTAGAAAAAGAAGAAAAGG                        | pBSB2comGA     |
| <i>PaprE-mCherry</i>    | F: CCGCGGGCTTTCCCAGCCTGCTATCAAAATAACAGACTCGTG<br>R: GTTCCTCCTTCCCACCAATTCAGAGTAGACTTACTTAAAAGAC                     | pBSB8aprE      |
| <i>PcggR-mCherry</i>    | F: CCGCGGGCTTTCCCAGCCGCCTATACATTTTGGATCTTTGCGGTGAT<br>TAACAT<br>R: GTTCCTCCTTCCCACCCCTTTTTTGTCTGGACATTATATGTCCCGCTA | pBSB8cggR      |
| <i>capE-mCherry</i>     | F: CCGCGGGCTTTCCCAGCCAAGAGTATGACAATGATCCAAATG<br>R: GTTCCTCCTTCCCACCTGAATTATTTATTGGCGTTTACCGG                       | pBSB8capE      |
| <i>PspoIIGA-mCherry</i> | F: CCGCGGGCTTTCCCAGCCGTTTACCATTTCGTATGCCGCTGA<br>R: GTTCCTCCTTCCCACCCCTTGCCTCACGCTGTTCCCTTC                         | pBSB8spoIIGA   |
| <i>PspoVC-mCherry</i>   | F: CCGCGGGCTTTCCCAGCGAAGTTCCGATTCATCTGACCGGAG<br>R: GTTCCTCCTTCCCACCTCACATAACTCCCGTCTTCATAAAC                       | pBSB8spoVC     |
| <i>PtapA-mCherry</i>    | F: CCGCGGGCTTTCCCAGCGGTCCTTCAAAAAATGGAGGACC<br>R: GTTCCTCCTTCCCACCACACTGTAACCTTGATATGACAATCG                        | pBSB8tapA      |

# Supplementary material for: Direct comparison of spatial transcriptional heterogeneity across diverse Bacillus subtilis biofilm communities
**Source:** Nat Commun. 2023 Nov 20;14:7546. doi: 10.1038/s41467-023-43386-w
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files:

**Supplementary Data 1:** Summary by gene of RNASeq data including normalised expression level in each sample, differentially expressed genes between conditions, and expression clusters.

**Supplementary Data 2:** Summary of the gene set enrichment analysis comparing expression clusters and Subtiwiki annotations (regulons and functional categories).

**Supplementary Movie 1:** Visualising dendritic swarming patterns of *Bacillus subtilis* using fluorescent reporter genes. Strain GM3924 was cultured under the swarming conditions detailed in the materials and methods section. Transcriptional fluorescent fusions within this strain report the expression of both *hag* and *tapA*, visualised by Gfp (in green) and mCherry (in red), respectively. Fluorescence images for the swarming colony experiment were captured every 5 minutes using a custom-made imaging device installed within a microbiological incubator (Heratherm IGS 100, ThermoFisher Scientific). Excitation was achieved using an LED light source (pE-4000, Cooled, UK). Image acquisition was performed with a CMOS camera (Cellcam Centro, Cairn Research, UK) with a macro lens (Navitar MVL7000, Thorlabs, USA), through a dual-band emission filter (59010m, Chroma, USA). The entire setup was controlled using  $\mu$ Manager (<http://www.micro-manager.org>). The resulting movie illustrates the bacterial journey, starting from the point of inoculation at the centre of a 10 cm diameter plate. Over the initial 5 to 6 hours, bacterial proliferation coincides with the activation of the *hag* gene, a key contributor to motility. Around the 7-hour mark, a series of small bud-like structures emerge from the mother colony, gradually maturing into dendritic formations. As time advances, spanning approximately 14 to 15 hours, the bacteria within the mother colony begin expressing *tapA*, intricately involved in the assembly and cell wall anchoring of the TasA protein, essential for extracellular matrix synthesis. This intricate process culminates in the formation of a structured Mother Colony, an early biofilm Base, monolayer Dendrites and rapidly dividing motile cells at the Tips.

**Supplementary Movie 2:** Unveiling swarming behaviour: kinetic insights through brightfield microscopy. Using binocular microscopy (Axio Zoom V16, ZEISS) in relief contrast mode, the GM3924 strain was inoculated onto a 10 cm diameter plate. The movie perceptibly illustrates the sequential events during swarming. Within the initial hour, the production of the surfactin ring commences, progressively expanding across the plate as time advances. Concurrently, the bacteria at the point of inoculation undergo substantial proliferation, culminating in the formation of a microcolony at the site of inoculation. From this mother colony bacteria initiate outward growth in dendritic structures. Image acquisition was performed at 5-minute intervals, and subsequently three fields of view (each measuring 3.3x2.8mm) were stitched together to create a comprehensive representation.

**Supplementary Movie 3:** Unveiling swarming behaviour: kinetic insights through transcriptional fusions. Using binocular microscopy (Axio Zoom V16, ZEISS) in epifluorescence mode, the GM3924 strain, transcriptionally reporting the *hag* gene (by Gfp, in green) and *tapA* (by mCherry, in red), was

inoculated onto a 10 cm diameter plate. Image acquisition was performed at 5-minute intervals, and subsequently three fields of view (each measuring 3.3x2.8mm) were stitched together.

**Supplementary Movie 4:** Spatiotemporal observation of strain GM3900 reporting transcription of *gapB* by Gfp (in green) and of *cggR* by mCherry (in red) during submerged biofilm development. An image was taken every 90 minutes for 72 hours followed by Imaris 4D projection for display.

**Supplementary Movie 5:** Submerged biofilm dynamics of *B. subtilis* NDmed-GFP (GM3649) with propidium iodide. An image was taken every 1 hour for 48 hours at 30°C followed by Imaris 4D projection for display.

**Supplementary Movie 6:** Spatiotemporal observation of strain GM3924 reporting transcription of *hag* by Gfp (in green) and of *tapA* by mCherry (in red) during submerged biofilm development. An image was taken every 1 hour for 48 hours followed by Imaris 4D projection for display.

**Supplementary Movie 7:** Spatiotemporal monitoring of strain GM3346 swimmers during the submerged biofilm. A 30 seconds movie was taken every 1 hour for 48 hours at a position 10 µm away from the surface followed by Imaris 4D projection for display.

**Supplementary Movie 8:** Spatiotemporal observation of strain GM3903, reporting transcription of *ackA* by Gfp (in green) and of *aprE* by mCherry (in red) during submerged biofilm development. An image was taken every 1 hour for 48 hours followed by Imaris 4D projection for display.

**Supplementary Movie 9:** Spatiotemporal observation of strain GM3912 reporting transcription of *comGA* by Gfp (in green) and of *skfA* by mCherry (in red) during submerged biofilm development. An image was taken every 1 hour for 48 hours followed by Imaris 4D projection for display.

**Supplementary Movie 10:** Spatiotemporal monitoring of *B. subtilis* strains NCIB3610 (left movie) and NDmed (right movie) during submerged biofilm development. Bacterial cultures were maintained in synthetic B-medium and labelled with FM4-64 stain for visualisation. Images were captured at hourly intervals over a 48 hours period and subsequently processed using Imaris software for 4D projection and visualisation.

# Supplementary material for: Direct comparison of spatial transcriptional heterogeneity across diverse Bacillus subtilis biofilm communities
**Source:** Nat Commun. 2023 Nov 20;14:7546. doi: 10.1038/s41467-023-43386-w
**Supplement:** Supplementary file 16 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ ☐ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

*Provide a description of all commercial, open source and custom code used to collect the data in this study, specifying the version used OR state that no software was used.*

Data analysis

Projections of the biofilm, 3D or 4D, were constructed from Z-series images using IMARIS 9.3 (Bitplane, Switzerland). Space-time kymographs were constructed with the BiofilmQ visualisation toolbox from the 4D-CLSM series.  
Subtiwiki was used for *B. subtilis* functional categorie grouping : <http://subtiwiki.uni-goettingen.de>.  
A website for interactive online exploration of condition-dependent quantitative expression profiles down to single-nucleotide resolution has been created using Genoscapist; these profiles can be accessed at [https://genoscapist.migale.inrae.fr/seb\\_bsubbiofilm/](https://genoscapist.migale.inrae.fr/seb_bsubbiofilm/)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The whole transcriptomic dataset has been deposited in GEO (accession number GSE214964).  
The whole 4D-CLM dataset has been deposited at <https://doi.org/10.57745/Z511A6>.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

### Reporting on sex and gender

*Use the terms sex (biological attribute) and gender (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design; whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data, where this information has been collected, and if consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.*

### Reporting on race, ethnicity, or other socially relevant groupings

*Please specify the socially constructed or socially relevant categorization variable(s) used in your manuscript and explain why they were used. Please note that such variables should not be used as proxies for other socially constructed/relevant variables (for example, race or ethnicity should not be used as a proxy for socioeconomic status). Provide clear definitions of the relevant terms used, how they were provided (by the participants/respondents, the researchers, or third parties), and the method(s) used to classify people into the different categories (e.g. self-report, census or administrative data, social media data, etc.) Please provide details about how you controlled for confounding variables in your analyses.*

### Population characteristics

*Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."*

### Recruitment

*Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.*

### Ethics oversight

*Identify the organization(s) that approved the study protocol.*

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

### Sample size

9 populations of the same bacterial strains were studied, with 3 independent replicates of each, ending to 27 samples analysis in the core RNAseq experiments.

### Data exclusions

None

### Replication

A minimum of 3 independent replicates were performed for all experiments

### Randomization

NA

### Blinding

NA

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                                 | Involved in the study                                  |
|-------------------------------------|--------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                        |

## Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

How the deposited data were processed for this re-analysis (not part of the article)

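RNA was measured by sequencing of stranded total RNA libraries, in 3 biological replicates of each of 9 populations of *B. subtilis* NDmed. The authors made single-end reads, demultiplexed them with bcl2fastq2, trimmed them with Cutadapt, checked them with FastQC, mapped them with BWA to the assembled NDmed genome and counted reads on genes with featureCounts. Ribosomal RNA had been depleted, and 7 loci that matched spike-in sequences were left out by the authors. The deposited table has for each gene its locus tag in NDmed, its tag in strain 168, its name in SubtiWiki, and for each sample a raw count and a log2(fpkm + 5) value. The counts are whole numbers, and the fpkm behind the log2 values follow from them with DESeq2's median-of-ratios factors and an added 5. The table has no coordinates, no gene types and no transfer RNA genes by name. The reads themselves were not mapped again, and whether the counting used the strand is not stated in the paper or its labels.

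Samples were grouped by the population in the sample labels. The plates of the swarming model are given as 10 cm wide in the paper and as 9 cm wide in the labels, which changes nothing below. Genes named by the paper were found by their name, by the 168 tag or by a synonym in the RefSeq gene table, where all 3880 tags of strain 168 in the table were found, and 148 genes have none. The median number of counted reads was 17387300 in EX, 16516258 in MC, 14144315 in BS, 19303092 in DT, 20943211 in TP, 20946842 in SB, 16198879 in DC and 20899524 in PL. At this depth the differences between replicates are larger than counting noise. Among genes with at least 10 counts in both of a pair of replicates, the smallest chi-square per degree of freedom was 8.26, so the replicates and not the depth set the precision. The scaling factors of TMM lay between 0.517 and 0.716 in ST and between 1.25 and 1.27 in SB.

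Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and figures were drawn in Python 3.11.15 with matplotlib 3.10.9. The edgeR analysis used filterByExpr with a minimum count of 10, TMM normalisation, one mean per population and the quasi-likelihood F test, with Benjamini-Hochberg adjustment over all genes tested. Standard errors of log2 fold changes are the size of the change divided by the square root of F. All p values of edgeR and DESeq2 are two-sided. Comparisons of groups of populations used the mean of the fitted log2 levels of each group. DEGs were counted for 12 pairs of populations and for the genes shared by MC, SB and PL against ST. The 6 pairs within the swarming model were also counted together, as were the 3 pairs within the static liquid model. Other pairs, EX and ST among them, were counted in the same fit. Samples were clustered by Spearman distance on the counts with average linkage, and genes by Pearson distance on log2(fpkm + 5) over the surface-associated samples. Mean profiles of gene lists were compared between populations by exact permutation of the replicates, two-sided. Counts of genes with replicates that do not overlap are from CPM.

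The alternatives tried for DEGs and lists were DESeq2 with its own size factors and its Wald test, edgeR with DESeq2's size factors, no filter on low counts, a threshold of 1.5-fold, the replicate number as a block, a fit of the compared populations alone (for pairs of populations only) and the omission of each replicate in turn. For the tree they were the Spearman or Pearson distance on log2(fpkm + 5), complete linkage, the filter on low counts and omission of the swarmer replicates. For the PCA, the gene clusters and the list profiles they were a pseudocount of 1, the filter on low counts, omission of replicates in the first and second of these, and also genes scaled to unit variance for the PCA, a height of 0.4 for the clusters and the median over genes for the profiles. One alternative was added after the counts of DEGs had been seen, DESeq2 without its filters and with q-values whose share of unchanged genes comes from the p values over 0.5. The paper used fdrtool for its q-values, which was not available here. Where a sample was left out, its population kept the other two and the dispersion was estimated again over all samples left.

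The genes named are those that the paper's results, discussion or Supplementary Notes name for the RNA sequencing, in the operons and lists drawn up for them, and, for DT against BS and TP against DT, the called genes of largest change, up to 5 in each direction, whose replicates do not overlap. The paper's figures and the first 689 genes of Supplementary Data 1 had been seen when this rule was written. The second part of the rule gave IA17_13190 alone. The genes *capE*, *metH*, *ycaA*, *ygbB*, *ytdD* and *yxuD* were not found in the table, and transfer RNA genes could not be identified in it by name. Any that it holds without a name were tested with all genes. Of the comparisons of lists, 32 were chosen after the first results had been seen, those of the Zur and Rex lists among them, and they are described as added later or as chosen later.

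The calls were tested on simulated data. Counts of all 27 samples were drawn with the levels of each population and the dispersions per gene of the fit of all samples. In each draw DT was given the levels of BS, TP those of DT or PL those of SB. Then 200 of the 4009 genes were changed. The spread is therefore not that of the compared populations alone. Between BS and DT, edgeR called 24 of 67 genes changed 2-fold, 58 of 67 changed 4-fold and 63 of 66 changed 8-fold. Between SB and PL, it called 20 of 67 genes changed 2-fold, 62 of 67 changed 4-fold and 66 of 66 changed 8-fold, and DESeq2 called 23, 64 and 66. Genes changed 2-fold lie at the threshold for a call, so many are missed by construction. Among the unchanged genes edgeR called 4 in the draw with BS and DT and 5 in each of the others, and DESeq2 called 10, or 9 in the draw with DT and TP. To see what the shared ST samples add to the overlap of comparisons with ST, the ST samples and 3 unchanged groups were drawn from the same mean levels 20 times. Other splits of the same 6 samples were fitted with edgeR for each of the 12 pairs, 10 splits each with the real one. Microscopy, reporter strains and the other measurements of the paper were not analysed here.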

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

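All tests in this part were chosen only after the result was seen. Of the 140 tested genes that have no tag in strain 168, 114, or 81.4%, were called in at least 1 of the 9 pairs of populations within the swarming or the static liquid model, against 2701 of 3869 genes with a tag, or 69.8% (Fisher exact test across genes, two-sided p = 0.00254). The paper does not discuss genes without a tag as a group, and the signal drew attention as one outside the genes it discusses. That is not certain, since the paper reports transfer RNA genes and none was found by name here. The 140 genes may therefore include transfer RNA genes, which was not tested. Their expression level argues against being the whole reason, since 10000 draws of genes with a tag at the same mean expression had a median of 72.1% called, and 78.6% was the upper end of the central 95% of draws (permutation test, one-sided p = 0.003). Neighbouring genes of one operon or prophage are called together, so both p values treat genes as more independent than they are. Reads shared between copies of a sequence and differences between the assembled genome and the cells sequenced were not tested, as the deposited table has neither sequences nor coordinates. Gene length was not tested either. No biological explanation was tested. A candidate explanation is that genes particular to NDmed respond more to the place of the cells in the models. It stays a hypothesis beside these open technical ones and the transfer RNA genes that the group may hold. A missing tag alone does not show that a gene is particular to NDmed.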

How the results depend on the processing

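DESeq2 without its filters and with q-values was chosen only after the result was seen, and the other alternatives here were planned. The counts of DEGs for BS and MC, the 4 comparisons with ST, DC and EX, PL and SB, both unions within the models and the genes shared by MC, SB and PL against ST stayed within 1.5 times under every alternative run and every sample left out. Leaving out 1 sample gave 1709 to 2054 for BS and MC, 2024 to 2234 for MC and ST, 2149 to 2320 for SB and ST, 1944 to 2080 for PL and ST, 1786 to 1937 for DC and ST, 1055 to 1112 for DC and EX, 1396 to 1444 for PL and SB, 499 to 720 for DC and SB, 606 to 822 for PL and DC, 1693 to 1806 for the static liquid union and 1131 to 1278 for the shared genes. DC and SB reached 1125 and PL and DC 1266 at 1.5-fold, which admits smaller changes by its construction.

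The counts among the swarmer populations moved with most choices. For DT and BS, where edgeR called 0 with 307 genes at an unadjusted p under 0.05, the replicate block gave 1, DESeq2 11 and DESeq2 with q-values 12, and leaving out 1 sample gave 0 to 113, the highest without replicate 3 of BS and 11 without replicate 3 of DT. For TP and DT, called 1, the block gave 0, DESeq2 22, q-values 24 and the fit of these populations alone 0 (edgeR in the block and in that fit), with 356 genes at an unadjusted p under 0.05 in the block, and leaving out 1 sample gave 0 (without replicate 3 of DT or of TP) to 11 (without replicate 2 of DT). The other omissions gave 3 without replicate 1 of DT, 2 without replicate 1 of TP and 6 without replicate 2 of TP. For TP and BS, called 187, 1.5-fold gave 374, q-values 297 and the fit of these populations alone 6, and leaving out 1 sample gave 27 (without replicate 3 of TP) to 521 (without replicate 3 of BS), with 41, 39 and 85 without replicate 1 of BS, replicate 2 of BS and replicate 1 of TP. A fit of 6 samples has fewer samples to estimate the spread from, and the cause of the other changes was not tested.

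The replicate block had no basis in the deposited labels, which give no batch. Deviations of replicates from their population mean were correlated across genes between replicates of the same number, for 36 pairs of populations. The correlations lay between −0.566 and 0.756, and only ST and PL had all 3 over 0.1, at 0.154, 0.151 and 0.256, so the numbers do not pair the samples in general.

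Of the 56 list comparisons, 389 members called as stated became 390 with DESeq2's size factors, 389 without the filter, 388 with the block, 407 at 1.5-fold, 393 with DESeq2 and 394 with q-values. Most lists stayed within 1.5 times, with these exceptions. At 1.5-fold, *hemA-L* gave 6 instead of 2 genes, lysine and threonine 7 instead of 4, the other osmoprotectant importers 4 instead of 0 and *cggR-gapA* in SB against PL 2 instead of 1. For *cggR-gapA* DESeq2's size factors, DESeq2 and q-values also gave 2. The proteases against EX gave 3 instead of 2 with DESeq2 and with q-values. Leaving out 1 sample gave 2 to 3 for *hemA-L* (3 without replicate 2 or 3 of SB), 5 to 8 for histidine (5 without replicate 2 or 3 of SB), 0 to 2 for the other importers (2 without replicate 1 of PL), 4 to 25 for the SigB list in SB against PL (4, 6, 7 and 25 without replicate 3 of PL, replicate 2 of PL, replicate 1 of SB and replicate 1 of PL) and 1 to 2 for *cggR-gapA* (2 without replicate 1 of SB, replicate 2 of SB or replicate 3 of PL). The histidine median of −1.84 was −2.72 without replicate 1 of SB. Beyond the lower threshold, the cause was not tested.

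The first 2 principal axes held 66.8% of the variance with a pseudocount of 1 and 55.5% with scaled genes, and 63.4% (without replicate 1 of ST) to 66.9% (without replicate 2 of EX) with 1 sample left out. The gene clusters of more than 100 genes numbered 6 with a pseudocount of 1, and 5 (without replicate 2 of MC or replicate 3 of SB) to 11 (without replicate 1 of DT) with 1 sample left out. With 1 sample left out, the populations with a branch of their own numbered 6 or 7. The difference between MC and EX was 4.98 for the SigF list, 5.77 with a pseudocount of 1 and 5.39 as a median over genes. It was 5.04 for the SigE list and 6.10 with a pseudocount of 1, and 3.27 for the SigG list, 3.93 with a pseudocount of 1 and 2.22 as a median. With 1 sample left out these 3 lists moved by less than 0.1, while SigB went from 3.12 to 2.46 (without replicate 3 of MC) and 4.19 (without replicate 1 of MC), and SigK from 0.83 to 0.33 (without replicate 1 of EX) and 1.26 (without replicate 2 of EX). SigB in SB minus PL went from 2.55 to 2.11 (without replicate 3 of PL) and 3.25 (without replicate 1 of PL). A lower pseudocount widens differences from low levels by construction, and the cause of the others was not tested.

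Of 169 values of single genes, 5 that edgeR did not call passed the threshold at 1.5-fold, 31 with DESeq2 and 37 with q-values, and these sets overlap. With DESeq2's size factors 1 was lost and 1 gained, without the filter 1 was lost, and with the block 3 were lost and 4 gained. Of 1377 values with 1 sample left out, 1268 kept their side of the threshold and their direction, 56 were lost and 42 gained. The direction changed for 1 called value, *ywmC* in PL against DC, at −0.75 without replicate 1 of PL and 3.51 without replicate 2 of PL, and for 10 values that were not called. These were *ldh*, *ydgG* and *ydgH* in TP against DT without replicate 3 of TP, at −0.21, −0.41 and −0.84, *yvdF* in the same comparison without replicate 2 of TP, at −0.05, *epsN* in PL against SB without replicate 2 of PL, at −0.02, *gapA* in SB against the swarmers without replicate 3 of SB, at −0.06, and *cggR* in SB against EX without replicate 2 of EX, replicate 3 of EX, replicate 1 of SB and replicate 2 of SB, at 0.01, 0.05, 0.10 and 0.05.

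The alternatives for a file of fpkm values alone were not run, since the file holds counts, nor was a restriction to protein-coding genes, since it gives no gene types. The tree was not made without samples outside the swarmers. Depth limits little here, as only 19 of 4028 genes failed the filter on low counts. The simulated 2-fold changes lie at the threshold itself, so those that were missed cannot tell the threshold from depth or spread.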

Differences from the paper's values

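DESeq2 without its filters and with q-values was chosen only after the result was seen, and the tests of the Zur and Rex lists too. Between DT and BS the paper's 12 DEGs, all lower in DT, stand against 0 called here by edgeR, with 307 genes at an unadjusted p under 0.05. Of the alternatives set before the data were examined, DESeq2 gave 11, all lower, and the fit without replicate 3 of DT gave 11, 9 of them lower, which do not differ by more than 1.5 times from the paper's 12. The others do, with 113 without replicate 3 of BS (30 lower), 1 with the replicate block and 0 with DESeq2's size factors, without the filter, at 1.5-fold, in the fit of these populations alone and without any of the other 4 samples. Of the paper's 12 genes DESeq2 called 11, all but *rpsNB*, as did the fit without replicate 3 of BS. The fit without replicate 3 of DT called 6, *znuA*, *znuB*, *yrpE*, *folEB*, *yciB* and *rpsNB*, and the block called *znuA*. DESeq2 with q-values gave 12, chosen after seeing the values, and drops 0 of the paper's called genes.

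Between TP and DT the paper's 24 DEGs, in the paper 14 lower and 10 higher, stand against 1 here, lower, with none of the higher ones. Of the alternatives set before the data were examined, only DESeq2 is within 1.5 times of the paper's values, with 22, 14 lower and 8 higher. DESeq2's size factors, no filter and 1.5-fold gave 1, the block and the fit of these populations alone 0, and the samples left out gave between 0 and 11. Transfer RNA genes could not be identified by name here and *ytdD* was not found, which left 15 genes of the paper's list to compare. Of these 15, DESeq2 called 12, all but *yvdF*, *ydgH* and *ydgG*. Without replicate 2 of DT *veg*, *sspF*, *yqzM* and *ytbE* were called, without replicate 2 of TP *ldh*, *ydgG*, *melR* and *ytbE*, without replicate 1 of DT *yqzM* and without replicate 1 of TP *ldh*. DESeq2 with q-values gave 24, 14 lower and 10 higher, chosen after seeing the values, and drops 1 of the paper's 15 compared genes, *yvdF*.

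Between TP and BS the paper's 304 DEGs stand against 187 here, and the paper's 199 lower genes against 109. Of the alternatives set before the data were examined, 1.5-fold with 374, DESeq2 with 247 and the block with 215 are within 1.5 times of the paper's total, while DESeq2's size factors with 191, no filter with 187, the fit of these populations alone with 6 and each sample left out, with 27 to 521, are not. For the lower genes 1.5-fold with 219, DESeq2 with 148 and the fit without replicate 3 of BS with 252 are within 1.5 times, and the others are not, with 110 for DESeq2's size factors, 109 without the filter, 116 for the block, 6 for the fit of these populations alone and 14 to 81 for the other samples left out. DESeq2 with q-values gave 297, 192 of them lower, chosen after seeing the values, and how many of the paper's genes it drops was not counted here.

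For *slrR* in PL against SB the paper's log2 fold change of 2 stands against 2.75. Of the alternatives set before the data were examined, only the fit without replicate 2 of PL, at 2.35, came within the error. The error is the larger of both populations' SDs between replicates in log2 CPM, and for an operon its median over genes. It is not the standard error of the fold change. The others gave 2.53 to 2.97. For *yocA* in PL against SB the paper's rise of 3 stands against −0.79, and no alternative came near, with values from −0.94 to −0.70. For *narG-I* in DC against PL the paper's 5 stands against a median of 5.54 here, in a comparison added later. The paper gives its values for *slrR* and *narG-I* as whole numbers, the latter for SB and DC alike. Rounding can therefore not be told from a difference for these 2 values. Of the alternatives set before the data were examined, the fits without replicate 3 of DC, at 5.42, and without replicate 2 of PL, at 5.32, came within the error. The others did not, with 5.54 for no filter and for 1.5-fold, 5.57 for the block, 5.58 for DESeq2 and its size factors and 5.52 to 5.73 for the other samples left out.

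Compared by rank in size, the paper's second gene cluster, G2, holds 442 genes and the second here 254, and the paper's eleventh, G11, holds 67 genes and the eleventh here 102. The next after the second here holds 208 genes, which with the 254 makes 462, followed by 152 and 150, the sizes of the paper's G3 and G4, and the next after the eleventh holds 67. The clusters were matched by rank only, and their sizes were not computed under the alternatives.

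Some statements of the paper on directions or groups of genes are not met, or are met only in part, in these values. The comparisons of lists in this paragraph were added later, except that of the amino acid transporters over all 5 other surface-associated populations. The paper has *hemA-L* raised in the static liquid populations, and in SB edgeR and DESeq2 called 0 of 6 genes, with a median of 0.27 (0.16 without replicate 1 of SB and 0.46 without replicate 2 of SB) and 3 genes at an unadjusted p under 0.05, while DC and PL had 5 of 6 each. It has *nasD-F* raised specifically in SB and DC, and for both together the median was 2.05 against the swarming populations and −0.59 against PL. The mean log2(fpkm + 5) of this operon was below every PL replicate (8.78, 8.18 and 8.36) in SB, at 7.60, 7.07 and 7.57, and not in DC, at 8.45, 8.89 and 8.96. It has amino acid ABC transporter genes weakly expressed in SB and DC, and of 14 genes 6 were lower and 8, the *tcy* genes, not called. The median of the 14 was 0.17. It was −0.09 without replicate 2 of DC, 0.05 without replicate 1 of SB and 0.27 without replicate 3 of SB. Against PL alone 7 of 14 were lower and 3 higher, and against MC alone 4 were lower and 0 higher (median 0.03). By its mean log2(fpkm + 5) the list met the statement, being lowest in SB and DC among the surface-associated populations. These means were 5.88 and 5.79, against 6.09 to 6.89 in the others. It has sporulation genes at the same level in swarmers as in EX, and of the SigE list 1 of 20 genes was called, higher in swarmers, of the SigF list 2 of 10 were lower and 4 higher, of the SigG list 1 of 16 was lower and 3 higher, and of the SigK list 17 of 20 were lower, with a median of −4.42. In mean log2(fpkm + 5) the SigF list stood above EX by 0.76 in BS, 0.68 in DT and 0.61 in TP and the SigG list by 0.29, 0.24 and 0.15, with no overlap of replicates (exact permutation test for each, two-sided p = 0.1, the smallest that 3 against 3 allow). It has matrix genes raised in MC against swarmers, and edgeR and DESeq2 called 0 of 15 *epsA-O* genes, with 0 at an unadjusted p under 0.05 and a median of 0.15 (0.08 without replicate 3 of BS to 0.28 without replicate 2 of MC), while *tasA* was called at 1.17 and *tapA* and *sipW* at 1.5-fold. It has *epsF-O* genes lowered in TP, and edgeR called 0 of the 8 named, although all were lower and 3 had an unadjusted p under 0.05, and *epsH* and *epsI* were called with the block.

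The paper has all named carbon metabolism genes raised over the threshold in SB and DC against PL, and *ackA* in DC and *cggR* in SB were not, the latter at 0.98. *ackA* in DC was called at 1.5-fold and without replicate 3 of PL, and *cggR* in SB with DESeq2, with its size factors, at 1.5-fold, without replicate 1 of SB, replicate 2 of SB or replicate 3 of PL, and with q-values, which were chosen after seeing the values. It has named SigB genes raised in SB against DC, where edgeR called none of the 5 compared, with 3 at an unadjusted p under 0.05, and DESeq2, or edgeR without replicate 1 of DC, *yjgD*, *csbX* and *yhxD*, while q-values, chosen after seeing the values, called all 5 and against PL edgeR called all 5. It has *ydjJ* and *yoxB* lowered in DC against SB, which had log2 fold changes of −2.36 and −2.25 without being called by edgeR, and were called by DESeq2, by q-values, chosen after seeing the values, and by edgeR without replicate 1 of DC. It has *hag* raised in DC against PL, which had a log2 fold change of 1.55 and was called with the block, without replicate 1 of PL and with q-values, chosen after seeing the values. It has *swrD* as the most raised gene in DC against PL, where it changed by 2.07 and the genes of *narG-I* by more, if all genes are meant.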

Other observations

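The counts of other splits were planned, while the tests of the lactate dehydrogenase pattern, of replicate 3 of BS, of the shared batch, of replicate 1 of PL and of SigK genes in EX were chosen only after the result was seen. For each of the 12 pairs of populations the 6 samples were also split in the 9 other ways into 3 and 3. For TP and BS, BS and MC, MC, SB, PL and DC against ST, DC and EX, DC and SB, PL and SB, and PL and DC, only 1 of 10 splits, the real one, gave as many DEGs as the real split. The highest counts of other splits were 25 for TP and BS, 163 for BS and MC, 28 for MC and ST, 18 for SB and ST, 76 for PL and ST, 0 for DC and ST, 0 for DC and EX, 3 for DC and SB, 4 for PL and SB and 199 for PL and DC. For TP and DT 2 of 10 splits gave as many as the real one, the other with 7, which set replicates 1 and 2 of DT with replicate 3 of TP. For DT and BS, where edgeR called 0 (307 genes at an unadjusted p under 0.05, 11 called by DESeq2), all 10 splits gave as many. With 10 splits chance cannot be excluded at a share under 0.05 for any pair.

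In DT and BS the split of replicates 1 and 2 of BS and replicate 1 of DT against the others gave 450 DEGs. This split cuts across the base and the dendrites. As the highest of 10 splits it was picked for its count, so chance is not excluded. A batch shared by replicates of the same number is argued against for replicate 2 of BS and replicate 2 of DT, whose deviations from their population means had a correlation across genes of −0.23. For replicates 1 and 3 it stays open, since those of BS and DT had correlations of 0.756 and 0.677, which go with such a batch but are no test of it, as the split was found from the same deviations. A wrong label or a boundary between base and dendrites drawn at another place on some plates was not tested, and the design names no such difference between plates.

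In replicate 3 of BS the *fla/che* operon was low and *tuaA-H* high, as in MC. Cells of MC mixed into that sample are argued against for both. The 215 transcripts abundant in MC and rare in replicates 1 and 2 of BS gave a median share of MC of 0.686%, with an upper quartile of 3.55%, whereas the fall of *fla/che* needs 81.0% and the level of *tuaA-H* needs 30.5%. A single wrong label with a sample outside the 9 populations, and a difference between plates, remain open. Of the 9 swarmer samples, 4 had more than 10 genes over 2-fold above every other, 39 in replicate 3 of BS, 38 in replicate 3 of TP, 15 in replicate 1 of DT and 12 in replicate 3 of DT.

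Replicate 3 of TP had 38 genes over 2-fold above and 13 over 2-fold below every other swarmer sample. The highest were *ldh*, at 729 CPM against at most 8.64 in the other swarmer samples, *ydgG* at 206 against 10.3, *cydA* at 67.8 against 3.68, and *ydgH* at 1971 against 153.9. Library size or scaling is argued against, since in raw counts *ldh* rose by 6.82 on the log2 scale over the mean of the other TP replicates, while the median of all genes changed by −0.491, with 95% of genes between −1.49 and 0.70. Cells of another sampled population are argued against as well. Among the 5 populations richer in *ldh*, ST would need the lowest share, 7.12%, to bring its level, and other transcripts abundant in ST gave a median share of −0.10%. The shares needed were 14.5% for DC, 17.9% for SB, 40.7% for PL and 106% for EX, and their other transcripts gave medians below 0. A candidate explanation is a shortage of oxygen in the cells of this sample before or during collection, which derepresses genes under Rex, but it rests on 1 sample and was found and tested on the same data. It was not tested against a difference in the handling of that sample.

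In replicate 1 of PL the SigK list was above its level in replicates 2 and 3. Cells of another sampled population are argued against, since all 20 genes of the list were higher in that replicate than the mean of every other population, with a median ratio of 4.68. A more advanced sporulation in this pellicle may be the reason, as a hypothesis beside a difference in handling, which was not tested.

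In EX the SigK list was higher than in the swarmers. Carried-over cells of the stationary culture are argued against, since 13 of the 20 genes were as high in EX as in ST or higher, with a median ratio of 1.31. The 163 other transcripts abundant in ST and rare in swarmers stood in EX at a median of 2.93% of their ST level, while the 5 genes of the SigK list among such transcripts stood at 197%. Spore coat transcripts kept in spores of the inoculum of the EX culture may be the source, as a hypothesis. These data hold no sample of spores or of that inoculum, so it was not tested.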
